# Blockade of C5a receptor unleashes tumor-associated macrophage antitumor response and enhances CXCL9-dependent CD8^+^ T cell activity

**DOI:** 10.1016/j.ymthe.2023.12.010

**Published:** 2023-12-14

**Authors:** Xiaojin Luan, Ting Lei, Jie Fang, Xue Liu, Huijia Fu, Yiran Li, Wei Chu, Peng Jiang, Chao Tong, Hongbo Qi, Yong Fu

**Keywords:** complement C5a receptor, ovarian cancer, tumor-associated macrophages, T cell dysfunction, chemokine C-X-C motif ligand 9, immunotherapy

## Abstract

Macrophages play a crucial role in shaping the immune state within the tumor microenvironment (TME) and are often influenced by tumors to hinder antitumor immunity. However, the underlying mechanisms are still elusive. Here, we observed abnormal expression of complement 5a receptor (C5aR) in human ovarian cancer (OC), and identified high levels of C5aR expression on tumor-associated macrophages (TAMs), which led to the polarization of TAMs toward an immunosuppressive phenotype. C5aR knockout or inhibitor treatment restored TAM antitumor response and attenuated tumor progression. Mechanistically, C5aR deficiency reprogrammed macrophages from a protumor state to an antitumor state, associating with the upregulation of immune response and stimulation pathways, which in turn resulted in the enhanced antitumor response of cytotoxic T cells in a manner dependent on chemokine (C-X-C motif) ligand 9 (CXCL9). The pharmacological inhibition of C5aR also improved the efficacy of immune checkpoint blockade therapy. In patients, C5aR expression associated with CXCL9 production and infiltration of CD8^+^ T cells, and a high C5aR level predicted poor clinical outcomes and worse benefits from anti-PD-1 therapy. Thus, our study sheds light on the mechanisms underlying the modulation of TAM antitumor immune response by the C5a-C5aR axis and highlights the potential of targeting C5aR for clinical applications.

## Introduction

The complement system has been recognized as a significant component of innate immunity and is also considered to play a role in regulating adaptive immune response for immune surveillance and tissue homeostasis.^1^^,^^2^ Three distinct canonical pathways are involved in activating the complement system—classical, lectin, and alternative—and after activation, the complement system interacts closely with other components of innate immunity and cellular receptors (such as pattern recognition receptor and immunoglobulin G [IgG] Fc receptor) to participate in a series of immune responses, including clearance of target cells by membrane attack complex, opsonization of pathogenic microbes by C3b/iC3b, and activation and regulation of the inflammatory response by anaphylatoxins C3a/C5a.^3^^,^^4^

Beyond its classical function in innate and adaptive immunity, complement has long been considered to be essential for tumor immune surveillance. However, previous research has demonstrated that complement-derived mediators can also enhance the motility and invasiveness of human colon cancer cells through the abnormal expression of complement receptors.^5^ Moreover, accumulating evidence suggests that complement components have been extensively activated in multiple types of human cancer and play a detrimental role in antitumor immunity. Elevated complement levels in the blood or tumors have been found to contribute to tumor initiation and progression, and tightly correlate with poor clinical outcomes in cancer patients.^6^^,^^7^^,^^8^^,^^9^ Intratumoral C5a-C5aR signaling can induce recruitment of myeloid-derived suppressor cells (MDSCs) to the tumor microenvironment (TME), suppressing cytotoxic T cell response or dampening natural killer (NK) cell activation to promote tumor progression.^10^^,^^11^^,^^12^^,^^13^ Another report suggests that C5a may directly affect CD8^+^ T cell function by inhibiting interleukin-10 (IL-10)-dependent T cell-mediated antitumor immunity to promote tumor growth.^14^ Additionally, inhibiting complement components such as C3, C4, or C5aR by genetic knockout or using corresponding inhibitors has been shown to prevent tumor growth and metastasis.^11^^,^^12^^,^^15^^,^^16^

Macrophages constitute a major component of the immune infiltrate in the TME and play a crucial role in the host’s antitumor immunity.^17^ They have been shown to exhibit diverse functions in tumor progression, with some demonstrating an antitumor phenotype that possesses potent tumor-cell-killing ability, evidenced by enhanced phagocytosis or the mediation of T helper cells’ antitumor response. Conversely, macrophages with a protumor phenotype exhibit a compromised immune response and contribute to tumor progression.^18^^,^^19^ Previous research has demonstrated that cancer cells develop multiple evasion strategies to restrain host antitumor immune response by manipulating macrophage activity to form an immunosuppressive microenvironment. Tumor-associated macrophage (TAM) abundance has been found to increase in many human cancers, and increasing evidence indicates a functional intersection between tumor progression and macrophage immune status.^20^^,^^21^^,^^22^ Therefore, exploring the molecular switch that controls macrophage phenotype conversion might contribute to cancer therapy.

Numerous studies have demonstrated that the C5a-C5aR axis functions to impact macrophage antitumor immunity. In a model of squamous carcinogenesis, C5a regulated mast cells and macrophages expressing C5aR1^+^ to exhibit a protumorigenic property, resulting in promoted tumor progression.^23^ In addition, previous studies have reported that C5a contributes to M2-like TAM infiltration and secretion of proteases to promote metastasis of colon cancer cells.^24^^,^^25^ However, the exact mechanisms of how C5aR regulate TAM immune status and whether macrophage C5aR impacts the immune infiltrates and TME have not been fully determined. Thus, in the present study, by combined analysis of human and mouse ovarian cancer (OC) samples, we defined C5aR as a molecular switch that controls TAM antitumor activity and investigated its underlying mechanisms; in addition, we evaluated the promising role of C5aR blockade in cancer immunotherapy.

## Results

### High expression of C5aR is correlated with macrophage immunosuppression

Complement is an important component of innate immunity and is overexpressed in various cancer types. Consistent with previous studies, we found a notable increase in C5aR expression in tumor tissues of OC patients relative to adjacent normal tissues (Figures 1A and 1B). C5aR is a receptor for the potent inflammatory mediator C5a and is expressed on various cell types. When determining the cellular origin of C5aR, we did not detect expression of C5aR on the tested human and mouse tumor cell lines (Figure S1A). Instead, we surprisingly found that C5aR exhibited a preferential expression in CD68^+^ macrophages in human OC tumors rather than in CD3^+^ T cells, CD56^+^ NK cells, CD11c^+^ dendritic cells (DCs), or CD66b^+^ neutrophils (Figures 1C–1E). Flow-cytometry analysis of tumors from mice yielded similar results (Figure S1B). Furthermore, it was observed that C5aR was primarily expressed on immunosuppressive CD206^+^ macrophages rather than on CD80^+^ macrophages in human OC tumors (Figure 1F) and mouse tumors (Figure 1G), or on naive or M1-polarized macrophages derived from human peripheral blood mononuclear cells (PBMCs) (Figure 1H) or macrophages from mouse spleen (Figure S1C), suggesting a potential correlation between C5aR expression and macrophage immune function. Consistent with this, C5aR^+^ macrophages infiltrating mouse tumors expressed higher levels of CD206, transforming growth factor β1 (TGF-β1), and IL-4 but much lower levels of CD86 compared to their C5aR^−^ counterparts (Figures 1I and S1D). Moreover, treatment with tumor-cell-derived conditioned medium (TCM) induced high levels of C5aR expression on macrophages derived from PBMCs (Figure 1H), bone marrow-derived macrophages (BMDMs), and THP-1 cells (Figure S1A), suggesting that tumor cells likely have the potential to polarize C5aR-expressing macrophages.

**Figure 1:**
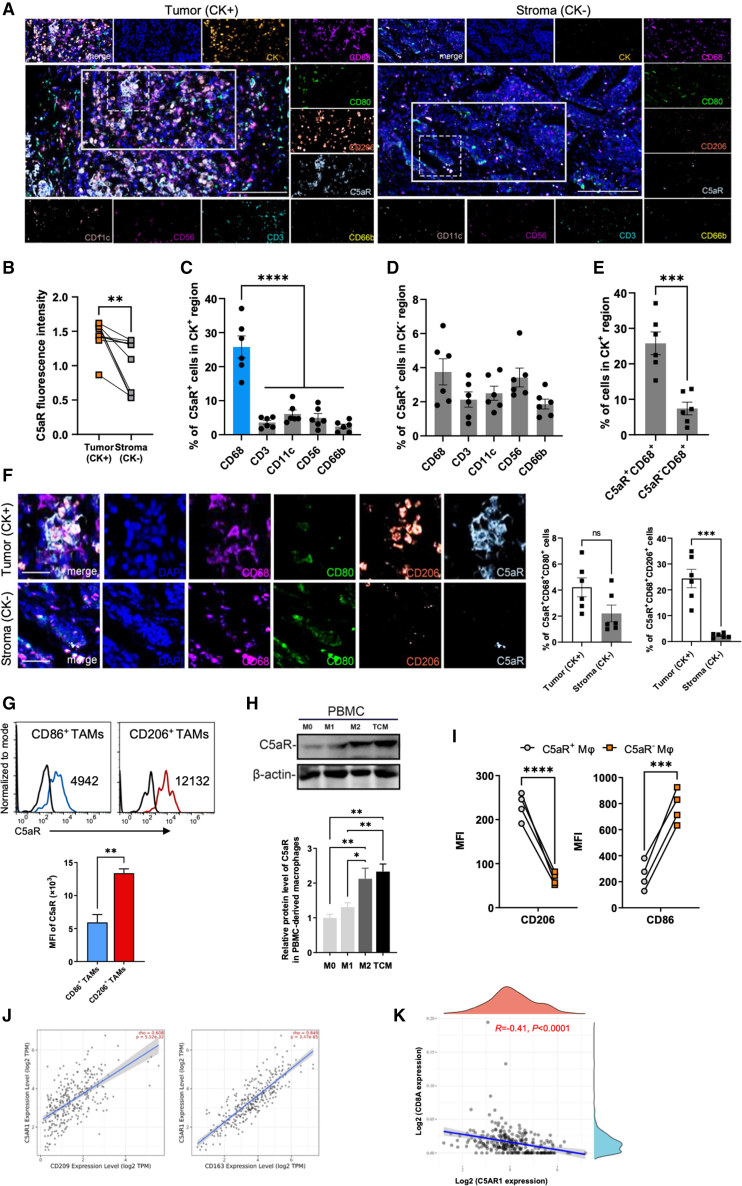
Tumor-associated macrophages highly express C5aR (A) Images of representative multiple immunofluorescence (mIF) results. Ovarian tumor (CK^+^) mIF image on left, ovarian stroma (CK^−^) mIF image on right. Scale bars, 100 μm. (B) Comparison of fluorescence intensity between tumoral and stromal C5aR^+^ cell (n = 6 samples; two-tailed paired t test). (C and D) Quantification of C5aR^+^CD68^+^, C5aR^+^CD3^+^, C5aR^+^CD11c^+^, C5aR^+^CD56^+^, and C5aR^+^CD66^+^ cells in CK^+^ or CK^−^ region of human OC tissues (n = 6 samples; one-way ANOVA). (E) Quantification of tumoral C5aR^+^ and C5aR^−^ macrophages (n = 6 samples; two-tailed paired t test). (F) Representative images and quantification of C5aR^+^CD68^+^CD80^+^ and C5aR^+^CD68^+^CD206^+^ cells in CK^+^ or CK^−^ region of human OC tissues (n = 6 samples; two-tailed paired t test). Scale bars, 25 μm. (G) Flow-cytometry analysis of C5aR expression on CD86^+^ TAMs (CD45^+^CD11b^+^Ly6G^−^F4/80^+^CD86^+^) or CD206^+^ TAMs (CD45^+^CD11b^+^Ly6G^−^F4/80^+^CD206^+^) in ID8 tumors (n = 3 mice; two-tailed paired t test; representative of three independent experiments). (H) Representative western blot analysis of C5aR expression in PBMC-derived macrophages receiving PBS (M0), LPS (M1), IL-4 (M2), and TCM treatment. β-Actin was used as a loading control (n = 3 independent replicates; one-way ANOVA). (I) Flow-cytometry analysis of CD206 and CD86 expression on C5aR^+^ or C5aR^−^ macrophages in ID8 tumors (n = 4 mice; two-tailed paired t test). (J) Analysis of correlations between *C5aR* expression and M2-like macrophages related markers (*CD209* and *CD163*) based on the RNA-seq results from TCGA database of OCs using TIMER. The corrected partial Spearman’s correlation coefficient and statistical p value are presented. (K) Correlation of *C5aR* expression and *CD8A* based on ESTIMATE algorithm from TCGA database. Data are presented as the mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001; ns, no significance.

Findings from the Tumor Immune Estimation Resource (TIMER), a comprehensive resource for systematic analysis of immune infiltrates across diverse cancer types,^26^ confirmed that *C5aR* expression was positively correlated with immunosuppressive M2-like macrophages but not correlated with proinflammatory M1-like macrophages (Figure S1E). The expression levels of some well-known immunosuppressive macrophage markers, such as *CD209*, *CD163*, and others,^27^ exhibited a strong positive correlation with the expression of *C5aR* (Figures 1J and S1F). In addition, we detected significantly increased levels of C5aR ligand C5a in the blood of tumor-bearing mice and C5a levels inversely correlated with tumor-infiltrating CD8^+^ T cell ratio (Figures S1G and S1H). Consistently, we also observed a notable inverse association between the expression of *C5aR* and *CD8A* in cancer patients (Figure 1K). Taken together, these results indicated that C5aR expression was upregulated in immunosuppressive TME and was preferentially expressed on TAMs.

### C5aR deficiency restores TAM antitumor activity and slows tumor growth

To evaluate the role of C5aR in regulating TAM function during tumor progression, we employed C5aR-deficient (C5aR^−/−^) mice. Tumor cells (ID8) were intraperitoneally injected into wild-type (WT) and C5aR^−/−^ mice. C5aR deficiency did not obviously affect the proliferation of macrophages (Figure S2A). However, genetic blockade or pharmacological inhibition of C5aR significantly improved the cytotoxicity of macrophages against ID8 tumor cells *in vitro* (Figures S2B and S2C). Moreover, we found that CD80 expression was significantly increased and CD163 was attenuated in TAMs from C5aR^−/−^ mice compared to those from WT mice (Figure S2D), suggesting increased TAM activation. Additionally, C5aR-deficient macrophages exhibited a notable decrease in IL-10 expression (Figure S2D), which may be beneficial, as previous reports suggest a detrimental role for macrophage IL-10 in suppressing CD8^+^ T cell-dependent responses to chemotherapy.^28^ CD86 and CD206 expression were utilized to assess macrophage polarization status, which typically indicates whether TAMs have antitumor or protumor activities, although this characterization does not capture the full complexity of TAMs.^29^^,^^30^ Consistent with the above results, C5aR^−/−^ tumor-bearing mice had increased abundance of CD86^+^F4/80^+^ macrophages and decreased frequency of CD206^+^F4/80^+^ macrophages in the TME compared to WT tumor-bearing mice, without significant change in the blood and spleen macrophage population between the two groups (Figure 2A). Similar results were obtained from an immunofluorescence assay, which showed an increase in CD11b^+^F4/80^+^CD80^+^ cells in the tumors of C5aR^−/−^ mice (Figure S3A). Additionally, macrophage effector molecular tumor necrosis factor α (TNF-α) was also upregulated after C5aR blockade (Figure S3B). Quantitative PCR (qPCR) analysis showed that mRNA levels of antitumor molecules, such as *IL-12* and *TNF-α*, were significantly increased while in protumor molecules mRNA levels of arginase-1 (*Arg1*) and *TGF-β* were markedly inhibited in tumors from C5aR^−/−^ mice (Figure 2B), suggesting an immunosuppressive role for C5aR. More importantly, tumor growth and the number of abdominal metastases were markedly decreased in C5aR^−/−^ mice, leading to extended survival compared to WT control mice (Figures 2C–2E and S3C). We further confirmed the improved tumor control resulting from C5aR blockade by introducing luciferase-expressing ID8 cells into both WT and C5aR^−/−^ mice and monitoring tumor size using *in vivo* bioluminescence imaging. The results consistently demonstrated enhanced tumor inhibition in C5aR^−/−^ mice compared to their WT counterparts (Figure S3D).

**Figure 2:**
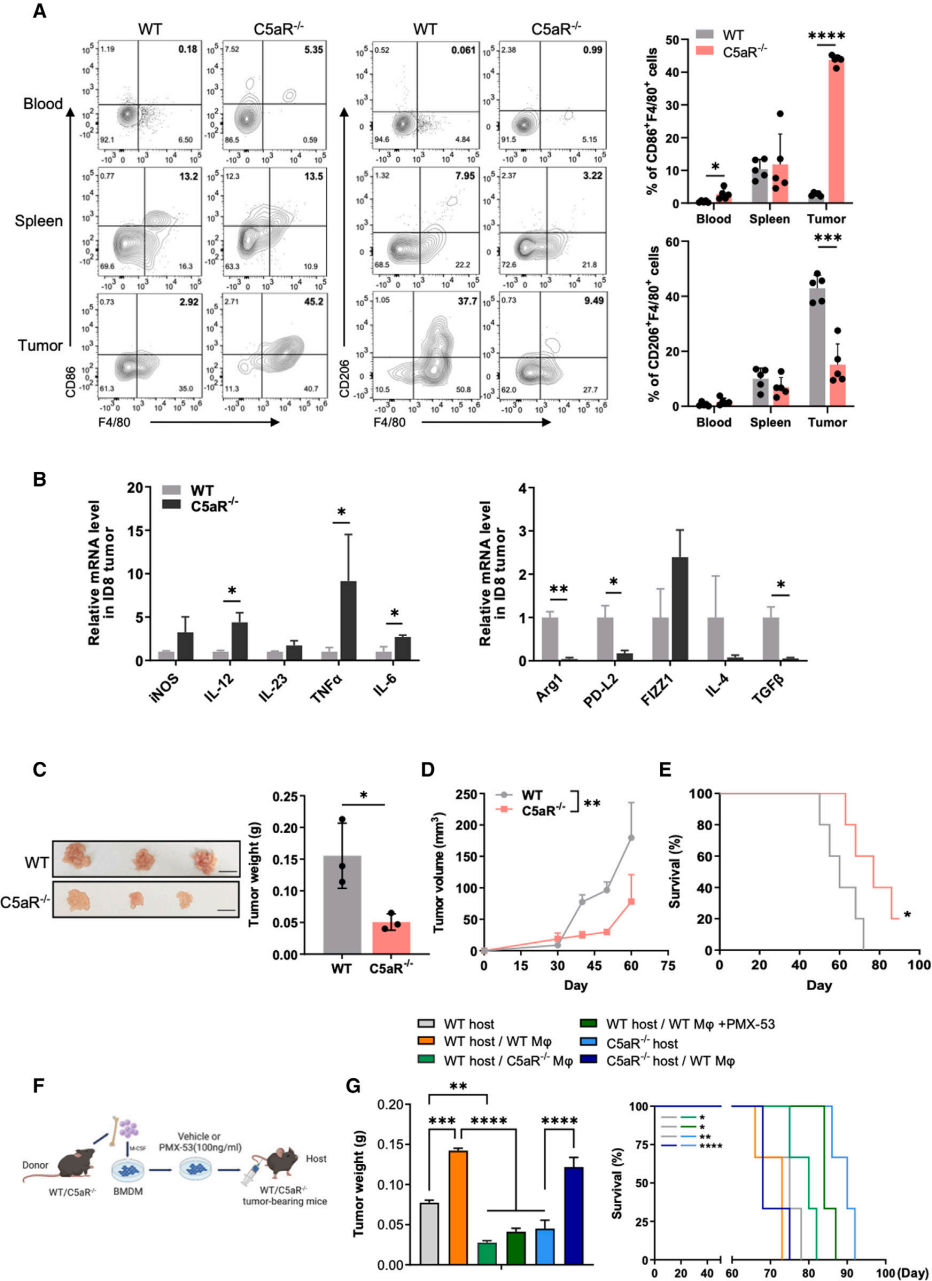
C5aR deficiency restores TAM antitumor activity and slows tumor growth (A) Proportion of peripheral blood, spleen, and tumor-infiltrating CD86^+^F4/80^+^ and CD206^+^F4/80^+^ macrophages measured by flow cytometry in WT and C5aR^−/−^ mice (n = 5 mice; two-way ANOVA). (B) Relative mRNA of M1-like (*iNOS*, *IL-12*, *IL-23*, *TNF-α*, and *IL-6*) and M2-like (*Arg1*, *PD-L2*, *FIZZ1*, *IL-4*, and *TGF-β*) macrophage-related gene expression level in ID8 tumors from WT and C5aR^−/−^ mice (n = 3 independent replicates; two-way ANOVA). (C) Representative images and weight analysis of ID8 tumors from WT and C5aR^−/−^ mice on day 60 (n = 3 mice; two-tailed unpaired t test). Scale bars, 1 cm. (D) ID8 tumor growth in WT and C5aR^−/−^ mice (n = 3 mice at each time point; two-tailed unpaired t test). (E) Survival curve of WT and C5aR^−/−^ ID8 tumor-bearing mice (n = 5 mice; log-rank test). (F) Scheme of establishment of WT and C5aR-deficient BMDM, following C5aR blockade, for sequential adoptive transfer into tumor-bearing mice. (G) Tumor weight (n = 3 mice; one-way ANOVA) and survival curve (n = 3 mice; log-rank test) of tumor-bearing WT and C5aR^−/−^ mice receiving BMDMs (2 × 10^6^ macrophages; intraventricularly) from WT or C5aR^−/−^ mice pretreated with TCM containing C5aR antagonist (PMX-53; 100 ng/mL) or PBS. Results are representative of three independent experiments. Data are presented as the mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001; ns, no significance.

Since C5aR knockout impacts C5aR activities in all cell types, we next evaluated the contribution of macrophage C5aR in tumor control. We generated BMDMs from C5aR^−/−^ and WT mice, treated with or without PMX-53, a C5aR antagonist,^31^ following their implantation into WT or C5aR^−/−^ tumor-bearing mice (Figures 2F, S3E, and S3F). Mice that received C5aR^−/−^ BMDMs showed reduced tumor burden and improved survival compared to the mice that received WT BMDMs (Figure 2G), which phenocopied the results observed in C5aR^−/−^ tumor-bearing mice. Similarly, transfer of PMX-53-treated WT BMDMs also decreased tumor weight and extended survival in WT recipient mice (Figure 2G). Moreover, implantation of WT BMDMs into either WT or C5aR^−/−^ recipients aggravated tumor growth, leading to a worse survival in these mice (Figure 2G). Together, these data demonstrated that C5aR activation dampens TAM antitumor activity while macrophage C5aR promotes tumor progression. In support of the relevance of this mechanism in human OC, we observed that low C5aR expression and high M1-like macrophage expression significantly prolonged patient survival (Figure S3G).

### Inhibition of C5aR on macrophage augments CD8^+^ T cell antitumor response

Next, we sought to find out whether C5aR expression impacts the tumor immune microenvironment. As T cells play a crucial role in limiting tumor growth, we first assessed the correlation between C5aR expression and T cell function in cancer patients. By using the Tumor Immune Dysfunction and Exclusion computational framework (TIDE),^32^ we evaluated the effects of C5aR expression on T cell dysfunction in patient samples obtained from The Cancer Genome Atlas (TCGA). As expected, *C5aR* expression was found to result in high T cell dysfunction scores in various cancer types, surpassing even the well-known T cell exhaustion-inducing markers, programmed cell death 1 (*PDCD1*) and programmed cell death-ligand 1 (*PDL1*) (Figure 3A). In contrast, other complement receptors, such as *CR1*, *CR2*, and *C3aR*, had a comparatively lower effect on T cell dysfunction (Figure 3A). Based on this observation, we hypothesized that inhibition of C5aR could restore T cell antitumor activity. Indeed, our study showed that in C5aR-deficient mice, there was a significant increase in the frequency of CD8^+^ and CD4^+^ T cells in the TME (Figures 3B and 3C), which was confirmed by immunofluorescence assay (Figure S4A). Additionally, we observed an increase in the proliferation of tumor-infiltrating CD8^+^ T cells after C5aR depletion as indicated by 5-ethynyl-2′-deoxyuridine (EdU) expression (Figure S4B). We did not detect any change in the abundance of intratumoral regulatory T cells (Tregs) between WT and C5aR^−/−^ mice (Figure 3D). As PD-1 (encoded by *PDCD1*), cytotoxic T lymphocyte antigen 4 (CTLA4), thymocyte selection-associated high-mobility group box protein (TOX), T cell immunoglobulin and mucin domain-containing protein 3 (TIM3), and signaling lymphocytic activation molecule family member 6 (SLAMF6) are important immune regulators that impact T cell immune responses,^33^ we next examined their expression on cytotoxic T lymphocytes after C5aR blockade. The results showed a significant decrease in the expression of these cell markers in CD8^+^ T cells and a reduced frequency of CD8^+^ T cells that are double-positive for Tim-3 and PD-1, as well as CTLA4 and LAG3, in tumors from C5aR^−/−^ mice compared to WT controls (Figures 3E, 3F, S4C, and S4D), in agreement with gene expression data (Figure S4E). However, higher proportions of interferon-γ^+^ (IFN-γ^+^) and granzyme B^+^ (GzmB) CD8^+^ T cells were observed in the tumors from C5aR^−/−^ mice compared to WT mice (Figure 3G), consistent with results from immunofluorescent staining and qPCR analysis (Figures S5A and S5B), indicating enhanced cytotoxic T lymphocyte responses. Additionally, C5aR deficiency did not induce significant changes in DCs, neutrophils, and NK cells within the TME (Figure S5C).

**Figure 3:**
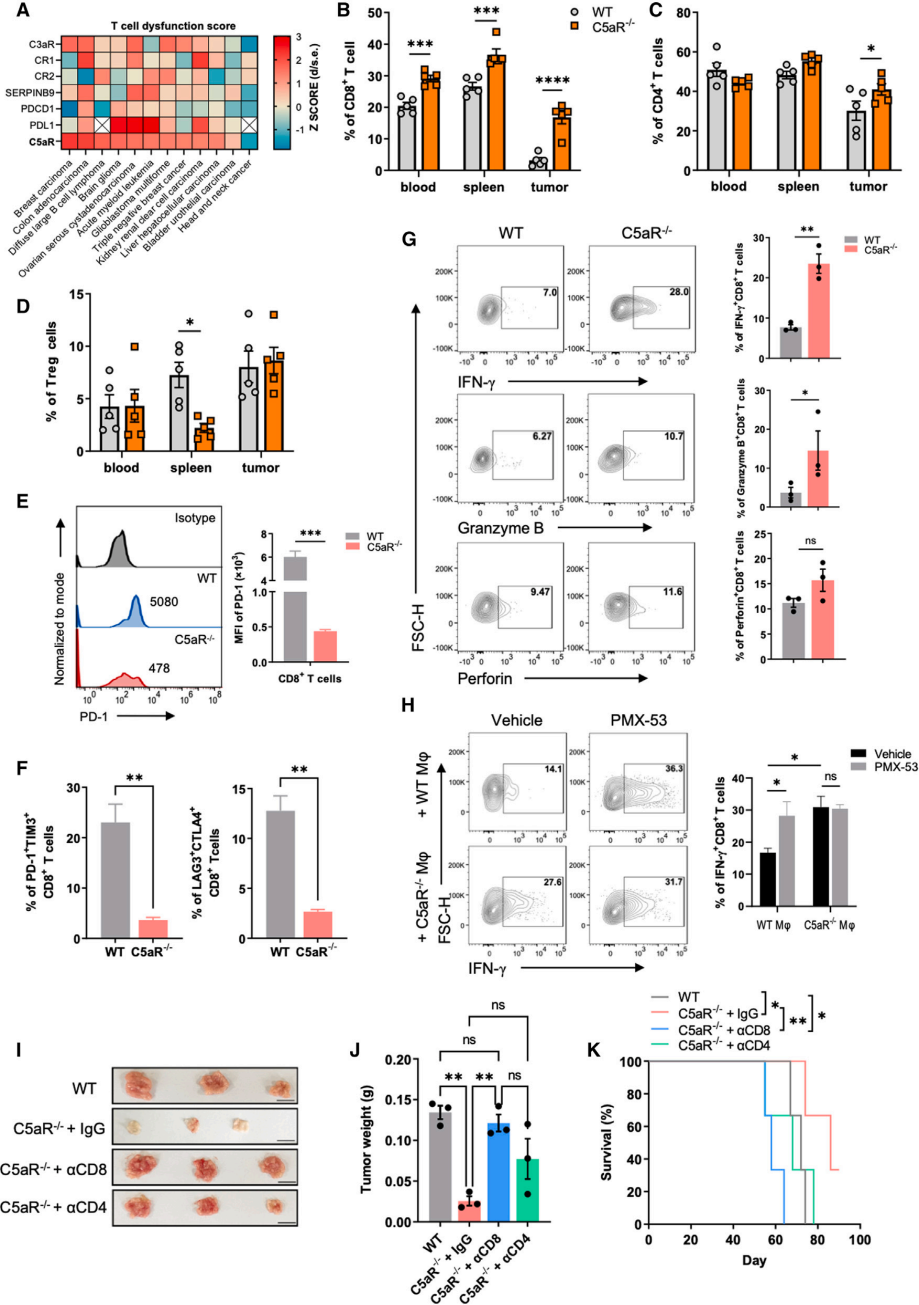
C5aR deficiency alleviates immunosuppression of TME (A) T cell dysfunction scores of C3aR and C5aR in indicated cancer types assessed by Tumor Immune Dysfunction and Exclusion (TIDE) score. T cell dysfunction score is defined as the *Z* score of d/standard error (d/s.e.). (B–D) Proportion of peripheral blood, spleen, and tumor-infiltrating CD8^+^ T cells (B), CD4^+^ T cells (C), and regulatory T cells (Tregs) (D) measured by flow cytometry on day 60 after ID8 tumor inoculation in WT and C5aR^−/−^ mice (n = 5 mice; two-way ANOVA). (E) Flow-cytometry analysis of expression of PD-1 in CD8^+^ T cells from WT and C5aR^−/−^ mice (n = 3 mice; two-tailed unpaired t test). (F) Proportions of PD-1^+^TIM3^+^ and LAG-3^+^CTLA4^+^ cells of tumor-infiltrating CD8^+^ T cells from WT and C5aR^−/−^ mice were measured using flow cytometry (n = 3 mice; two-tailed unpaired t test). (G) Proportions of tumor-infiltrating IFN-γ^+^CD8^+^ T, granzyme B^+^CD8^+^ T, and perforin^+^CD8^+^ T cells from WT and C5aR^−/−^ mice were measured using flow cytometry (n = 3 mice; two-tailed unpaired t test). (H) Proportion of IFN-γ^+^CD8^+^ T cells of murine splenic lymphocytes culture mixed with WT BMDMs or C5aR^−/−^ BMDMs (1:1 ratio) in TCM with or without PMX-53 was measured by flow cytometry (n = 3 independent replicates; two-way ANOVA). (I and J) Representative images (I) and quantification of tumor weight (J) of mice at the endpoint after αCD4 (200 μg; intraperitoneally), αCD8 (200 μg; intraperitoneally), or IgG control therapy (n = 3 mice; one-way ANOVA). Scale bars, 1 cm. (K) Survival curve of tumor-bearing mice receiving antibody treatment (n = 3 mice; log-rank test). Results are representative of three independent experiments. Data are presented as the mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001; ns, no significance.

To assess whether macrophage C5aR directly regulates T cell activation, WT or C5aR^−/−^ macrophages were co-cultured with splenic T cells in the presence or absence of PMX-53. We found that C5aR deletion abolished macrophage-mediated T cell suppression, characterized by increased expression of cytotoxic and cytolytic effector molecules in T cells (Figures 3H and S5D). Importantly, PMX-53 treatment of C5aR^−/−^ macrophages had no additional effect on T cell activation compared with vehicle-treated C5aR^−/−^ macrophages (Figures 3H and S5D), indicating that the effect of the drug on macrophages is mediated by C5aR. Additionally, results from macrophage adoptive transfer experiments demonstrated that implantation of C5aR^−/−^ BMDMs or PMX-53-treated WT BMDMs markedly enhanced the activity of tumor-infiltrating CD8^+^ T cells, while transfer of WT BMDMs significantly suppressed CD8^+^ T cell activity (Figures S5E and S5F). To further verify that macrophage C5aR controls T cell antitumor response, splenic T cells were co-cultured with WT BMDMs or C5aR^−/−^ BMDMs in the presence or absence of PMX-53 and then implanted into recipient mice. Tumor growth was significantly inhibited in the host receiving T cells educated by C5aR^−/−^ or PMX-53-treated WT BMDMs compared to those receiving WT BMDM-treated T cells (Figure S5G). To determine whether C5aR deficiency conferred better tumor control depending on enhanced T cell responses, we depleted CD8^+^ T cells or CD4^+^ T cells in C5aR^−/−^ tumor-bearing mice with anti-CD8 or anti-CD4 antibodies. CD8^+^ T cell depletion completely abrogated the inhibition of tumor growth in C5aR^−/−^ mice, whereas CD4^+^ T cells had a partial effect (Figures 3I–3K), indicating that the enhanced antitumor immunity depends on CD8^+^ T cells. Together, these data indicated that C5aR activation on macrophage inhibits CD8^+^ T cell antitumor activity and promotes tumor progression.

### C5aR activity shapes the transcriptional landscape of macrophages

To further address the mechanisms of C5aR-mediated protumoral phenotype of TAMs, we conducted *in vivo* sorting of TAMs from both WT and C5aR^−/−^ mice followed by RNA sequencing (RNA-seq) analysis. 

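TAMs were isolated from tumors of mice injected intraperitoneally with ID8 cells, a mouse ovarian cancer cell line, and sorted by flow cytometry as live CD45+CD11b+Ly6G-F4/80+ cells. Poly(A) RNA of the sorted cells was sequenced. The deposited data hold 3 libraries from WT mice and 3 from C5aR-/- mice, whereas the legends of Figures 4A and S6A give 4 mice per group. The authors trimmed the reads with fastp, aligned them with HISAT2 and estimated expression with StringTie. The methods name FPKM, and the deposited values are TPM, transcript abundances normalized for transcript length and for the library total, which sum to 1000000 in each library. TPM keeps no record of sequencing depth, so the depth of each library is unknown and no counting error can be given. The table lists 56980 genes by Ensembl gene ID, of which 52073 were matched to a symbol in GENCODE M21 (GRCm38). The genome build the authors used is not stated in the paper's text. Between 14393 and 15015 genes had a TPM of at least 1 in a library, and the 10 most abundant genes took from 12.0% to 15.4% of the TPM. For the tests, TPM was transformed as log2(TPM + 1), and genes with a TPM of at least 1 in at least 3 of the 6 libraries were kept, which left 14776 genes. WT and C5aR-/- TAMs were compared with limma (eBayes with trend) and Benjamini-Hochberg adjustment. Differences are on the log2(TPM + 1) scale, which understates the change of genes with low TPM.
C5ar1, which encodes C5aR, had a TPM of 86.5, 37.3 and 16.2 in WT TAMs and of 0.38, 0.11 and 0.05 in C5aR-/- TAMs. Its log2 difference was -5.04 (standard error 0.56, adjusted p = 0.0666 from limma). The groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Genes of macrophages differed widely within each group, and Adgre1, which encodes F4/80, fell from a TPM of 114 in WT TAM 1 to 25.4 in WT TAM 3 and from 91.1 in C5aR-/- TAM 1 to 27.9 in C5aR-/- TAM 3. Epithelial keratin genes were abundant in all 6 libraries, with a TPM of Krt8 between 455 and 758. In WT, the mean log2(TPM + 1) was 6.69 for ovarian tumor or mesothelial genes and 6.67 for macrophage identity genes. Which cells express the epithelial genes was not tested. A difference between WT and C5aR-/- TAMs is therefore a difference between libraries, and it cannot be assigned to macrophages alone.

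**Figure D1:**
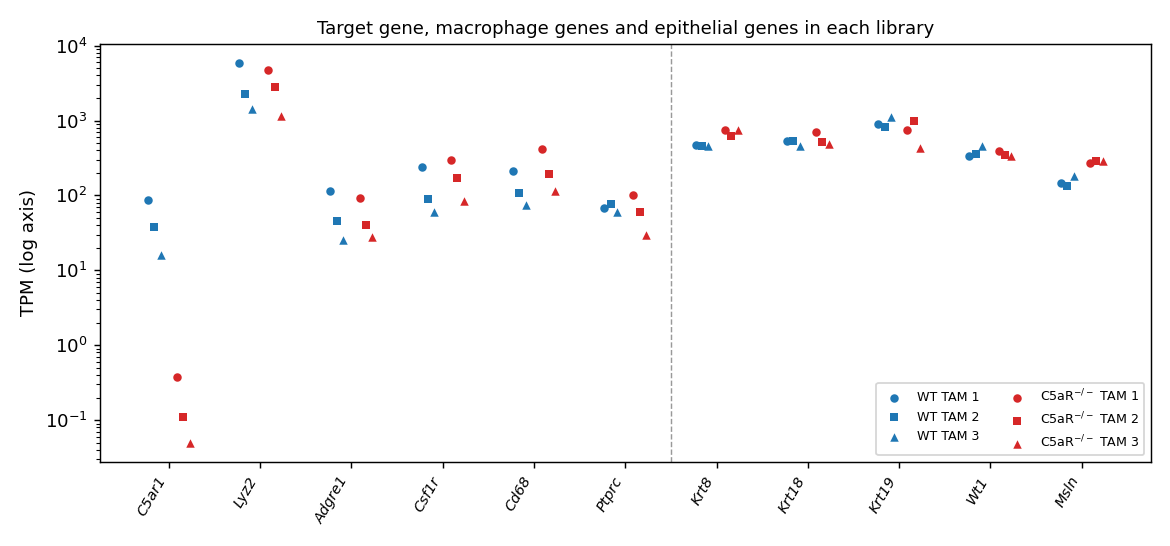
TPM on a log axis of C5ar1, 5 genes of macrophages and leukocytes (Lyz2 to Ptprc) and 5 epithelial or mesothelial genes (Krt8 to Msln). Each point is 1 library, with WT TAMs in blue and C5aR-/- TAMs in red. The C5ar1 points of the C5aR-/- TAMs lie between 0.05 and 0.38, below all WT points.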

Principal component and hierarchical cluster analysis revealed that C5aR^−/−^ macrophages were transcriptionally distinct from WT macrophages (Figures 4A and S6A). 

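In a principal component analysis of log2(TPM + 1) over the 14776 genes, centered and not scaled, PC1 held 41.5% and PC2 29.0% of the variance. WT and C5aR-/- TAMs did not overlap on PC2 (two-sided exact permutation test, p = 0.1), and they overlapped on PC1 (exact permutation p = 0.4). Under TPM without a log, PC1 held 62.6% and the groups were apart on PC3 instead. Hierarchical clustering used all 14776 genes, with average linkage on the Pearson correlation, whereas Figure S6A shows up- and downregulated genes. It first separated C5aR-/- TAM 2 and C5aR-/- TAM 3 from the other 4 libraries, so that C5aR-/- TAM 1 stayed with the 3 WT libraries. The correlation of C5aR-/- TAM 1 with the WT libraries was from 0.912 to 0.939, with C5aR-/- TAM 2 it was 0.931 and with C5aR-/- TAM 3 0.886 (across genes, which are not independent replicates).
At an adjusted p under 0.05 and a fold change of at least 2, limma called 0 genes, and the smallest adjusted p was 0.0666. At an unadjusted p under 0.05 and the same fold change, 733 genes passed, of which 314 were higher and 419 lower in C5aR-/- TAMs (386 and 371 with quantile normalization). Of the 14776 genes, 3151 (21.3%) had groups that did not overlap, where chance gives 10%, and the 9 other splits of the libraries into 3 and 3 gave from 468 to 2444 genes. The adjusted count moved most when limma's array weights were used, with 1400 genes, but the weights did not converge, and C5aR-/- TAM 2 had a weight of 38.6 against 0.17 for C5aR-/- TAM 1. Without C5aR-/- TAM 1, 356 genes passed. Of the 51 tested genes read from the higher part of Figure S6A, 11 lie near each other on chromosome 8 (gene order in GRCm38), and their median log2 deviation from the WT mean was -0.20, 1.59 and 2.24 in C5aR-/- TAM 1, 2 and 3.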

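Pathways were examined with gene lists written by hand, because the pathway membership used by the authors was not used here. Each list was tested with camera (limma, preset correlation 0.01), and the p-values of the 8 lists were adjusted together. The MAPK list had 36 of 63 genes higher in C5aR-/- TAMs, with a median log2 difference of 0.10 (adjusted p = 0.0314). The PI3K-Akt list had 28 of 47 genes higher and a median of 0.05 (adjusted p = 0.0185). Of the genes of T cell activation, 19 of 46 were higher, with a median of -0.06 (adjusted p = 0.616). The direction given by camera for this list was up, opposite to the sign of the median. Without C5aR-/- TAM 3 the list passed as higher (median 0.15, camera, adjusted p = 0.0484). The list of IL-4 and IL-13 responses had 13 of 24 genes higher and a median of 0.13 (adjusted p = 0.0832), and without C5aR-/- TAM 1 its median was -0.05. Hypoxia and glycolysis genes were higher in 23 of 24 cases, with a median of 0.95 (adjusted p = 2.2e-14). Heat shock genes were lower in 12 of 12 cases (median -0.87, adjusted p = 3.6e-04), and type I interferon genes in 22 of 24 (median -1.08, adjusted p = 1.7e-07). With 1 library left out, the type I interferon median was from -1.34 to -0.60, the smallest in size without WT TAM 3. Of these 5 lists past an adjusted p of 0.05, the PI3K-Akt list also passed under fry (adjusted p = 0.0195), and with an estimated correlation 0 lists passed. The MAPK list had an adjusted p of 0.0683 under fry. Without WT TAM 3 or without C5aR-/- TAM 1, the MAPK list (0.114 and 0.117) and the PI3K-Akt list (0.114 and 0.0527) no longer passed.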

Pathways related to macrophage antitumor function such as signal transduction, T cell activation, and MAPK (mitogen-activated protein kinase) signaling were significantly upregulated in C5aR^−/−^ macrophages (Figures 4B and S6B), concomitant with downregulated immunosuppressive IL-4 and IL-13 signaling pathway (Figure S6C). 

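The 4 heat maps of proinflammation (Figure 4C), tumorigenesis (Figure 4D), innate immunity (Figure S6D) and anti-inflammation genes (Figure S6E) name 30 genes, of which 25 passed the filter on low TPM. The 14 tested genes of Figures 4C and S6D were higher in C5aR-/- TAMs, and the 11 of Figures 4D and S6E were lower. In all 25 genes, the 3 C5aR-/- libraries lay on the same side of the 3 WT libraries. The absolute log2 differences were between 0.72 and 2.97. Adjusted over all genes tested, 0 of the 25 passed an adjusted p of 0.05 (limma, from 0.0666 to 0.276), and 23 had an unadjusted p under 0.05 with a fold change of at least 2. Adjusted over the list alone, 9 of 11 genes of Figure 4C, 7 of 7 of Figure 4D, 6 of 6 of Figure S6D and 5 of 5 of Figure S6E passed with a fold change of at least 2. The study chose these lists on the same samples, so this is not independent evidence.
Mif rose from a TPM of 296 ± 27.7 (SD, n = 3) in WT TAMs to 927 ± 298 (SD, n = 3) in C5aR-/- TAMs, a log2 difference of 1.60 (standard error 0.25, adjusted p = 0.083). Lgals3 rose from 83.9 ± 23.4 to 245 ± 31.3 (log2 difference 1.56, adjusted p = 0.0666). Clec4n was 7.45 ± 1.46 in WT and 45.9 ± 24.5 in C5aR-/- TAMs. The log2 difference was largest for Gsto1 (2.97, standard error 0.73), whose TPM was 47.5, 188 and 369 in the C5aR-/- libraries. Among the lower genes, Il33 fell from 17.7 ± 4.93 to 4.09 ± 0.40 (log2 difference -1.85, standard error 0.24, adjusted p = 0.0666) and Pla2g4c from 8.71 ± 2.81 to 1.23 ± 0.24 (log2 difference -2.08, adjusted p = 0.0666). Icam2 had a log2 difference of -2.41 with a standard error of 0.68, and its WT values were 52.5, 20.9 and 12.9. Gfra2, C6, Mylk2, Pdgfd and Lama1 were under the filter and were not tested.

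**Figure D2:**
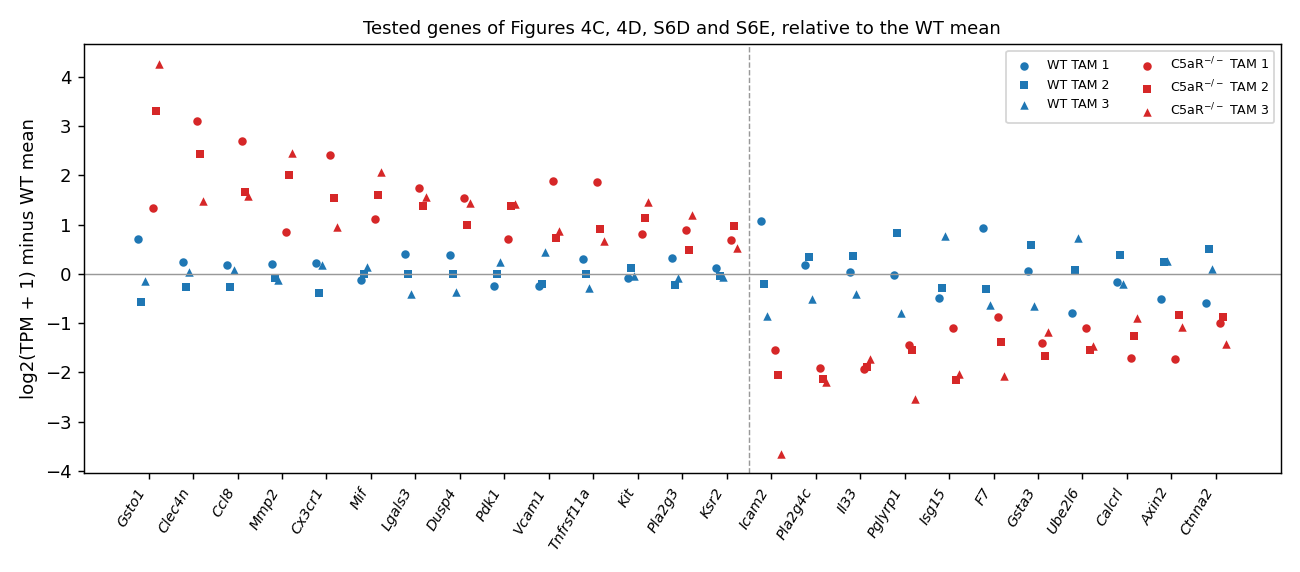
log2(TPM + 1) minus the WT mean for the 25 tested genes, with genes shown as higher in Figures 4C and S6D left of the dashed line and genes shown as lower in Figures 4D and S6E right of it. Each point is 1 library, with WT TAMs in blue and C5aR-/- TAMs in red. The groups do not overlap in any of the 25 genes, and the differences range from 0.72 to 2.97 in size.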

We also observed upregulation of various proinflammatory cytokine and innate immunity genes in C5aR^−/−^ macrophages compared with WT macrophages (Figures 4C and S6D), whereas genes associated with tumorigenesis and anti-inflammation were inhibited (Figures 4D and S6E). These results are consistent with the previously mentioned data that showed an increase in macrophage activity following C5aR deletion (Figure 2), again implying that C5aR controls macrophage antitumor response.

**Figure 4:**
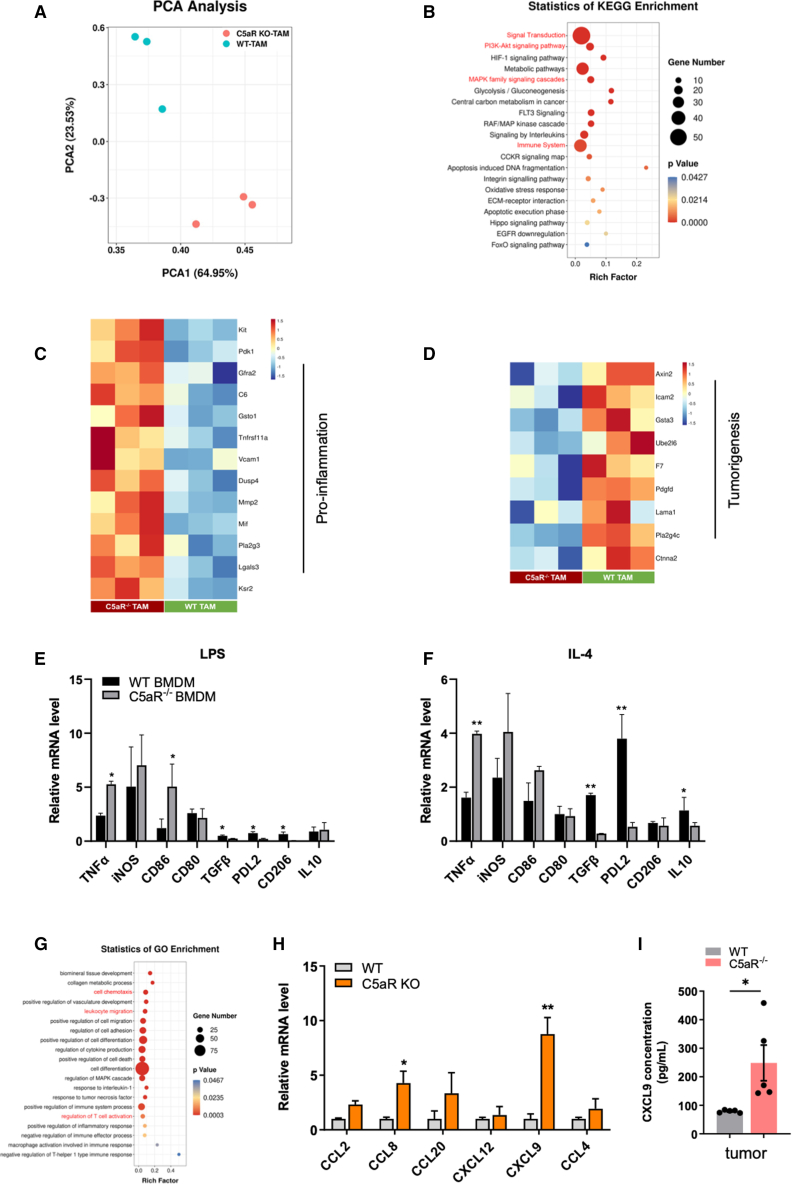
C5aR activity shapes the transcriptional landscape of macrophages (A) Principal component analysis (PCA) of RNA-seq samples extracted from WT or C5aR^−/−^ TAM *in vivo* (n = 4 mice per group). (B) KEGG enrichment analysis of upregulated differentially expressed genes between WT or C5aR^−/−^ TAM. (C and D) Heatmap depicting relative expression of proinflammation (C) or tumorigenesis (D) related genes in differentially expressed genes between WT or C5aR^−/−^ TAM. (E and F) Relative mRNA expression of *TNF-α*, *iNOS*, *CD86*, *CD80*, *TGF-β*, *PD-L2*, *CD206*, and *IL-10* in WT or C5aR^−/−^ BMDM stimulated by 50 ng/mL LPS (E) or 40 ng/mL IL-4 (F) (n = 3 independent replicates; two-way ANOVA). (G) Gene ontology (GO) enrichment analysis of differentially expressed genes between WT or C5aR^−/−^ TAM. (H) Relative mRNA of chemokine genes (*CCL2*, *CCL8*, *CCL20*, *CXCL12*, *CXCL9*, and *CCL4*) expression level in ID8 tumors from WT and C5aR^−/−^ mice (n = 3 independent replicates; two-way ANOVA). (I) Supernatants of ID8 tumors from WT or C5aR^−/−^ mice were harvested for quantification of CXCL9 production by ELISA assay (n = 5 mice; two-tailed unpaired t test). Data are presented as the mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001; ns, no significance.

To confirm the results obtained from RNA-seq analysis, we investigated the activity of primary murine macrophages derived from either WT or C5aR^−/−^ mice, which were stimulated *in vitro* with lipopolysaccharide (LPS) or IL-4 under macrophage colony-stimulating factor (M-CSF) conditions. The results showed that genes associated with proinflammatory and M1 polarization were upregulated in C5aR^−/−^ macrophages, while genes associated with anti-inflammatory and M2 polarization were inhibited compared to WT macrophages (Figures 4E and 4F). Consistent with this, an increased abundance of M1-like cells was observed in macrophages from C5aR^−/−^ mice under proinflammatory stimulation, whereas a decrease in M2-like macrophages was observed under anti-inflammatory stimulation (Figure S6F). Additionally, C5aR^−/−^ macrophages showed a significant increase in M1 polarization and a tendency toward decreased M2 polarization under TCM conditions (Figure S6G). Together, these data suggest that C5aR is a key driver of TAM phenotype, and loss of C5aR contributes toward TAM switching from a protumor phenotype to an antitumor phenotype with heightened proinflammatory responses.

In addition, an intriguing result emerged from our analysis of the transcriptional data, indicating that the loss of C5aR led to an upregulation of cell chemotaxis and leukocyte migration response in macrophages (Figure 4G). 

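A list of 59 chemokine and chemokine receptor genes was used for cell chemotaxis, of which 42 were tested. In C5aR-/- TAMs, 16 of them were higher and 26 lower, with a median log2 difference of -0.15 (camera, adjusted p = 0.904). The direction given by camera was up, opposite to the sign of the median. The mean of log2(TPM + 1) over the list was 4.32 ± 0.28 (SD, n = 3) in WT and 4.18 ± 0.49 (SD, n = 3) in C5aR-/- TAMs, a difference smaller than the spread between replicates. Without C5aR-/- TAM 3 the median was 0.05. Adjusted over the list alone, 1 gene passed an adjusted p of 0.05 with a fold change of at least 2, against 0 adjusted over all genes tested. That gene was Ccl8, with a TPM of 5.33 ± 1.02 in WT and 25.4 ± 12.2 in C5aR-/- TAMs (log2 difference 1.98, standard error 0.33, adjusted p = 0.093 from limma over all genes).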

Since chemokine-mediated recruitment of T cells plays an important role in antitumor immunity, we then asked whether C5aR impacts macrophage chemokine expression. As expected, increased expression of chemokine (C-C motif) ligand 8 (*CCL8*), chemokine (C-C motif) ligand 2 (*CCL2*), and chemokine (C-X-C motif) ligand 9 (*CXCL9*) were found in C5aR^−/−^ macrophages, and *CXCL9* was the one most affected by C5aR (Figure 4H). In agreement with this, we detected markedly increased protein levels of CXCL9 in the tumors and blood of C5aR^−/−^ mice compared with those of WT controls (Figures 4I and S6H).

### C5aR deficiency enhances TAM-mediated CXCL9 secretion and recruitment of CD8^+^ T cells

To confirm the contribution of macrophage C5aR blockade to increased CXCL9 expression, we performed flow-cytometry analysis of TAMs from tumors in both WT and C5aR^−/−^ mice. We found that the majority of CXCL9^+^ cells were F4/80 positive, and loss of C5aR significantly increased the abundance of CXCL9^+^F4/80^+^ macrophages in tumors (Figures 5A and 5B). Notably, immunofluorescence analysis of tumors from OC patients revealed significantly lower levels of CXCL9 in tumor tissues compared to adjacent normal regions (Figure 5C). CXCL9 predominantly exhibited expression within macrophages that are positive for CD68 and CD80, as opposed to CD68^+^CD206^+^ macrophages (Figure 5C), corresponding to a result obtained from Gene Expression Profiling Interactive Analysis (GEPIA)^34^ of patient samples from TCGA databases, which showed a tight correlation between M1-like macrophages and CD8^+^ T cells (Figure S7A). Additionally, PMX-53 treatment significantly upregulated the protein levels of CXCL9 and TNF-α in the medium of THP-1 cells compared to vehicle-treated control (Figures 5G and S7F). These results suggest that C5aR activation on macrophages suppresses CXCL9 expression.

**Figure 5:**
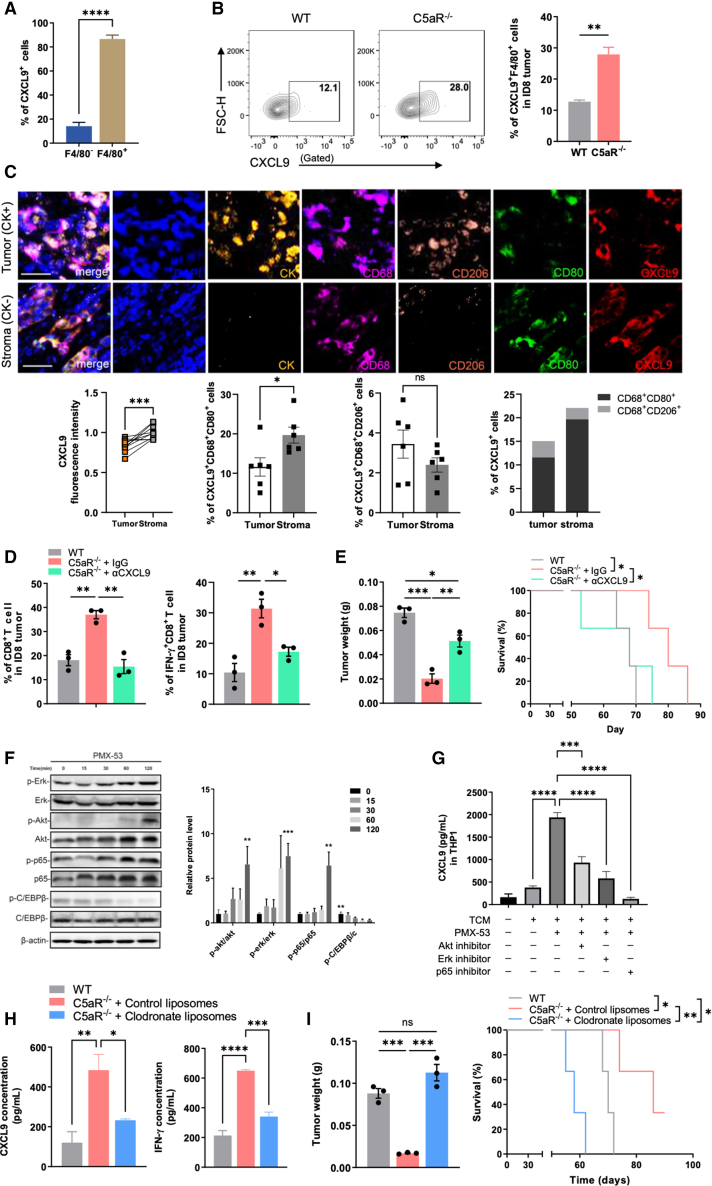
C5aR deficiency enhances TAM-mediated CXCL9 secretion and recruitment of CD8^+^ T cells (A) Proportions of F4/80^−^ and F4/80^+^ cells among CXCL9^+^ cells in ID8 tumors from WT mice were measured using flow cytometry (n = 3 mice; two-tailed paired t test). (B) Proportions of tumor-infiltrating CXCL9^+^F4/80^+^ cells were measured using flow cytometry from WT and C5aR^−/−^ mice (n = 3 mice; two-tailed unpaired t test). (C). Representative images and quantification of CXCL9 fluorescence intensity, and proportion of CXCL9^+^CD68^+^CD80^+^ and CXCL9^+^CD68^+^CD206^+^ cells in CK^+^ or CK^−^ region of human OC tissues (n = 6 samples; two-tailed paired t test). Scale bars, 25 μm. (D) Proportion of tumor-infiltrating CD8^+^ T and IFN-γ^+^CD8^+^ T cells from WT and C5aR^−/−^ mice receiving αCXCL9 (200 μg; intraperitoneally) or IgG treatment was measured by flow cytometry (n = 3 mice; one-way ANOVA). (E) Tumor weight (n = 3 mice; one-way ANOVA) and survival curve (n = 3 mice; log-rank test) of tumor-bearing mice receiving αCXCL9 or IgG treatment. (F) Representative western blot gel documents and summarized data showing the activity of ERK/AKT/NF-κB p65 and C/EBPβ in TCM-educated THP1-derived macrophages stimulated with PMX-53 (100 ng/mL). β-Actin was used as a loading control (n = 3 independent replicates; two-way ANOVA). (G) Supernatants of THP1 cells were harvested for quantifying CXCL9 production by ELISA assay (n = 3 independent replicates; one-way ANOVA). (H) Serum of ID8 tumor-bearing WT or C5aR^−/−^ mice receiving clodronate liposomes (200 μL; intraperitoneally) or control liposomes (200 μL; intraperitoneally) treatment were harvested for quantifying CXCL9 and IFN-γ production by ELISA assay (n = 3 mice; one-way ANOVA). (I) Tumor weight (n = 3 mice; one-way ANOVA) and survival curve (n = 3 mice; log-rank test) of tumor-bearing mice receiving clodronate liposomes or control liposomes treatment. Results are representative of three independent experiments. Data are presented as the mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001; ns, no significance.

Since CXCL9 has been reported to attract immune cells,^35^ we next determined whether CXCL9 mediates recruitment of CD8^+^ T cells *in vitro* and *in vivo*. Transwell assay showed that C5aR^−/−^ BMDMs promoted migration of CD8^+^ T cells as compared to WT BMDMs (Figure S7B). However, addition of anti-CXCL9 antibodies returned the C5aR^−/−^ BMDM-mediated accumulation of CD8^+^ T cells to the levels of the WT control (Figure S7B). We next depleted CXCL9 in WT and C5aR^−/−^ tumor-bearing mice. Decreased frequency of CD8^+^ T cells was observed in tumors from C5aR^−/−^ mice that received anti-CXCL9 antibodies, and the expression of IFN-γ, GzmB, and perforin in CD8^+^ T cells was restored to the levels of WT controls (Figures 5D and S7C). Notably, the inhibition of tumor growth and improved survival in C5aR^−/−^ mice was abrogated by depleting CXCL9 (Figure 5E), suggesting that the enhanced antitumor function by C5aR deletion depends on CXCL9-mediated recruitment of CD8^+^ T cells. To support this mechanism in human OC, we observed a significant correlation between *CXCL9* and the expression of *CD8A*, *IFNG*, perforin 1 (*PRF1*), granzyme A (*GZMA*), *GZMB*, and chemokine (C-X-C motif) receptor 3 (*CXCR3*) (Figure S7D).

To understand how C5aR regulates macrophage CXCL9 secretion, we conducted western blotting analysis to identify the intracellular pathway affected by C5aR signaling. Since nuclear factor κB (NF-κB) has been previously reported to enhance the expression of proinflammatory cytokines,^36^ and CCAAT/enhancer binding protein β (C/EBPβ) can stimulate the expression of immunosuppressive molecules,^37^ we investigated the activation of NF-κB/p65 and C/EBPβ. We found that PMX-53 treatment upregulated phosphorylation p65 while it suppressed phosphorylation of C/EBPβ (Figures 5F and S7E). We next examined the impact of C5aR inhibition on the phosphorylation of proteins associated with NF-κB activation, including extracellular regulated protein kinases and protein kinase B. Our findings revealed that treating TCM-educated THP-1 cells with PMX-53 resulted in increased phosphorylation of both ERK and AKT (Figures 5F and S7E). To investigate whether the ERK/AKT/NF-κB axis is responsible for the increased expression of CXCL9 observed after blocking C5aR, THP-1 cells were treated with PMX-53 and inhibitors targeting ERK, AKT, or NF-κB/p65, and results showed that the upregulation of CXCL9 expression in THP-1 cells was reversed by the addition of an inhibitor specific to ERK, AKT, or NF-κB (Figures 5G and S7F). We also observed increased activation of signal transducer and activator of transcription 1 (STAT1) and suppression of STAT6 in response to PMX-53 treatment (Figure S7G), two key transcription factors involved in macrophage polarization, echoing the results that C5aR expression modulates macrophage transcription. Therefore, these results indicate that the activation of C/EBPβ and inhibition of NF-κB signaling by C5aR are responsible for the suppression of macrophage CXCL9 expression.

To further verify that macrophage C5aR controls CXCL9 expression and tumor progression, we treated WT and C5aR^−/−^ tumor-bearing mice with clodronate liposomes, which have been widely used to deplete macrophages *in vivo*.^38^ After the deletion of macrophages, the protein level of CXCL9 and IFN-γ in the serum of C5aR^−/−^ mice decreased significantly and was similar to that of the WT control (Figure 5H). Simultaneously, the protein levels of TNF-α also markedly decreased in C5aR^−/−^ mice (Figure S7H). In agreement with this, flow-cytometry analysis revealed that the frequency of intratumoral CD8^+^ T cells and the CD8^+^ T cells expressing IFN-γ in C5aR^−/−^ mice returned to the levels of WT tumor-bearing mice, along with increased PD-1 expression after macrophage depletion, leading to increased tumor weight and worsening survival in C5aR^−/−^ mice (Figures 5I and S7I). Importantly, clodronate liposome treatment effectively inhibited tumor growth in WT tumor-bearing mice, but the combination with C5aR inhibitor had no additional effects, indicating that C5aR in macrophages, and not other cell types, promotes tumor growth (Figure S7J). These data suggest that C5aR regulates CXCL9 expression by macrophages and corroborate the notion that macrophage C5aR blockade enhances T lymphocyte antitumor immunity.

### C5aR expression correlates with cancer patient outcomes and abundance of CXCL9 and CD8^+^ T cells

The findings reported above indicated that C5aR modulates TAM antitumor activities, thereby affecting the recruitment and function of CD8^+^ T cells. To validate these results in cancer patients, we first examined the prognostic value of C5aR. We found that multiple types of cancer exhibited upregulated *C5aR* expression, and high *C5aR* expression significantly correlated with poor survival in various types of cancer (Figures 6A, 6B, S8A, and S8B), in agreement with previous reports showing elevated C5a levels linked with poor prognosis in cancer patients.^11^^,^^39^ Additionally, we observed strong and positive correlation of the *C5aR* with T cell exhaustion signature genes in OC patients based on TCGA database of RNA-seq data, including lymphocyte activating 3 (*LAG3*), *PDCD1*, *CTLA4*, and T cell immunoreceptor with immunoglobulin and immunoreceptor tyrosine-based inhibition motif domains (*TIGIT*)^33^ (Figure S8C), echoing our findings that C5aR deficiency decreased immune checkpoint molecular expression on cytotoxic T lymphocytes (Figures 3E and S4C). More importantly, we collected sera from both healthy women and OC patients and subsequently measured the levels of C5a and CXCL9 using ELISA. Additionally, we obtained normal ovarian tissues confirmed through pathological examination and tissues confirmed to be OC. We then assessed the protein and mRNA expression levels of C5aR and CXCL9. We observed elevated levels of C5a and C5aR alongside decreased CXCL9 levels in the serum and tissues of OC patients compared to healthy controls (Figures 6C and S8D). Moreover, we identified a negative correlation between C5aR expression and CXCL9 levels (Figures 6C and S8D). Consistent with this, we observed that C5aR plays a role in determining the abundance of CD8^+^ T cells in tumor tissues from patients with OC (Figure 6D). Accordingly, *CXCL9* strongly correlated with CD8^+^ T cell abundance in tumors, and high *CXCL9* expression predicted better survival in ovarian and other cancer patients when compared to low *CXCL9* expression (Figures 6E, 6F, and S8E). Patients with low *C5aR* expression and high CD8^+^ T cells exhibited better survival than those with high *C5aR* and low CD8^+^ T cells (Figure 6G). Altogether, the data suggest that low C5aR is beneficial for the upregulation of CXCL9 and infiltration of CD8^+^ T cells in the TME, thus leading to a better survival in cancer patients.

**Figure 6:**
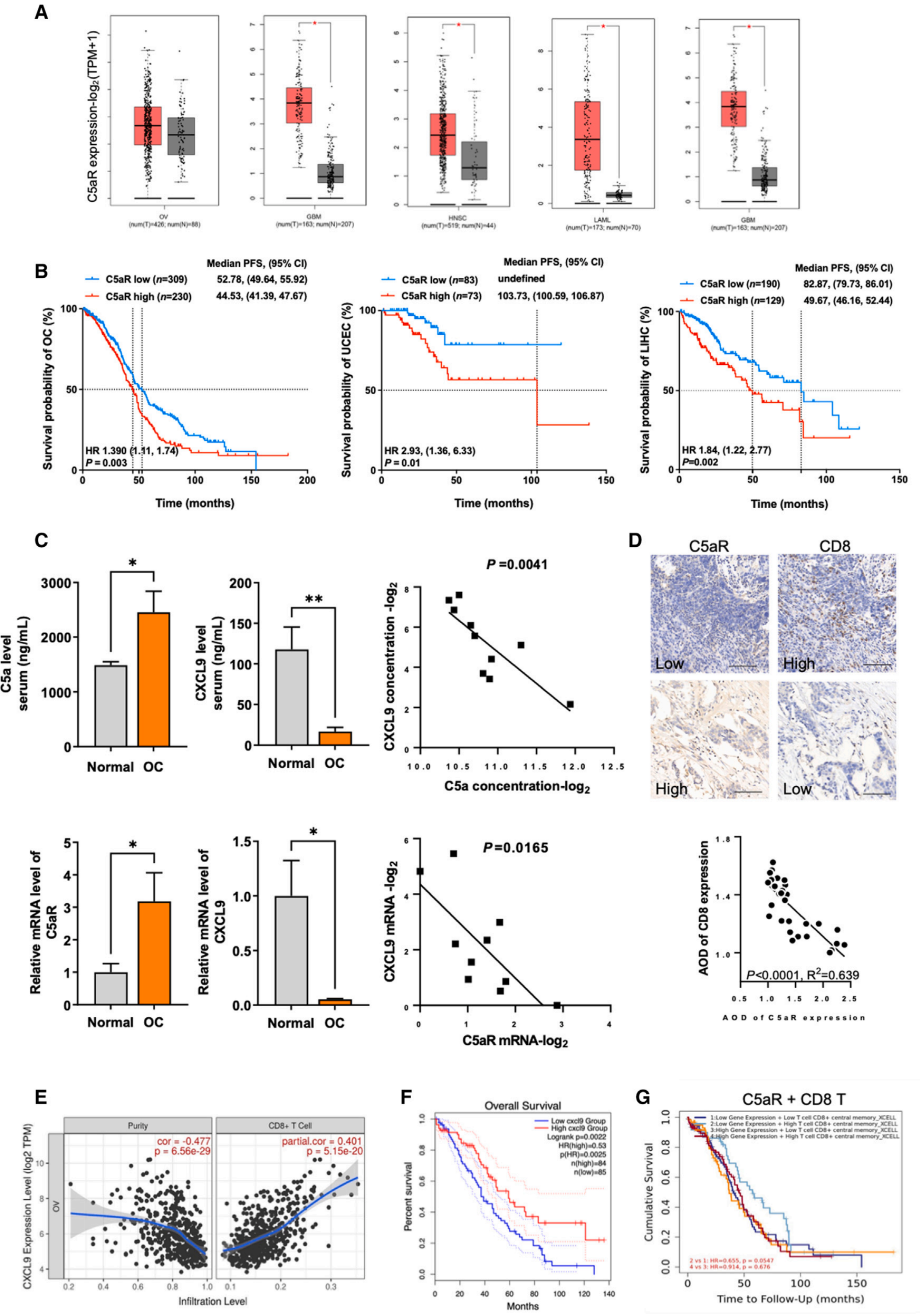
Aberrant expression of C5aR correlates with low abundance of CXCL9 and CD8^+^ T cells and poor outcome in cancer patients (A) *C5aR* expression in multiple types of tumor samples and corresponding normal samples from RNA-seq results of TCGA database using GEPIA website. OV, ovarian serous cystadenocarcinoma; GBM, glioblastoma multiforme; HNSC, head and neck squamous cell carcinoma; LAML, acute myeloid leukemia; ESCA, esophageal carcinoma. Data were analyzed by two-tailed unpaired t test. (B) Kaplan-Meier analysis of the relationship between *C5aR* mRNA expression and prognosis of various tumors from TCGA dataset. C5aR low: patients with a low mRNA expression of *C5aR*; C5aR high: patients with a high mRNA expression of *C5aR*. OV, ovarian serous cystadenocarcinoma; UCEC, uterine corpus endometrial carcinoma; LIHC, liver hepatocellular carcinoma. Data were analyzed by log-rank test with p value showing statistical difference. Median overall survival (OS) and hazard ratio (HR) are shown. (C) Serum concentrations of C5a and CXCL9 in OC and normal patients and correlation analysis between them (upper panels). Expression levels of *C5aR* and *CXCL9* mRNA in ovarian tissues of OC and normal patients and correlation analysis between them (lower panels). n = 5 samples; two-tailed unpaired t test. R^2^ and p values of Pearson correlation analysis. (D) Representative immunohistochemistry images of OC tumor tissues with low or high C5aR expression and corresponding CD8 expression in the same cases (n = 15 samples). Scale bars, 100 μm. R^2^ and p values of Pearson correlation analysis between the AOD value of C5aR and CD8 are presented. (E) Analysis of correlations between *CXCL9* expression and tumor purity and CD8^+^ T cells in TCGA basal-like OC using TIMER. The purity-corrected partial Spearman’s correlation coefficient and statistical p value are presented. (F) Kaplan-Meier analysis of the relationship between the *CXCL9* mRNA expression and prognosis of ovarian cancer from TCGA dataset (log-rank test). p value shows the statistical difference. (G) Kaplan-Meier analysis of the relationship between the *C5aR* mRNA expression level in synergy with the degree of CD8^+^T cell tumor infiltration and prognosis of OC patients from TCGA dataset. p value shows the statistical difference. Data are presented as the mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001; ns, no significance.

### C5aR inhibition synergizes with PD-1 blockade immunotherapy

Considering the crucial role of C5aR in controlling immune infiltrate phenotype and tumor growth, we next investigated whether pharmacologic inhibition of C5aR has potential value in OC therapy. Mice were intraperitoneally injected with ID8 tumor cells, followed by PMX-53 treatment by day 30 post tumor inoculation when tumor size reached 10 mm^3^ (Figure 7A). Results showed that C5aR inhibition also efficiently reduced tumor weight and extended survival of mice after tumor was established (Figure 7B). PMX-53 did not impede tumor progression in the absence of C5aR (Figure S9A). To investigate the possible mechanism driving the therapeutic effect of PMX-53 treatment, we examined the phenotype of TAMs and the infiltration of CD8^+^ T cells in tumors from mice treated with PMX-53 treatment or vehicle control. More CD86^+^F4/80^+^ macrophages and an increased proportion of CD8^+^ T cells and IFN-γ^+^CD8^+^ T cells were present in mice receiving PMX-53 treatment compared to vehicle-treated controls (Figures 7C and 7D). Similarly, inhibiting C5aR increased CXCL9 expression in macrophages (Figure S9B). To test whether C5aR inhibition potentiates immune checkpoint blockade (ICB) therapy, mice bearing tumors were treated with anti-PD-1 alone or combined with PMX-53 (Figure 7E). Anti-PD-1 treatment also increased CXCL9 expression in TAM (Figure S9C), consistent with previous reports revealing that CXCL9 is required for efficacious ICB therapy.^40^ Moreover, combination treatment exhibited a better therapeutic effect than PD-1 blockade alone, as signified by enhanced antitumor TAMs, higher proportion of macrophages expressing CXCL9, increased frequency of CD8^+^ T cells, and decreased tumor burden (Figures 7F, 7G, S9C, and S9D), suggesting a potential for the combination of PMX-53 and anti-PD-1 in OC immunotherapy. We did not observe significant changes in DCs, neutrophils, or NK cells in response to single or combination treatments (Figure S9E). To bolster the practicality of this finding, we noticed that patients who received anti-PD-1 therapy experienced improved overall survival with low *C5aR* expression as compared to patients with high *C5aR* expression (Figure 7H). Hence, our data suggest that either C5aR knockout or pharmacologic inhibition efficiently slowed tumor progression, again implying a key role for C5aR in controlling the immune state in TME by modulating TAM phenotype and cytotoxic T cell function.

**Figure 7:**
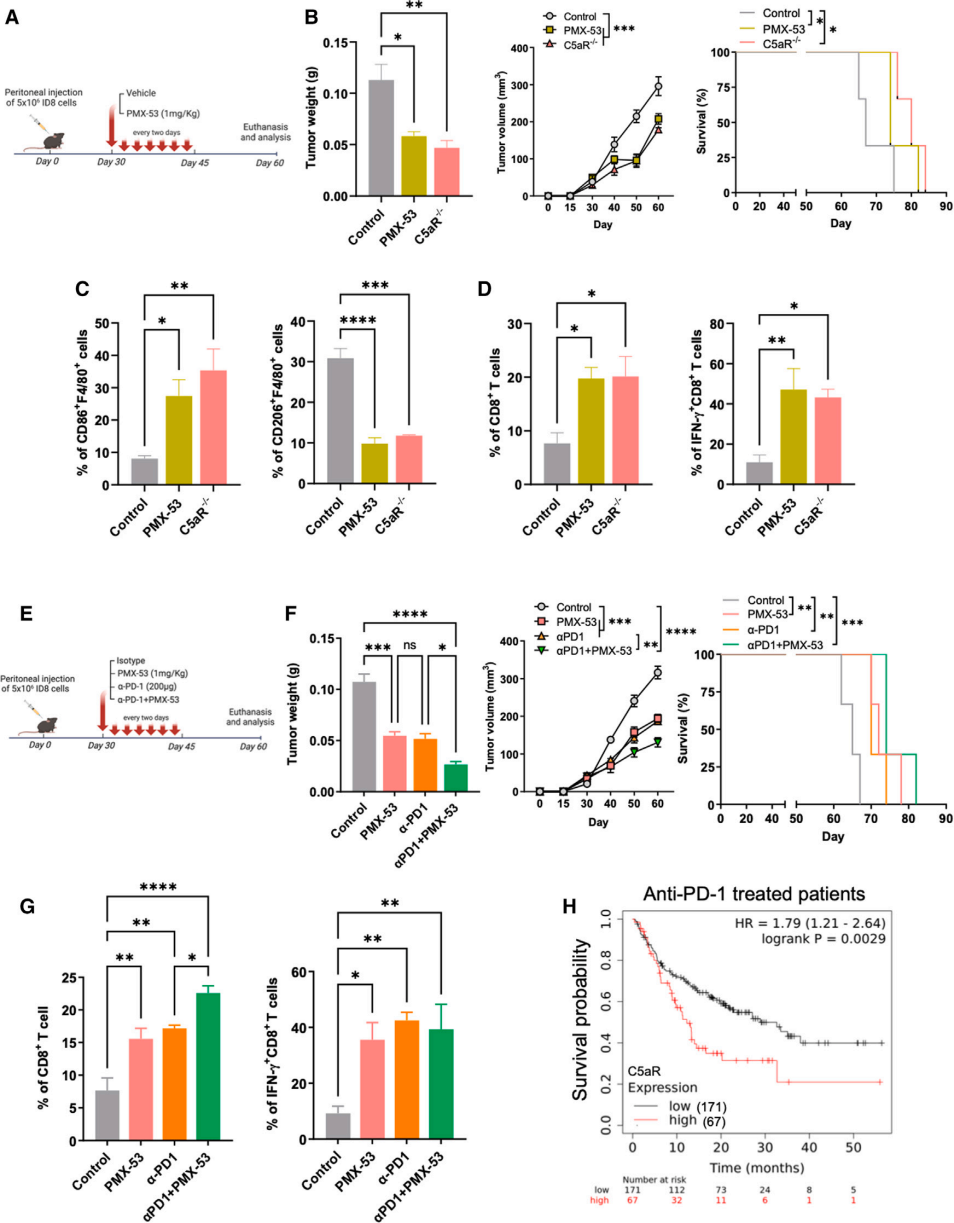
C5aR inhibition synergizes with PD-1 blockade immunotherapy (A) WT tumor-bearing mice were treated with PMX-53 (1 mg/kg; intraperitoneally) or vehicle (PBS) on day 30 and every 2 days thereafter for a total of seven injections, and C5aR^−/−^ tumor-bearing mice served as controls. (B) Tumor weight (n = 3 mice; one-way ANOVA), tumor volume (n = 3 mice; one-way ANOVA), and survival curve (n = 3 mice; log-rank test) of mice. (C and D) Proportion of tumor-infiltrating CD86^+^F4/80^+^ (C, left), CD206^+^F4/80^+^ (C, right), CD8^+^ T (D, left), and IFN-γ^+^CD8^+^ T cells (D, right) was measured by flow cytometry (n = 3 mice; one-way ANOVA). (E) WT tumor-bearing mice were injected with αPD-1 (200 μg; intraperitoneally) or PMX-53 (1 mg/kg; intraperitoneally) alone or in combination at day 30, and every 2 days thereafter for a total of seven injections. (F) Tumor weight (n = 3 mice; one-way ANOVA), tumor volume (n = 3 mice; one-way ANOVA), and survival curve (n = 3 mice; log-rank test) of mice. (G) Proportion of tumor-infiltrating CD8^+^ T cells and IFN-γ^+^CD8^+^ T cells from WT mice receiving treatment of αPD-1 or PMX-53 alone or in combination was measured by flow cytometry (n = 3 mice; one-way ANOVA). (H) Comparison of overall survival in the combined three cancer types (bladder, glioblastoma, melanoma ovarian) patients who had high *C5aR* versus low *C5aR* intratumoral expression receiving anti-PD-1 (pembrolizumab) treatment (log-rank test). p value shows the statistical difference. Results are representative of three independent experiments. Data are presented as the mean ± SEM. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001; ns, no significance.

## Discussion

While previous research has explored the roles of complement-derived mediators and macrophages in tumor growth and metastasis in other cancer types,^41^^,^^42^ their functional interplay within the context of OC has remained unexplored. Despite earlier studies indicating the necessity of macrophage-derived CXCL9 for CD8^+^ T cell infiltration,^35^ the key factors governing CXCL9 expression in macrophages have remained elusive. Our data unveil a C5aR-driven mechanism that hinders the production of CXCL9 by macrophages. These findings underscore the intricate connections between C5aR, macrophages, and CXCL9 production within the realm of cancer immunity. Additionally, our study reveals a novel mechanism wherein C5a inhibits CD8^+^ T cell antitumor responses by mediating macrophage C5aR, which contrasts with previous research indicating the direct role of C5a in regulating CD8^+^ T cell function.^14^ Unlike prior studies demonstrating C5aR’s role in enhancing the inhibitory properties of MDSCs to support tumor progression,^43^ our study reveals a distinct protumoral mechanism involving macrophage C5aR. Additionally, our findings indicate a positive correlation between C5aR expression and T cell dysfunction. Moreover, the influence of C5aR expression on the survival of patients undergoing anti-PD-1 therapy suggests its potential as a valuable biomarker for evaluating T cell dysfunction and predicting the potential efficacy of ICB therapy on an individual patient basis.

C5aR is a G-protein-coupled receptor that is expressed on the surface of many cell types, including tumor cells, endothelial cells, lymphocytes, and myeloid cells.^44^^,^^45^^,^^46^ Some tumor cells have been shown to express C5aR, and this expression has been linked to tumor progression.^5^^,^^47^^,^^48^ In our study, we found that C5aR expression was not detected in both human and mouse OC cell lines, indicating that the mechanisms of complement receptor expression and effector pathways that promote tumor progression may differ among different cancer models and across various organs. Consistent with a prior study demonstrating the absence of C5aR expression on CD4^+^ and CD8^+^ T cells,^12^^,^^23^ we similarly did not observe C5aR expression on non-immune cells and lymphocytes. Instead, our observation from OC patients and experimental mice demonstrated that C5aR was mainly expressed on the TAMs, especially those exhibiting a protumoral phenotype. Further study suggests that aberrant C5aR expression suppresses TAM antitumor activity, as C5aR knockout or pharmacologic inhibition enhanced the ability of macrophages to kill tumor cells *in vitro* and increased the abundance of M1-like TAMs *in vivo*, in agreement with previous reports showing the role of C5a-C5aR in regulating the phenotype of macrophages in colon cancer.^25^ Given that C5aR is also expressed in other cells, we performed macrophage co-implantation experiments, the results of which indicated that loss of C5aR on TAMs is the major contributor to the enhanced immunity observed in C5aR^−/−^ mice. Upon binding to C5a, C5aR activates intracellular signaling pathways that lead to changes in gene expression and altered cellular functions. However, the exact mechanism by which C5a-C5aR signaling regulates macrophage transcription is still not determined. We therefore conducted a transcriptome analysis of macrophages treated with TCM in both WT and C5aR-deficient mice. Our results indicate that C5aR expression is a reliable indicator of macrophage suppression, and the two cell populations can be primarily differentiated based on their C5aR expression. Furthermore, C5aR activity appears to inhibit immune-stimulating gene sets and promote immune-suppressing gene modules. Based on these data, we conclude that C5aR is a molecular switch that controls the immune status of macrophages in TMEs.

CD8^+^ T cells are key drivers of antitumor immunity, and extensive evidence has indicated a correlation between infiltration, activation of CD8^+^ T cells, and prognosis in many tumor types.^49^^,^^50^ Chemokines are a class of small cytokines that are secreted by cells and regulate immune cell trafficking and recruitment into tissues, including tumors.^51^^,^^52^ Research has demonstrated that CXCL9 plays a role in attracting immune cells, such as CD8^+^ T cells, to the site of the tumor.^35^^,^^53^ Other studies also showed that the presence of CXCL9 and CXCL10 is necessary for a successful immune response against tumors after ICB.^40^^,^^54^ Consistent with these findings, we found that CXCL9 is essential for antitumor immunity, as CXCL9 neutralization blocked the infiltration of CD8^+^ T cells *in vitro* and *in vivo*. Intriguingly, we observed that depletion of CXCL9 also led to a significant reduction in the abundance of tumor-associated macrophages (data not shown). Since monocytes themselves express CXCR3, the receptor for CXCL9, it is possible that the increased CXCL9 production leads to the recruitment of more macrophages in a positive feedback loop when C5aR is absent. Additionally, it has been reported that macrophages are capable of producing CXCL9 and CXCL10.^40^ Nevertheless, the factors that govern CXCL9 production by macrophages remain elusive. Here we identified a complement component C5aR-driven suppressing mechanism for the macrophage-derived CXCL9. We observed that C5aR deficiency markedly increased protein levels of CXCL9 in the tumors and blood of mice. CXCL9 depletion abrogated the increased proportion of CD8^+^ T cells in the TME and improved survival observed in C5aR^−/−^ mice, indicating the importance of C5aR in controlling CXCL9 production in antitumor immunity. Notably, our *in vitro* experiments demonstrated that although tumor cells could prime macrophages to secrete CXCL9, blockade of C5aR substantially increased CXCL9 production by THP-1 cells, suggesting the potential relevance of C5aR in human cancers. Mechanistically, pharmacologic inhibition of C5aR significantly stimulated phosphorylation of ERK, AKT, and NF-κB/p65 while it suppressed phosphorylation of C/EBPβ, leading to increased production of CXCL9. Blocking ERK, AKT, or NF-κB/p65 with inhibitors reversed C5aR-inhibition-mediated upregulation of the CXCL9 level. Thus, our results indicate that C5a-C5aR signaling controls CXCL9 secretion by macrophages by regulating ERK/AKT/NF-κB pathway activation.

Another important finding of the present study is that C5aR-deficiency-mediated macrophage activation promotes the antitumor function of CD8^+^ T cells. Activation of CD8^+^ T cells within a tumor is a crucial factor that impacts tumor progression.^50^ In the context of cancer, elevated levels of C5a have been detected in the serum of some cancer patients, and these high levels have been associated with a poor prognosis.^11^^,^^39^ A previous report has shown that C5a may directly affect CD8^+^ T cell function by inhibiting the production of IL-10 in an autocrine manner. In the present study, we observed a significant increase in C5a levels after tumor challenge, while C5aR expression was barely detected on T cells, in agreement with previous reports.^12^ When the C5aR was deleted, intratumoral CD8^+^ T cells displayed an improved antitumor response, indicated by increased production of toxic substances as well as reduced expression of exhaustion markers. Furthermore, *in vitro* experiments revealed that co-culture of macrophages with CD8^+^ T cells recapitulated the results observed in C5aR^−/−^ mice, as macrophages were able to directly boost CD8^+^ T cell activation in the absence of C5aR. These results suggest that in addition to its direct effects on CD8^+^ T cells, C5a may also indirectly curb CD8^+^ T cell antitumor activity through macrophage C5aR-mediated inhibition. It is worth noting that the complement system also could impede the antitumor immune response by attracting MDSCs and suppressing NK cell activation in various tumor models. Thus, our study, along with others, shows that the inhibition of host antitumor immunity by complement signaling is complex and multifaceted.

Our results have also established a logical connection between two significant observations from experimental and clinical studies. The first pertains to the impact of C5aR on the antitumor immune response induced by ICB therapy. Results showed that blockade of C5a-C5aR signaling enhanced the antitumor efficacy of PD-1/PD-L1 antibodies.^43^ The second relates to the importance of CXCL9 in the host’s antitumor immunity. As discussed above, experimental and clinical findings indicate that macrophage-derived CXCL9 is required for the infiltration of CD8^+^ T cells and efficacy of ICB therapy.^40^ Our data suggest that C5aR suppresses CXCL9 secretion from macrophages, thereby hindering the recruitment of CD8^+^ T cells, thus impeding host antitumor immunity and promoting tumor progression. Our findings highlight the link between C5aR, macrophages, and CXCL9 production in cancer immunotherapy. Our clinical investigation further substantiated the mechanistic link between C5aR, CXCL9, and CD8^+^ T cells. We found that high expression of C5aR is observed in a number of tumors, including OC, and that C5aR expression strongly and negatively correlates with the levels of CXCL9 and CD8^+^ T cells in cancer patients. Accordingly, cancer patients who display low C5aR expression and high levels of CD8^+^ T cells tend to have a more favorable prognosis. Therefore, our findings highlight the clinical significance of C5aR and its control of CXCL9 in the context of antitumor immunity.

Despite the significant findings presented in this study, several limitations need to be acknowledged. First, the role of macrophage C5aR in tumor control has not been confirmed in the context of macrophage C5aR conditional knockout mice, although the combination of macrophage depletion and C5aR inhibition did not exhibit an additive effect. Second, the mechanisms through which macrophage C5aR contributes to CD8^+^ T cell dysfunction remain unexplored. Additionally, the molecular mechanism through which C5aR deficiency promotes the divergent distribution of Tregs in organs remains unknown. These aspects warrant further investigation in future studies.

## Materials and methods

### Human studies

Human ovarian tissues and sera from patients with epithelial ovarian carcinomas or without ovarian lesions (normal) were acquired from the Affiliated Hospital of Jiangsu University with patient consent. Tumor samples were extracted from patients with primary OC and verified by pathology. Patients with tumor history or other complications were omitted. The experimental design was sanctioned by the Affiliated Hospital of Jiangsu University Ethics Committee (ID: KY2023K0406). The information about the OC samples used is summarized in Table S1.

### Animal studies

For the studies involving animals, appropriate permission was given from the Animal Experimental Ethical Inspection of Chongqing Medical University (ID: IACUC-CQMU-2023-04021). 6- to 8-week-old C57BL/6 (WT) and C57BL/6-background C5aR knockout (C5aR^−/−^) were purchased from Cyagen Biosciences (Shanghai, China) and housed under standard pathogen-free conditions in the animal center of Chongqing Medical University. A 200-μL suspension of 5 × 10^6^ ID8 cells (epithelial OC cell line) were injected intraperitoneally into WT and C5aR^−/−^ female mice on day 0. For studies using αCD4 (clone GK1.5; Bioxcell, West Lebanon, NH, USA), αCD8 (clone 2.43; Bio X Cell, Lebanon, NH, USA), and αCXCL9 (clone MIG-2F5.5; Bio X Cell), antibodies and IgG (clone 2A3; Bio X Cell) were injected intraperitoneally at 200 μg per C5aR^−/−^ mouse on day 30, and every 5 days thereafter until study end. For EdU labeling, 24 h prior to euthanasia, mice were injected intraperitoneally with EdU (K1078, 100 μg/g body weight; APExBIO, Houston, TX, USA). For macrophage depletion studies, C5aR^−/−^ mice were intraperitoneally injected with 200 μL of clodronate liposomes (40335ES05; Yeasen, Shanghai, China) or control liposomes (40338ES05; Yeasen) on day 30 and every 3 days thereafter until completion of the study. PMX-53 is a specific antagonist of C5aR and has been used as a blocker of the C5a-C5aR axis *in vivo* and *in vitro*.^23^ PMX-53 was synthesized by GL Biochem (Shanghai, China) and resuspended in water. For immunotherapy studies, 1 mg/kg PMX-53 or 200 μg of αPD-1 (clone RMP1-14; Bioxcell), alone or combined, was injected into WT mice intraperitoneally on day 30 and every 2 days thereafter for a total of seven injections. For macrophage adoptive transfer studies, 200 μL of suspension of 2 × 10^6^ macrophages extracted from WT or C5aR^−/−^ mice were pretreated for 24 h with TCM containing 100 ng/mL PMX-53 or PBS and then injected intravenously into each mouse on day 30. For T lymphocyte adoptive transfer studies, 200 μL of suspension of 5 × 10^6^ ID8 cells mixed with 1 × 10^6^ T lymphocytes were injected intraperitoneally into WT mice on day 0. The tumor volume was calculated as width^2^ × length/2. On day 60, all mice were sacrificed, and tumor tissues were collected for further analysis.

### IVIS imaging

To monitor tumor progression with the *in vivo* imaging system (IVIS), 5 × 10^6^ luciferase-expressing ID8 (ID8-luc) cells were intraperitoneally injected into WT and C5aR^−/−^ mice. Luciferase signals of bioluminescence were detected with injection of 75 mg/kg D-luciferin potassium (MB1834; Bergolin Biotechnology, Dalian, China) intraperitoneally at days 30, 40, 50, and 60 by the AniView Kirin IVIS Lumina system (Boluteng Biotechnology, Guangzhou, China).

### Cell culture

ID8, a mouse ovarian epithelial cancer cell line widely used to establish a mouse OC model,^55^ was maintained in high-glucose Dulbecco’s modified Eagle’s medium (DMEM, 11995065; Gibco, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (FBS, 10270-106; Gibco) and 1% penicillin/streptomycin (P/S, 15140122; Gibco) solution. The human OC cell lines SKOV3 and ES2 were maintained in Roswell Park Memorial Institute (RPMI)-1640 medium (22400121; Gibco) supplemented with 10% FBS and 1% P/S. The human myeloid leukemia mononuclear cells (THP1) were maintained in RPMI-1640 supplemented with 10% FBS, 0.05 mM β-mercaptoethanol, and 1% P/S, which can be induced into macrophages by 100 ng/mL phorbol-12-myristate-13-acetate (PMA, 16561-29-8; Sigma, St. Louis, MO, USA). L929 cells are mouse epidermal fibroblasts, which were cultured in DMEM containing 10% FBS and 1% P/S. The supernatant of L929 cells contains a high concentration of M-CSF and can be used to induce differentiation of BMDMs.^56^ All of these cells were purchased from EK Bioscience (Shanghai, China) and cultured at 37°C in a humidified atmosphere containing 5% carbon dioxide. STR profiles match the standards for ID8, SKOV3, ES2, THP1, and L929 cell lines authentication. Mycoplasma testing indicates that the cells used are free of mycoplasma contamination.

### Preparation of BMDMs

Murine macrophages were prepared using BMDMs. Femoral bones were collected from 8- to 10-week-old mice and sterilized in 70% EtOH. The bones were cut open, and the bone marrow was flushed by PBS containing 1% P/S using syringe. Red blood cells were lysed using blood cell lysis buffer (130-094-183; Miltenyi, Cambridge, MA, USA). The cells were then resuspended in PBS and centrifuged over Ficoll-Paque PREMIUM (17544602; Cytiva, Wilmington, DE, USA) to purify the mononuclear cells, subsequently being cultured in DMEM containing 10% FBS, 1% P/S, and 15% L929-conditioned medium for 5 days before being induced in to BMDMs.

### Preparation of PBMC-derived macrophages

PBMCs were isolated from healthy female donors using Histopaque-1077 (10771; Sigma) density gradient centrifugation. Human monocytes were obtained from PBMCs following incubation with CD14 antibody conjugated to magnetic beads (130-050-201; Miltenyi) following the manufacturer’s instructions. The CD14^+^ monocytes were differentiated to macrophages by culturing in 1640 medium containing 10% FBS, 1% P/S, 2 mM L-glutamine, and 100 ng/mL recombinant human M-CSF (SRP3110; Sigma) for 3 days at 37°C in a humidified atmosphere of 5% CO_2_.

### Macrophage polarization and stimulation

BMDMs, PBMC-derived macrophages, and THP1-derived human macrophages were polarized toward M1 phenotype by either 100 ng/mL IFN-γ (AF-300-02; Peprotech, Rocky Hill, NJ, USA) plus 50 ng/mL LPS (L2880; Sigma) or LPS alone for 24 h, or M2 phenotype by a combination of 40 ng/mL IL-4 (AF-200-04; Peprotech) and 40 ng/mL IL-10 (210-10; Peprotech) treatment for 24–48 h. To mimic TAMs *in vitro*, naive macrophages were stimulated with TCM, and macrophages were cultured with complete medium containing 50% TCM (volume) for 24 h. For C5aR antagonist studies, PMX-53 (100 ng/mL) or PBS was incubated with TAMs for 2 h. For inhibitor studies, 10 μM Erk inhibitor FR180204 (S7524; Selleck, Houston, TX, USA), 10 μM Akt inhibitor GSK2141795 (S7492; Selleck), or 10 μM NF-κB/p65 inhibitor pyrrolidinedithiocarbamate ammonium (S3633; Selleck) were incubated with TAMs for 24 h after the addition of 100 ng/mL PMX-53 stimulation.

### Isolation and culture of splenic T lymphocytes

Spleens were collected from 8- to 12-week-old WT mice under aseptic conditions, followed by mechanistic disruption through a 70-μm cell strainer (130-098-462; Miltenyi) into a single-cell suspension. After lysing red blood cells, splenocytes were inoculated on the plate coated with 0.5 μg/mL anti-CD3 (clone 145-2C11; BioLegend, San Diego, CA, USA) and 5 μg/mL anti-CD28 (clone 37.51; BioLegend) antibodies in RPMI-1640 medium supplemented with 50 mM β-mercaptoethanol (60-24-2; Millipore, Boston, MA, USA) and 10 mM HEPES (7365-45-9; Millipore) and activated for 72 h.

### *In vitro* co-culture assay

To analyze the effect of C5aR-deficient macrophages on ID8 cells, WT BMDMs or C5aR^−/−^ BMDMs and the ID8 cell line were co-cultured using a non-contact co-culture transwell system (Corning, Corning, NY, USA). BMDMs pretreated with TCM were seeded in 0.4-μm pores (1 × 10^5^ cells per pore), and 24-well plates were seeded with ID8 cells (1 × 10^5^ cells per well). We added 100 ng/mL PMX-53 or PBS into WT or C5aR^−/−^ BMDMs. After 48 h of co-culture, the ID8 cells were harvested for the detection of apoptosis, including Annexin V/PI by flow cytometry and TUNEL stain. To analyze the effect of C5aR-deficient macrophages on the migration of T lymphocytes, T lymphocytes labeled with 10 μM CM-DiI (40718ES50; Yeasen) were seeded in 5-μm pores (1 × 10^5^ cells per pore), and 24-well plates were seeded with TCM-pretreated WT or C5aR^−/−^ BMDM (1 × 10^5^ cells per well) or containing basal medium or TCM without BMDM seeding. Respectively, 100 ng/mL αCXCL9 or IgG was incubated with C5aR^−/−^ BMDMs or added into TCM for 3 h, then T lymphocytes migrating to the lower layers were photographed using fluorescent microscopy. To analyze the effect of C5aR-deficient macrophages on the cytotoxicity of CD8^+^ T cells, T lymphocytes were mixed 1:1 with WT BMDMs or C5aR^−/−^ BMDMs. PMX-53 (100 ng/mL) or PBS was added to the medium and, after incubation for 48 h, cells were analyzed for the ratio of CD8^+^IFN-γ^+^ and CD8^+^perforin^+^ by FCM.

### TCGA data mining

The TIMER2.0 website (http://timer.cistrome.org) was used to analyze the relevance of *C5aR* and *CXCL9* mRNA level with the expression of immune-related genes or immune cell infiltration in human OC samples based on TCGA database of RNA-seq data. The GEPIA website (http://gepia.cancer-pku.cn) is an interactive website based on data from TCGA and GTEx projects, which was accessed to analyze the expression of *C5aR* and *CXCL9* in various kinds of cancer tissues and normal tissues. Log_2_ (TPM +1) transformed expression data were chosen for plotting. For overall survival analysis based on *C5aR* and *CXCL9* gene expression, patients were divided into either a high-expression group or a low-expression group using k-means 2 separation of gene expression values (consensus from 20 iterations). The log-rank test was used for the analysis of overall survival.

### RNA sequencing

ID8 cells were intraperitoneally injected into WT or C5aR^−/−^ mice. Two months later, tumors were harvested and collected and single-cell suspension was generated following the methods described below in “flow-cytometry analysis.” Live CD45^+^CD11b^+^Ly6G^−^F4/80^+^ TAM (10^6^) were sorted by flow cytometry and submitted to Shanghai Majorbio Bio-pharm Technology for sequencing. Total RNA from WT or C5aR^−/−^ TAM was extracted and purified using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s procedure. Poly(A) RNA was purified from 1 μg of total RNA using Dynabeads Oligo(dT) 25-61005 (Thermo Fisher, Waltham, MA, USA) using two rounds of purification. The poly(A) RNA was then fragmented into small pieces using Magnesium RNA Fragmentation Module (NEB, Ipswich, MA, USA). The cleaved RNA fragments were reverse-transcribed to create the cDNA by SuperScript II Reverse Transcriptase (Invitrogen), which were next used to synthesize U-labeled second-stranded DNAs with *E. coli* DNA polymerase I (NEB), RNase H (NEB), and dUTP Solution (Thermo Fisher). After the heat-labile UDG enzyme (NEB) treatment of the U-labeled second-stranded DNAs, the ligated products were amplified with PCR. The average insert size for the final cDNA library was 300 ± 50 bp. Lastly, we performed 2 × 150 bp paired-end sequencing (PE150) on an Illumina Novaseq 6000 (LC-Bio Technologies, Hangzhou, China) following the vendor’s recommended protocol.

### Bioinformatics analysis of RNA-seq

Fastp software was used to remove the reads that contained adaptor contamination, low-quality bases, and undetermined bases with default parameters. We used HISAT2 to map reads to the reference genome. The mapped reads of each sample were assembled using StringTie with default parameters. All transcriptomes from all samples were then merged to reconstruct a comprehensive transcriptome using gffcompare. After the final transcriptome was generated, StringTie and was used to estimate the expression levels of all transcripts. StringTie was used to perform expression level for mRNAs by calculating FPKM (fragments per kilobase per million mapped reads). The differentially expressed mRNAs were selected with fold change >2 or fold change <0.5 and with parametric F test comparing nested linear models (p value <0.05) by R package edgeR. Gene differential expression analysis was performed by DESeq2 software between two different groups (and by edgeR between two samples). The genes with the parameter of false discovery rate <0.05 and absolute fold change ≥2 were considered differentially expressed genes. Differentially expressed genes were then subjected to enrichment analysis of gene ontology functions and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways using the free online platform of Majorbio Cloud Platform (www.majorbio.com).

### Flow-cytometry analysis

ID8 tumors were digested using the Tumor Dissociation Kit (130-095-929; Miltenyi) and processed to generate single-cell suspensions by dissociator (130-093-235; Miltenyi), as described in the instructions. The cell suspensions were filtering through a 70-μm cell strainer and centrifuged at 500 × *g* for 5 min. Cell pellets were pretreated with blood cell lysis buffer and incubated with TruStain FcXTM (1:100) (422301; BioLegend) for 20 min on ice. Dead cells were excluded using the Fixable Viability Kit (564996; BD Pharmingen, San Jose, CA, USA). All subsequent antibodies were stained for 20 min on ice, and were purchased from BioLegend. For myeloid cell analysis, APC/Cy7 anti-CD45 (clone 30-F11), BV510 anti-CD11b (clone M1/70), PerCP/Cy5.5 anti-Ly6G (clone 1A8), PE anti- Ly-6G/Ly-6C (Gr-1) (clone RB6-8C5), BV421 anti-CD11c (clone 418), APC anti-F4/80 (clone BM8), FITC anti-CD86 (clone PO3), PE anti-CD206 (clone C068C2), PE anti-CXCL9 (clone MIG-2F5.5), PE/Cy7 anti-C5aR (clone 20/70), BV421 anti-MHCII (clone M5/114.15.2), PerCP/Cy5.5 anti-IL-10 (clone JES5-16E3), PE anti-TNF-α (clone TN3-19.12), PE/Cy7 anti-CD163 (clone S15049F), PE anti-iNOS (clone W16030C), PE anti-TGF-β1 (clone TW7-20B9), and PerCP/Cy5.5 anti-IL-4 (clone 11B11) were used for different panels. For T lymphocyte analysis, APC/Cy7 anti-CD45, PE/Cy7 anti-CD3 (clone 17A2), APC anti-NK1.1 (clone S17016D), PerCP/Cy5.5 anti-CD4 (clone RM4-4), FITC anti-CD8 (clone 53-6.7), APC anti-CD25 (clone QA19A49), PE anti-FoxP3 (clone MF-14), Pacific Blue anti-granzyme B (clone GB11), PE anti-IFN-γ (clone XMG1.2), APC anti-perforin (clone S16009A), PerCP/Cyanine5.5 anti-LAG-3 (clone C9B7W), APC anti-PD1 (clone RMP1-30), PE anti-CLTA-4 (clone UC10-4F10-11), APC anti-TOX (568356; BD Biosciences), PerCP/Cyanine5.5 anti-Tim-3 (clone RMT3-23), and BV421 anti-SLAMF6 (566692; BD Biosciences) were used. Lymphocytes (CD45^+^), neutrophils (CD45^+^, CD11b^+^, F4/80^−^, Ly6G^+^), DCs (CD45^+^, CD11c^+^), MDSCs (CD45^+^, CD11b^+^, F4/80^+^, Gr1^+^), macrophages (CD45^+^, CD11b^+^, Ly6G^−^, F4/80^+^), M1-like cells (CD45^+^, CD11b^+^, Ly6G^−^, F4/80^+^, CD86^+^), M2-like cells (CD45^+^, CD11b^+^, Ly6G^−^, F4/80^+^, CD206^+^), CD4^+^ T cells (CD45^+^, CD3^+^, CD4^+^), CD8^+^ cells (CD45^+^, CD3^+^, CD8^+^), Tregs (CD45^+^, CD3^+^, CD4^+^, CD25^+^, FoxP3^+^), and NK cells (CD45^+^, CD3^−^, NK1.1^+^) were gated according to the corresponding markers (Figure S10). The Transcription Factor Staining Buffer Set (88-8824-00; eBioscience, San Diego, CA, USA) was used for FoxP3 staining. For intracellular cytokine staining, the samples were preincubated with GolgiStop (1:1,000) (554715; BD Biosciences) and permeabilized by the intracellular permeabilization wash buffer (BioLegend) following the manufacturer’s instructions. To identify apoptotic and necrotic tumor cells co-cultured with macrophages, an FITC Annexin V apoptosis detection kit (40302ES50; Yeasen) with propidium iodide was used. For the EdU assay, EdU incorporation was detected by the CY5 EdU Staining Kit for Flow Cytometry (K1078; APExBIO). To confirm the reach of adoptive transferred macrophages into the *in situ* tumors of host mice, we stained cells with PKH67 (D0031; Solarbio, Beijing, China) according to the instructions and examined the proportion of PKH67^+^ macrophages in the tumors of mice after receiving PKH67-labeled macrophages for 10 days. Data acquisition was performed on an FACS AriaIII Flowmeter (BD Biosciences), and FlowJo software (version V10; Becton Dickinson, Ashland, OR, USA) was used for analysis.

### ELISA assays

Tumors from WT and C5aR^−/−^ mice were homogenized in iced PBS containing complete EDTA-free protease inhibitors (P1049; Beyotime, Shanghai, China) and 1.0 mM phenylmethylsulfonyl fluoride. Homogenates, supernatants, and sera were centrifuged at 12,000 rpm and 4°C and stored at −20°C for analysis. Serum of patients and mice, supernatants of macrophage and OC cell lines, and protein lysate from ID8 tumors were used in ELISA to detect C3a (MB-3138B; Meibiao Biology, Yancheng, China), C5a (MB-3137A/ED-19918; Meibiao Biology), TNF-α (KE10002/KE00154; Proteintech, Wuhan, China), IFN-γ (KE10001/KE00146; Proteintech), and CXCL9 (KE00165/KE10067; Proteintech) according to the manufacturer’s instructions.

### RNA extraction and RT-qPCR analysis

The RT-qPCR assay of human OC and normal ovarian tissues, ID8 tumors, and cells was conducted as previously described.^57^ Total RNA was extracted by RNAiso Plus (9108; Takara, Kyoto, Japan), and single-stranded cDNA was synthesized with the PrimeScript RT Master Mix kit (RR014; Takara). Relative mRNA levels of antioxidant genes were determined by the Bio-Rad Real-Time PCR System with TB Green Premix Ex Taq (RR420; Takara). The expression values were normalized to the average CT value of GAPDH. All primers used for RT-qPCR are listed in Table S2.

### Protein extraction and western blotting

Proteins from human tissues and different groups of macrophages or tumor cells were isolated by homogenizing in a RIPA buffer (P0013B; Beyotime) with protease inhibitors. After measuring the total protein concentration using a BCA protein kit (P0009; Beyotime), the proteins were separated by electrophoresis and transferred to polyvinylidene fluoride membranes. After blocking with 5% skimmed milk at room temperature for 2 h, the membrane was incubated with 1:1,000 dilution of anti-C5aR (21316-1-AP; Proteintech), anti-CXCL9 (22355-1-AP; Proteintech), anti-p-Erk (28733-1-AP; Proteintech), anti-Erk (11257-1-AP; Proteintech), anti-p-Akt (66444-1-Ig; Proteintech), anti-Akt (60203-2-Ig; Proteintech), anti-p-NF-κB/p65 (3033T; Cell Signaling Technology, Danvers, MA, USA), anti-NF-κB/p65 (80979-1-RR; Proteintech), anti-p-C/EBPβ (AP1055; ABclonal, Wuhan, China), anti-C/EBPβ (A19538; ABclonal), anti-p-STAT1 (AF330; ABclonal), anti-STAT1 (10144-2-AP; Proteintech), anti-p-STAT6 (AF3301; ABclonal), anti-STAT6 (51073-1-AP; Proteintech), or anti-β-actin (81115-1-RR; Proteintech) overnight. Thereafter it was washed and incubated with the corresponding secondary antibody (Proteintech) for 2 h. A chemiluminescent kit was used to detect the antibody-bound protein. Blots were detected by a chemiluminescent kit, and quantitative analysis was performed by ImageJ software. The protein expression level was normalized to β-actin.

### Immunohistochemical staining

Immunohistochemical staining was performed according to standard procedures. Sections were incubated with C5aR or CD8 primary antibody at a 1:500 dilution overnight at 4°C. After washing with PBS, 100 μL of secondary antibody was added to each slice before incubation at 4°C again for 50 min. The negative control used PBS instead of primary antibody. All slices were then counterstained with hematoxylin, dehydrated through graded alcohol, and cemented with neutral gum. False-positive immunohistochemical staining was excluded, and each slice that was non-overlapping was randomly selected. ImageJ software was used to measure the average optical density (AOD) of positive signal per field.

### Immunofluorescence staining and TUNEL assay

After deparaffinizing and rehydrating, antigen retrieval was carried out as previously described using proteinase K for 30 min. After antigen retrieval, tissue or cell sections were incubated with 5% bovine serum albumin (BSA, ST023; Beyotime) for 30 min at room temperature. The tissues were then incubated with primary antibodies in 5% BSA/PBS overnight at 4°C. The following primary antibodies were used at a dilution of 1:500: C5aR, CXCL9, pan-keratin (CK, 26411-1-AP; Proteintech), CD11C (17342-1-AP; Proteintech), CD66b (A8113; ABclonal), CD56 (14255-1-AP; Proteintech), CD3 (17617-1-AP; Proteintech), CD68 (28058-1-AP; Proteintech), CD80 (66406-1-Ig; Proteintech), CD206 (18704-1-AP; Proteintech), F4/80 (29414-1-AP; Proteintech), CD11b (66519-1-Ig; Proteintech), CD4 (67786-1-Ig; Proteintech), CD8 (66868-1-Ig; Proteintech), IFN-γ (15365-1-AP; Proteintech), and granzyme B (252579; ZenBio, Durham, NC, USA). Secondary Alexa Fluor 488 and 594 antibodies were purchased from Proteintech and used at 1:1,000 dilution factor. Co-staining was performed using a multiple immunofluorescence kit (AFIHC026; Hunan Aifang Biological Technology, China) based on the tyramide signal amplification technology according to the manufacturer’s instructions. For TUNEL staining, rather than primary and secondary antibody incubation on each slide, equilibration buffer was incubated for 30 min followed by fluorescein-labeled solution with TdT enzyme (A111-01; Vazyme, Nanjing, China) and incubated for 60 min at 37°C in a moist, dark chamber. All of the slides were washed and incubated for 10 min with Hoechst 33342 (1:1,000) (CA1120; Solarbio, Beijing, China). Slides of tissue and cell samples were photographed by an Olympus fluorescence microscope, and the ratio of positive cells was calculated by ImageJ software.

### Statistical analysis

Prism 9.0 software (GraphPad, La Jolla, CA, USA) was used for statistical analysis and making graphs. Statistical differences between the two groups were determined using parametric or non-parametric Student’s t test, and one-way or two-way ANOVA was performed for multiple comparisons. A p value of <0.05 was considered statistically significant (∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001 in figures). Survival was evaluated using the Kaplan-Meier method and analyzed by the Mantel-Cox log-rank test. All experiments were performed at least three times independently.

## Data and code availability

RNA-seq datasets have been deposited in the Gene Expression Omnibus under accession code GEO: GSE243210. All raw data supporting the findings are available from the corresponding authors upon reasonable request.

# Supplementary material for: Blockade of C5a receptor unleashes tumor-associated macrophage antitumor response and enhances CXCL9-dependent CD8+ T cell activity
**Source:** Mol Ther. 2023 Dec 14;32(2):469–89. doi: 10.1016/j.ymthe.2023.12.010
**Supplement:** Document S1. Figures S1–S10 and Tables S1 and S2

## **Supplemental Information**

**Blockade of C5a receptor unleashes  
tumor-associated macrophage antitumor response  
and enhances CXCL9-dependent CD8<sup>+</sup> T cell activity**

**Xiaojin Luan, Ting Lei, Jie Fang, Xue Liu, Huijia Fu, Yiran Li, Wei Chu, Peng Jiang, Chao Tong, Hongbo Qi, and Yong Fu**

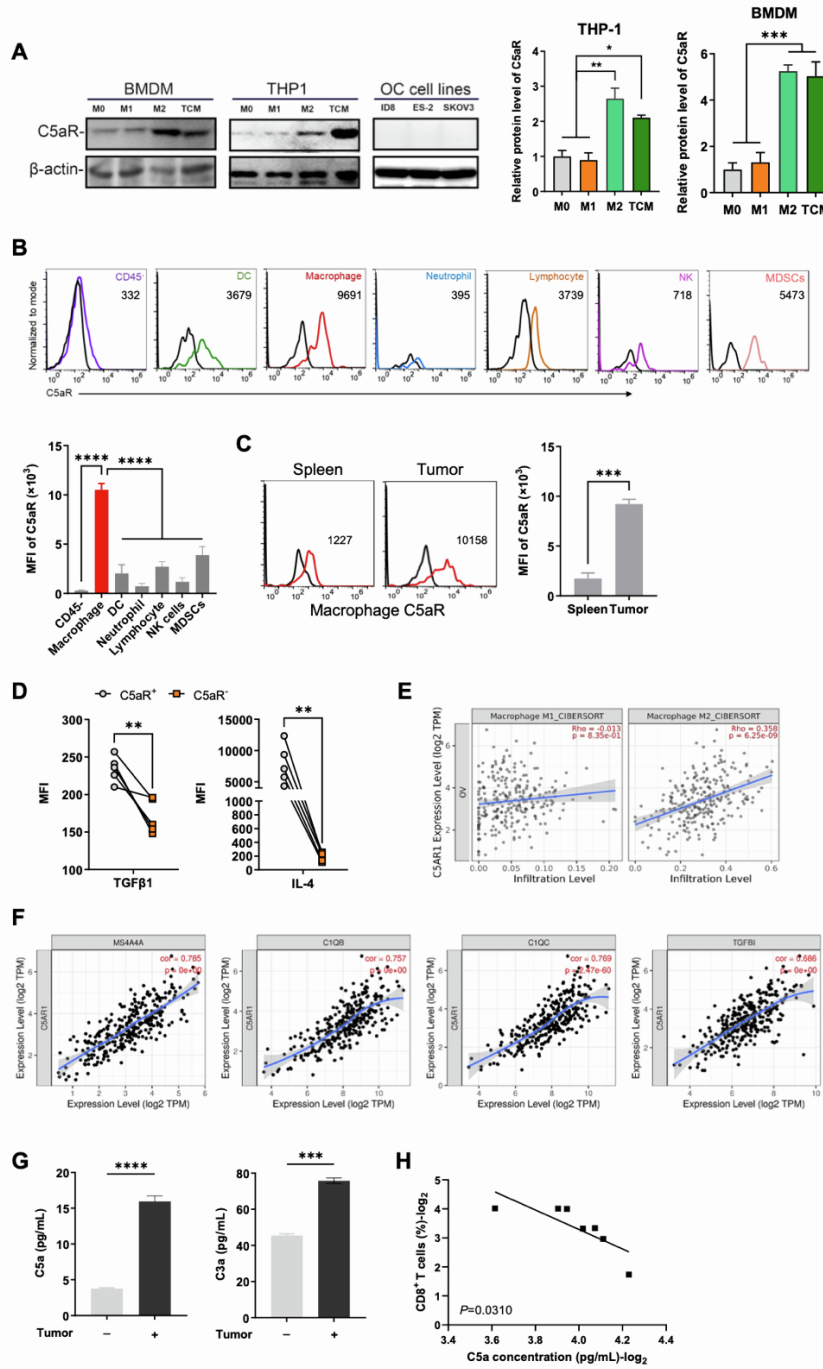

**Fig.S1 C5aR is highly expressed on tumor-associated macrophages (related to Fig.1)**

**A** Representative western blot analysis of C5aR expression in human and mouse OC cell lines and different groups of THP1-derived macrophage and BMDM.  $\beta$ -actin was used as a loading control (n=3 independent replicates; one-way ANOVA). **B** Flow cytometry analysis of C5aR expression on CD45<sup>+</sup> cells, DC, macrophages, neutrophil, lymphocyte, NK and MDSCs in ID8 tumors from WT mice (n = 3 mice; one-way ANOVA; representative of three independent experiments). **C** Flow cytometry analysis of *C5aR* expression on spleen- or tumor-infiltrating macrophages (n = 3 mice; two-tailed paired *t* test; representative of three independent experiments). **D** Flow cytometry analysis of TGF $\beta$ 1 and IL-4 expression on C5aR<sup>+</sup> or C5aR<sup>-</sup> macrophages in ID8 tumors (n = 4 mice; two-tailed paired *t* test). **E** Analysis of correlations between *C5aR* expression and M1- or M2-macrophages based on the RNA-seq results from TCGA database of ovarian cancers using TIMER. The corrected partial Spearman's correlation coefficient and statistical *P* value were presented. **F** Analysis of correlations between *C5aR* expression and M2-like macrophages related markers (*MS4A4A*, *C1QB*, *C1QC* and *TGFBI*) based on the RNA-seq results from TCGA database of ovarian cancers using TIMER. The corrected partial Spearman's correlation coefficient and statistical *P* value were presented. **G** Serums of ID8 tumor-free and tumor-bearing mice were harvested for quantifying C3a and C5a production by ELISA assay (n = 3 mice; two-tailed unpaired *t* test). **H** Pearson correlation between C5a concentration and tumor-infiltrating CD8<sup>+</sup> T cells measured by flow cytometry expression (n=7 mice). The statistical *P* value were presented. Data are represented as the mean  $\pm$  SEM. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001. \*\*\*\**p* < 0.0001, ns represents no significance.

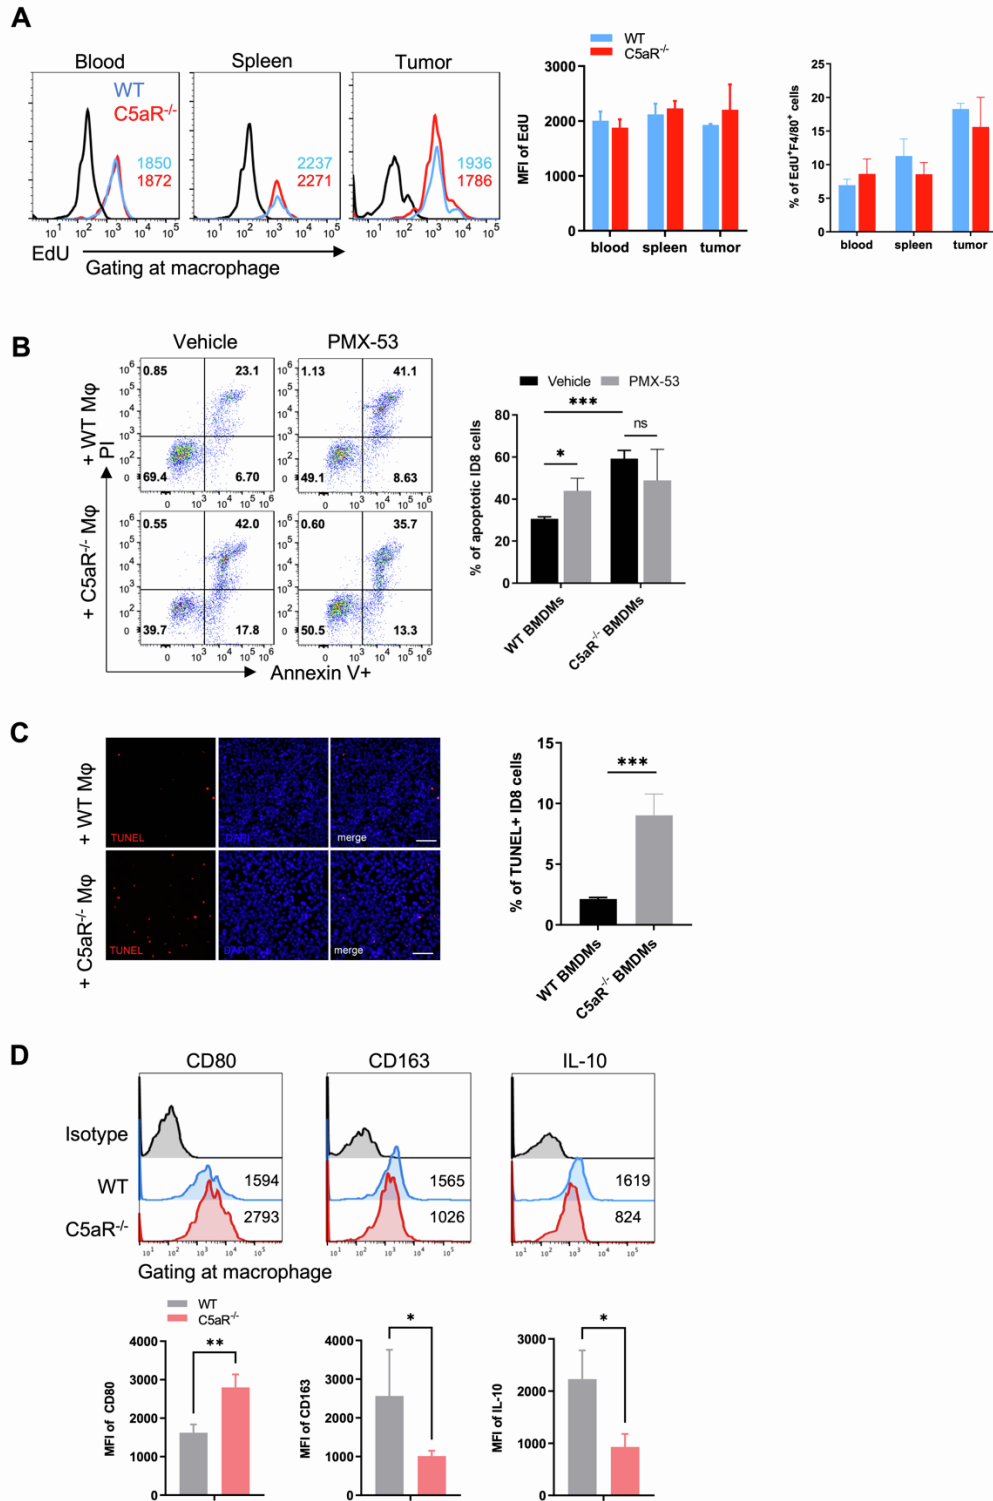

**Fig.S2 C5aR deficiency enhances the antitumor capacity of TAM (related to Fig.2)**

**A** Flow cytometry analysis of EdU expression on spleen- or tumor-infiltrating macrophages ( $n = 3$  mice; two-way ANOVA). **B** Flow cytometry analysis of annexin V/PI staining and quantification of ID8 cells cocultured with WT BMDMs or C5aR<sup>-/-</sup> BMDMs in TCM with or without PMX-53 ( $n=3$  independent replicates; two-way ANOVA). **C** Representative TUNEL-stained ID8 cells cocultured with WT BMDMs or C5aR<sup>-/-</sup> BMDMs. The proportion of TUNEL-positive cells was qualified from five random fields, representing the apoptotic index. ( $n=3$  independent replicates; two-tailed unpaired  $t$  test). Scale bars, 100  $\mu$ m. **D** Flow cytometry analysis of CD80, CD163 and IL-10 expression on tumor-infiltrating macrophages from WT and C5aR<sup>-/-</sup> tumor bearing mice ( $n = 3$  mice; two-tailed unpaired  $t$  test). Results are representative of three independent experiments. Data are represented as the mean  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ , ns represents no significance.

3

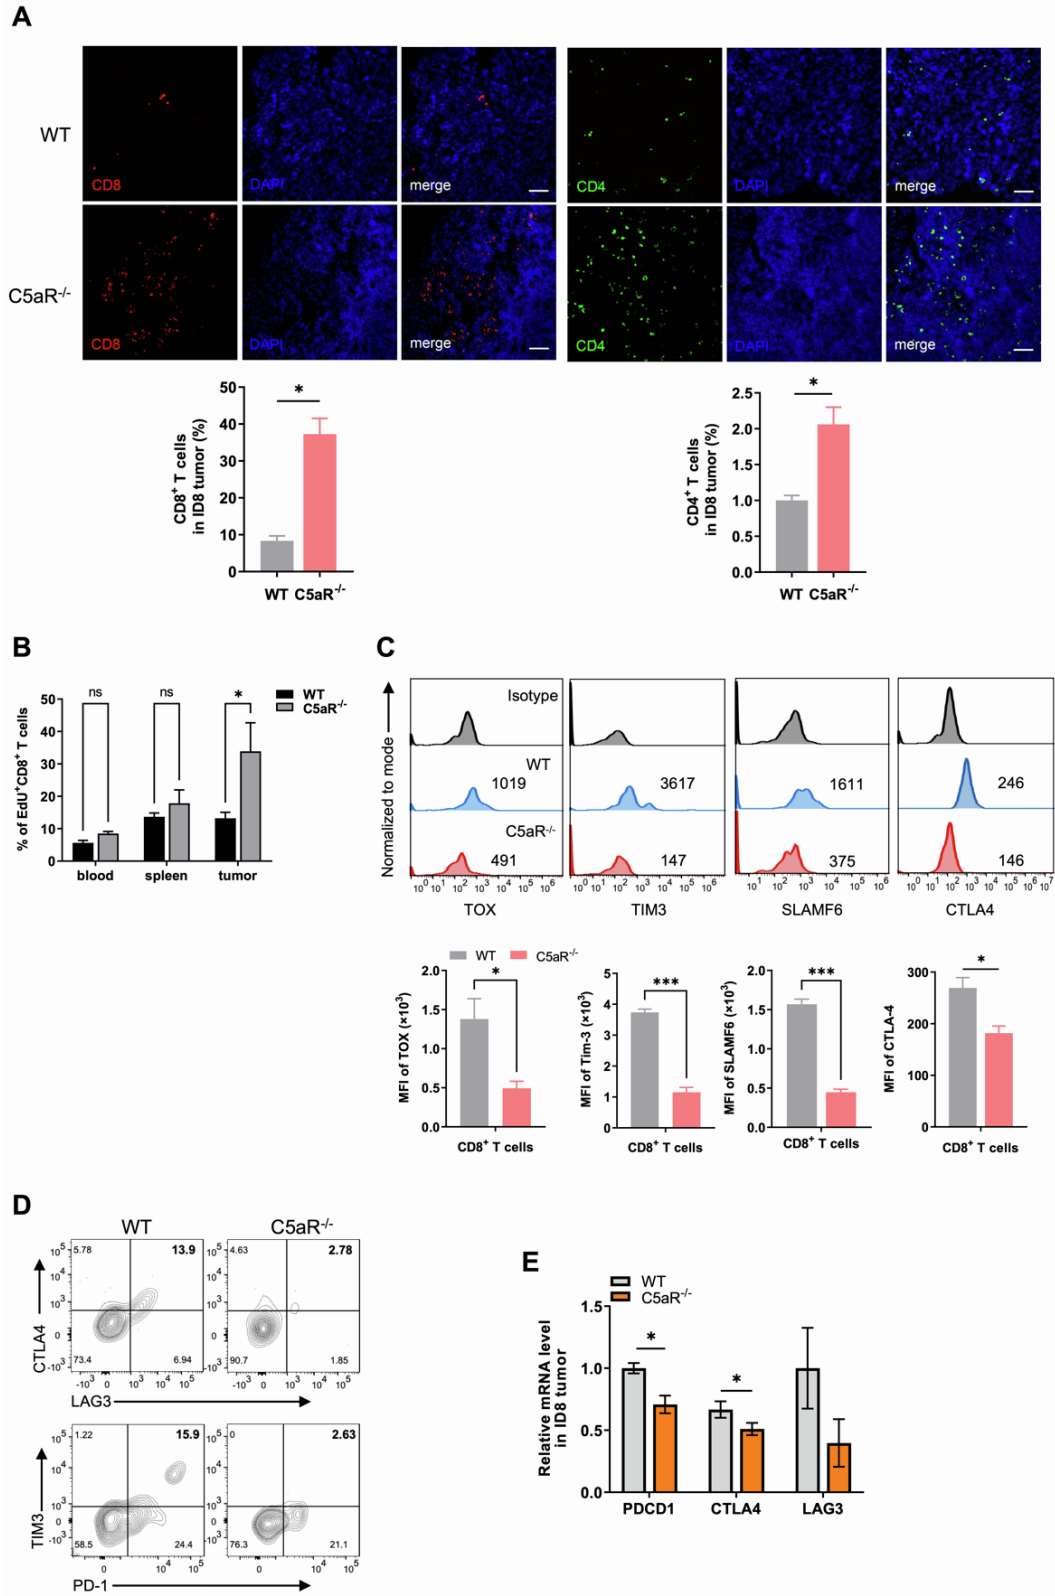

**Fig.S4 C5aR deficiency decreases exhausted CD8<sup>+</sup> T cell in TME (related to Fig.3)**

**A** Representative photomicrographs and quantitative analysis of ID8 tumors immunofluorescent staining of CD8 (red), CD4 (green), and DAPI (blue) from WT and C5aR<sup>-/-</sup> mice (n = 3 mice; two-tailed unpaired *t* test). Scale bars, 50  $\mu$ m. **B** Proportion of peripheral blood, spleen and tumor-infiltrating EdU<sup>+</sup>CD8<sup>+</sup> T cells measured by flow cytometry (n = 3 mice; two-way ANOVA). **C** Flow cytometry analysis of expression of TOX, Tim-3, SLAMF6, CTLA-4 on CD8<sup>+</sup> T cells from WT and C5aR<sup>-/-</sup> mice (n = 3 mice; two-tailed unpaired *t* test). **D** Proportions of PD-1<sup>+</sup>TIM3<sup>+</sup> and LAG-3<sup>+</sup>CTLA4<sup>+</sup> cells of tumor-infiltrating CD8<sup>+</sup> T cells from WT and C5aR<sup>-/-</sup> mice were measured using flow cytometry (n = 3 mice). **E** Relative mRNA of exhausted T cell related genes (*PDCD1*, *CTLA4*, and *LAG3*) expression level in ID8 tumors from WT and C5aR<sup>-/-</sup> mice. (n = 3 mice; two-way ANOVA). Results are representative of three independent experiments. Data are represented as the mean  $\pm$  SEM. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001. \*\*\*\**p* < 0.0001, ns represents no significance.

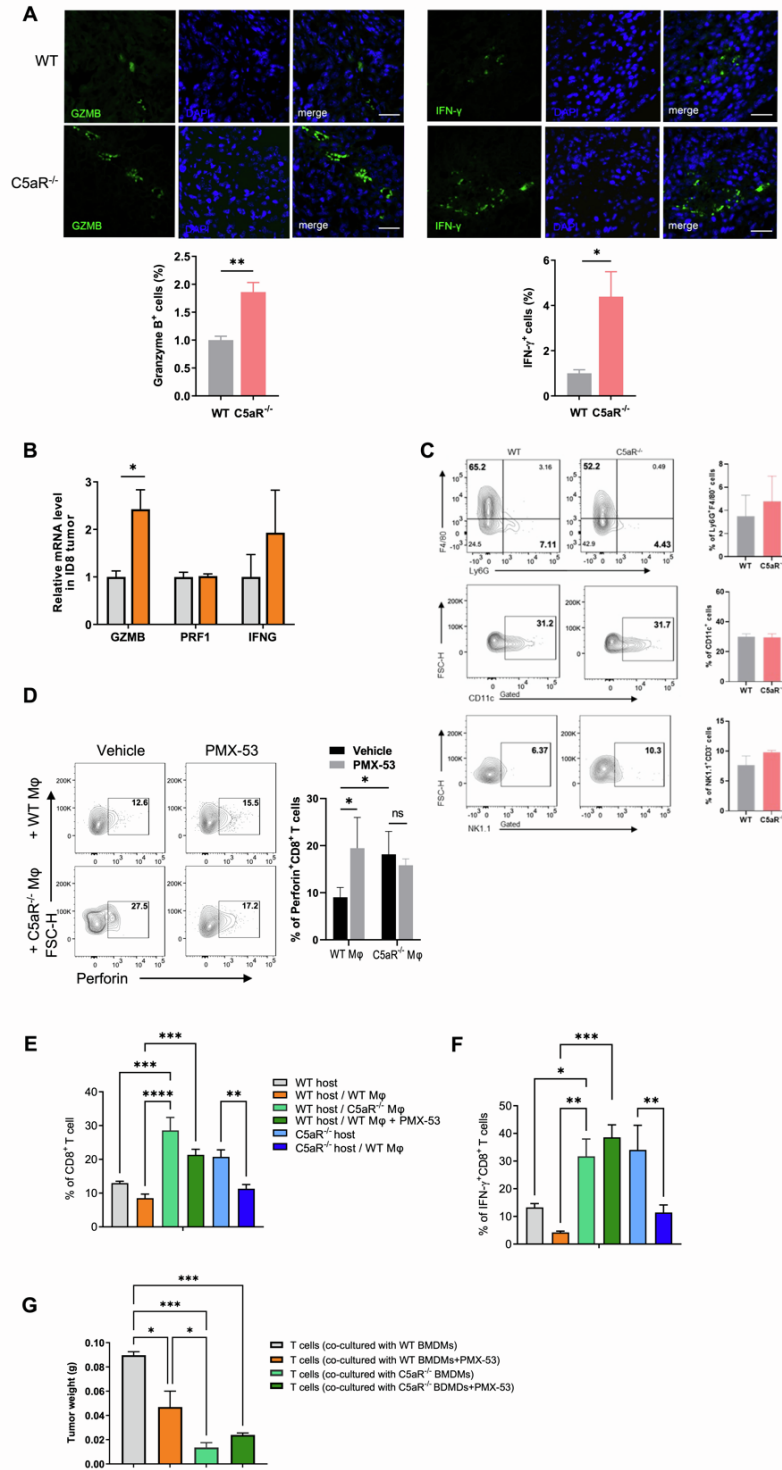

**Fig.S5 C5aR deficiency enhances cytotoxicity of CD8<sup>+</sup> T cells (related to Fig.3)**

**A** Representative photomicrographs and quantitative analysis of ID8 tumors immunofluorescent staining of GranzymeB (GZMB; green), IFN-γ (green) and DAPI (blue) from WT and C5aR<sup>-/-</sup> mice (n = 3 mice; two-tailed unpaired *t* test). Scale bars, 50 μm. **B** Relative mRNA of cytotoxic T cell related genes (*GZMB*, *PRF1*, and *IFNG*) expression level in ID8 tumors from WT and C5aR<sup>-/-</sup> mice. (n = 3 mice; two-way ANOVA). **C** Proportion of neutrophil (Ly6G<sup>+</sup>F4/80<sup>-</sup>), DC (CD11c<sup>+</sup>) and NK (NK1.1<sup>+</sup>CD3<sup>+</sup>) cells measured by flow cytometry on day 60 after ID8 tumor inoculation in WT and C5aR<sup>-/-</sup> mice (n = 3 mice; two-tailed unpaired *t* test). **D** Proportion of Perforin<sup>+</sup>CD8<sup>+</sup> T cells of murine splenic lymphocytes cultured mixed with WT BMDMs or C5aR<sup>-/-</sup> BMDMs (1:1 ratio) in TCM with or without PMX-53 was measured by flow cytometry (n=3 independent replicates; two-way ANOVA). **E-F** Proportion of CD8<sup>+</sup> T (**E**) and IFN-γ<sup>+</sup>CD8<sup>+</sup> T cells (**F**) in TME of tumor-bearing WT and C5aR<sup>-/-</sup> mice receiving BMDM (2×10<sup>6</sup> Mφ; i.v.) from WT or C5aR<sup>-/-</sup> mice with or without PMX-53 (100 ng/mL) treatment was measured by flow cytometry (n = 3 mice; one-way ANOVA). **G** Weight of tumors on day 60 from WT mice seeded with a mixture of T cells and ID8 cells (1:5 ratio) in suspension (n = 3 mice; one-way ANOVA). T cells were pre-cocultured with WT or C5aR<sup>-/-</sup> macrophages with or without PMX-53 (100 ng/mL). Results are representative of three independent experiments. Data are represented as the mean ± SEM. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001. \*\*\*\**p* < 0.0001, ns represents no significance.

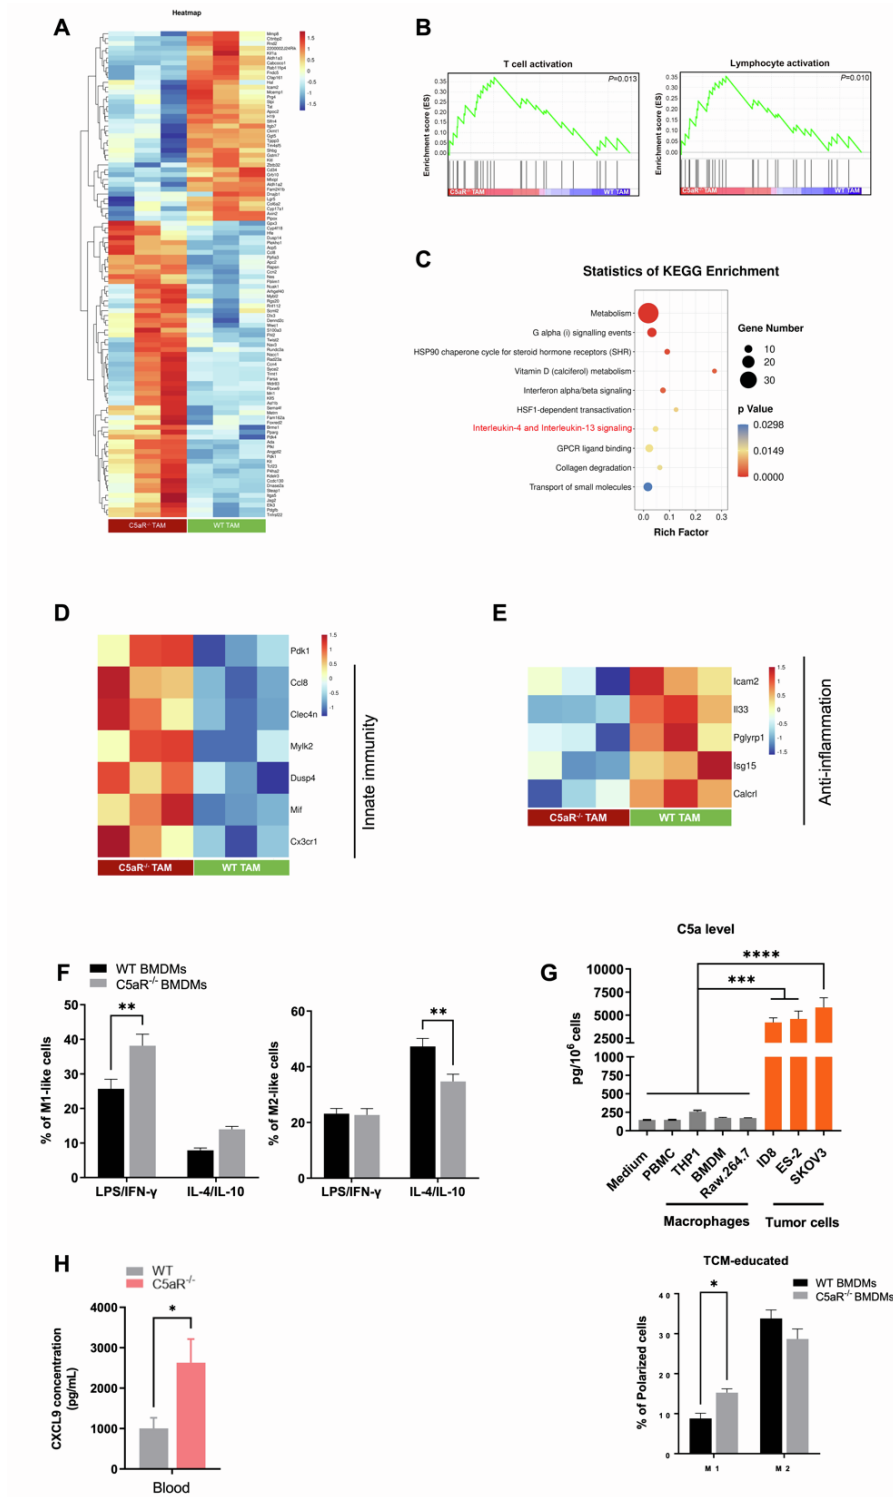

**Fig.S6 C5aR deletion alters the transcriptional landscape of macrophages (related to Fig.4)**

**A** Heatmap of RNA-seq data showing the up- and downregulation genes between WT or C5aR<sup>-/-</sup> TAM (n=4 mice per group). **B** Gene Set Enrichment Analysis (GSEA) analysis of differential genes between WT or C5aR<sup>-/-</sup> TAM. Statistical *P* value were presented. **C** KEGG enrichment analysis of down-regulated differentially expressed genes between WT or C5aR<sup>-/-</sup> TAM. **D-E** Heatmap depicting relative expression of innate immunity (**D**) or anti-inflammation (**E**) related genes in differentially expressed genes between WT or C5aR<sup>-/-</sup> TAM. **F** Proportions of M1-like or M2-like cells among WT or C5aR<sup>-/-</sup> BMDM stimulated by IFN $\gamma$  (100 ng/mL) plus LPS (50 ng/mL) or IL-4 (40 ng/mL) plus IL-10 (40 ng/mL) were measured using flow cytometry (n=3 independent replicates; one-way ANOVA). **G** C5a level in basal medium and medium of macrophages or OC cell lines was detected by ELISA (above; n=3 independent replicates; two-way ANOVA). Proportions of M1-like or M2-like cells among WT or C5aR<sup>-/-</sup> BMDM stimulated by TCM were measured using flow cytometry (below; n=3 independent replicates; two-way ANOVA). **H** Serums of ID8 tumor-bearing WT or C5aR<sup>-/-</sup> mice were harvested for quantifying CXCL9 production by ELISA assay (n = 5 mice; two-tailed unpaired *t* test). Data are represented as the mean  $\pm$  SEM. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001. \*\*\*\**p* < 0.0001, ns represents no significance.

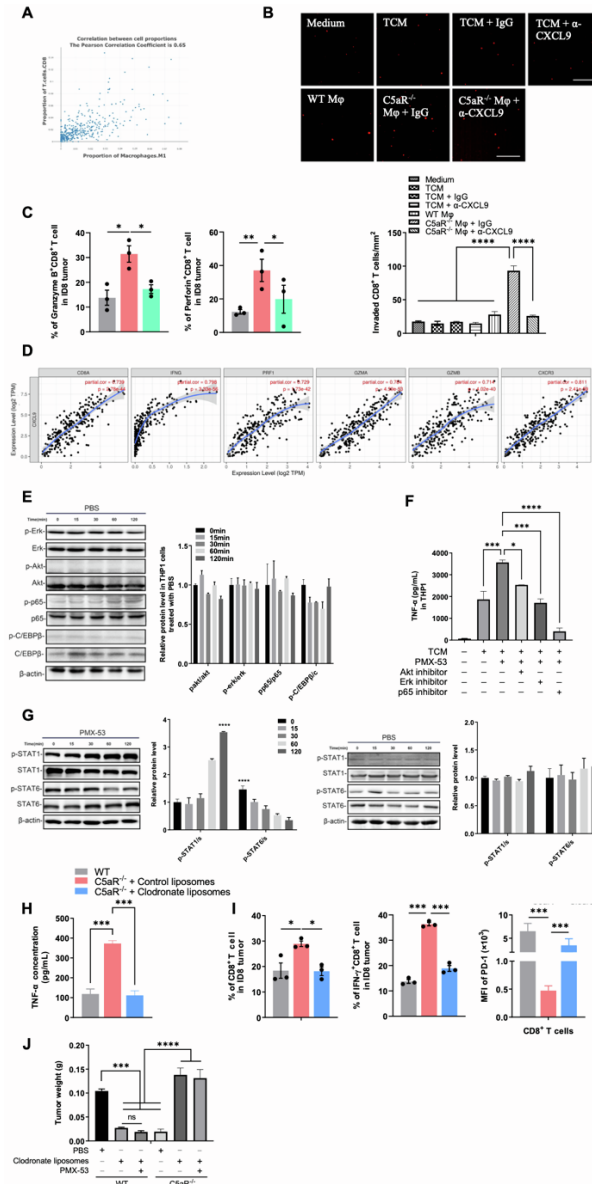

**Fig.S7 Loss of C5aR promotes infiltration of CD8<sup>+</sup> T cells mediated by TAM-secreted CXCL9 (related to Fig.5)**

**A** Association analysis between proportion of tumor-infiltrating CD8<sup>+</sup>T cells and M1 macrophages based on the RNA-seq results from TCGA database. The Pearson correlation coefficient was presented. **B** Representative photomicrographs (above) and quantitative analysis (below) of migrated CD8<sup>+</sup>T cells (n=3 independent replicates; one-way ANOVA). Scale bars, 100  $\mu$ m. **C** Proportion of tumor-infiltrating GranzymeB<sup>+</sup>CD8<sup>+</sup> T and Perforin<sup>+</sup>CD8<sup>+</sup> T cells from WT and C5aR<sup>-/-</sup> mice receiving  $\alpha$ CXCL9 or IgG treatment was measured by flow cytometry (n = 3 mice; one-way ANOVA). **D** Analysis of correlations between CXCL9 expression and cytotoxic CD8<sup>+</sup> T lymphocytes related markers (*CD8A*, *IFNG*, *PRF1* and *GZMA*) based on the RNA-seq results from TCGA database of ovarian cancers using TIMER. The corrected partial Spearman's correlation coefficient and statistical *P* value were presented. **E** Representative western blot gel documents and summarized data showing the activity of ERK/AKT/NF $\kappa$ B p65 and C/EBP $\beta$  in TCM-educated THP1-derived macrophages stimulated with PBS.  $\beta$ -action was used as a loading control (n=3 independent replicates; two-way ANOVA). **F** Supernatants of THP1 cells treated with or without TCM, PMX-53, Erk inhibitor (10  $\mu$ M), Akt (10  $\mu$ M) inhibitor or p65 inhibitor (10  $\mu$ M) were harvested for quantifying TNF- $\alpha$  production by ELISA assay (n=3 independent replicates; one-way ANOVA). **G** Activity of STAT1 and STAT6 in THP1 cells treated with PMX-53 or PBS were determined by Western blot analysis.  $\beta$ -action was used as a loading control (n=3 independent replicates; two-way ANOVA). **H** Serums of ID8 tumor-bearing WT or C5aR<sup>-/-</sup> mice receiving clodronate liposomes or control liposomes treatment were harvested for quantifying TNF- $\alpha$  production by ELISA assay (n = 3 mice per group; one-way ANOVA). **I** Proportion of CD8<sup>+</sup> T, IFN- $\gamma$ <sup>+</sup>CD8<sup>+</sup> T cells and PD-1 expression on CD8<sup>+</sup> T cells in ID8 tumors from WT and C5aR<sup>-/-</sup> mice receiving clodronate liposomes or control liposomes treatment was measured by flow cytometry (n = 3 mice; one-way ANOVA). **J** Weight of tumors on day 60 from WT and C5aR<sup>-/-</sup> mice receiving clodronate liposomes treatment alone or combined with PMX-53 (n = 4 mice; one-way ANOVA). Results are representative of three independent experiments. Data are represented as the mean  $\pm$  SEM. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001. \*\*\*\**p* < 0.0001, ns represents no significance.

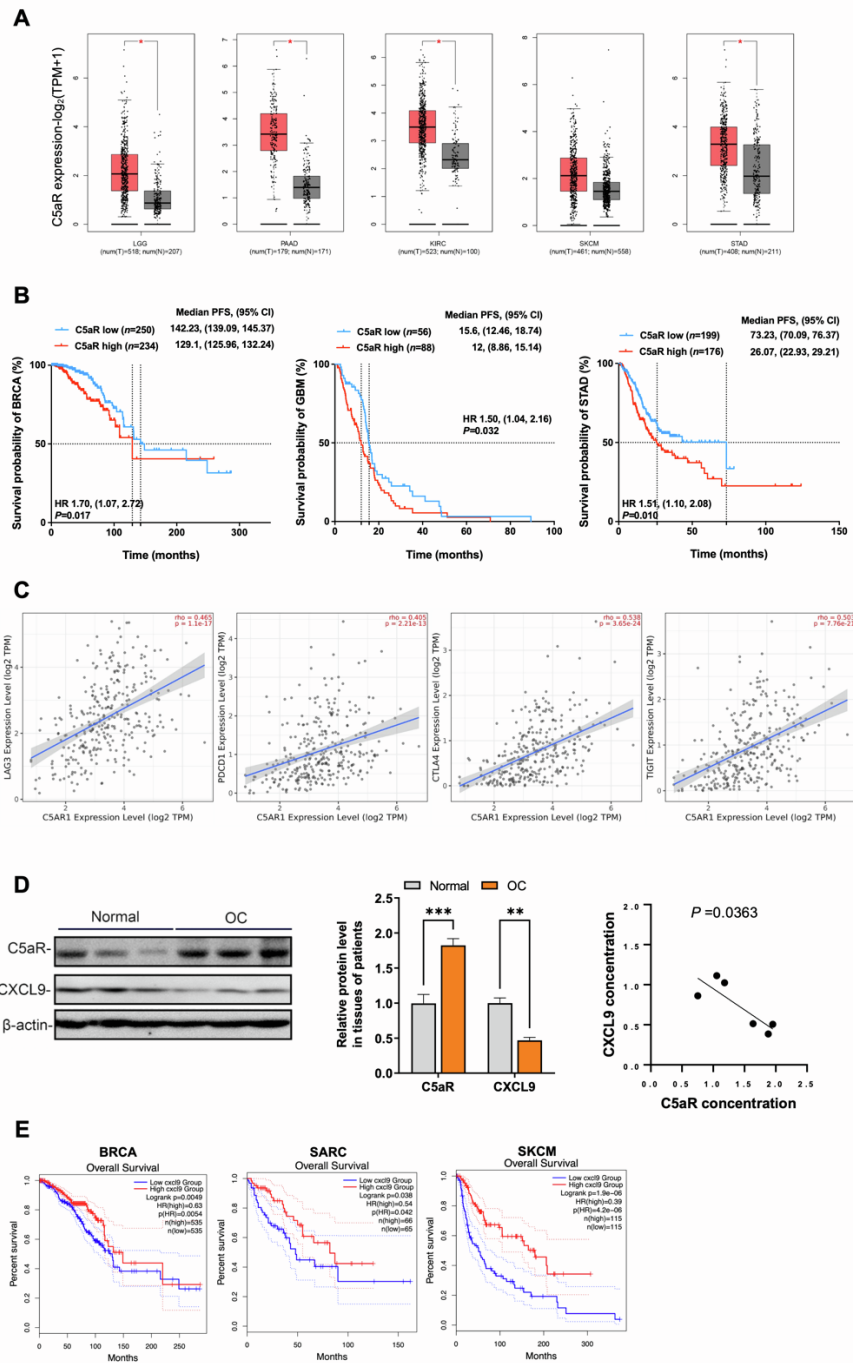

**Fig.S8 C5aR links CXCL9 and CD8<sup>+</sup> T cell abundance in cancer patients and involves in patients' poor outcome (related to Fig.6)**

**A** C5aR expression in multiple types of tumor samples and corresponding normal samples from RNA-seq results of TCGA database using GEPIA website. LGG, Brain Lower Grade Glioma; PAAD, Pancreatic adenocarcinoma; KIRC, Kidney renal clear cell carcinoma; SKCM, Skin Cutaneous Melanoma; STAD, Stomach adenocarcinoma. Data were analyzed by two-tailed unpaired  $t$  test. **B** Kaplan-Meier analysis of the relationship between the C5aR mRNA expression and prognosis of various tumors from the TCGA dataset, C5aR low: patients with a low mRNA expression of C5aR, C5aR high: patients with a high mRNA expression of C5aR. BRCA, Breast invasive carcinoma; GBM, Glioblastoma multiforme; STAD, Stomach adenocarcinoma. Data were analyzed by log-rank test,  $p$  value showed the statistical difference. **C** Analysis of correlations between C5aR expression and exhausted T cell related markers (LAG3, PDCD1, CTLA4 and TIGIT) based on the RNA-seq results from TCGA database of ovarian cancers using TIMER. The corrected partial Spearman's correlation coefficient and statistical  $P$  value were presented. **D** Expression levels of C5aR and CXCL9 protein in ovarian tissues of OC and normal patients and correlation analysis between them. (n = 3 independent replicates; two-way ANOVA). R-squared and  $P$  value of Pearson correlation analysis. **E** Kaplan-Meier analysis of the relationship between the CXCL9 mRNA expression and prognosis of various tumors from the TCGA dataset. BRCA, Breast invasive carcinoma; SARC, Sarcoma; SKCM, Skin Cutaneous Melanoma. Data were analyzed by log-rank test,  $p$  value showed the statistical difference. Data are represented as the mean  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ , ns represents no significance.

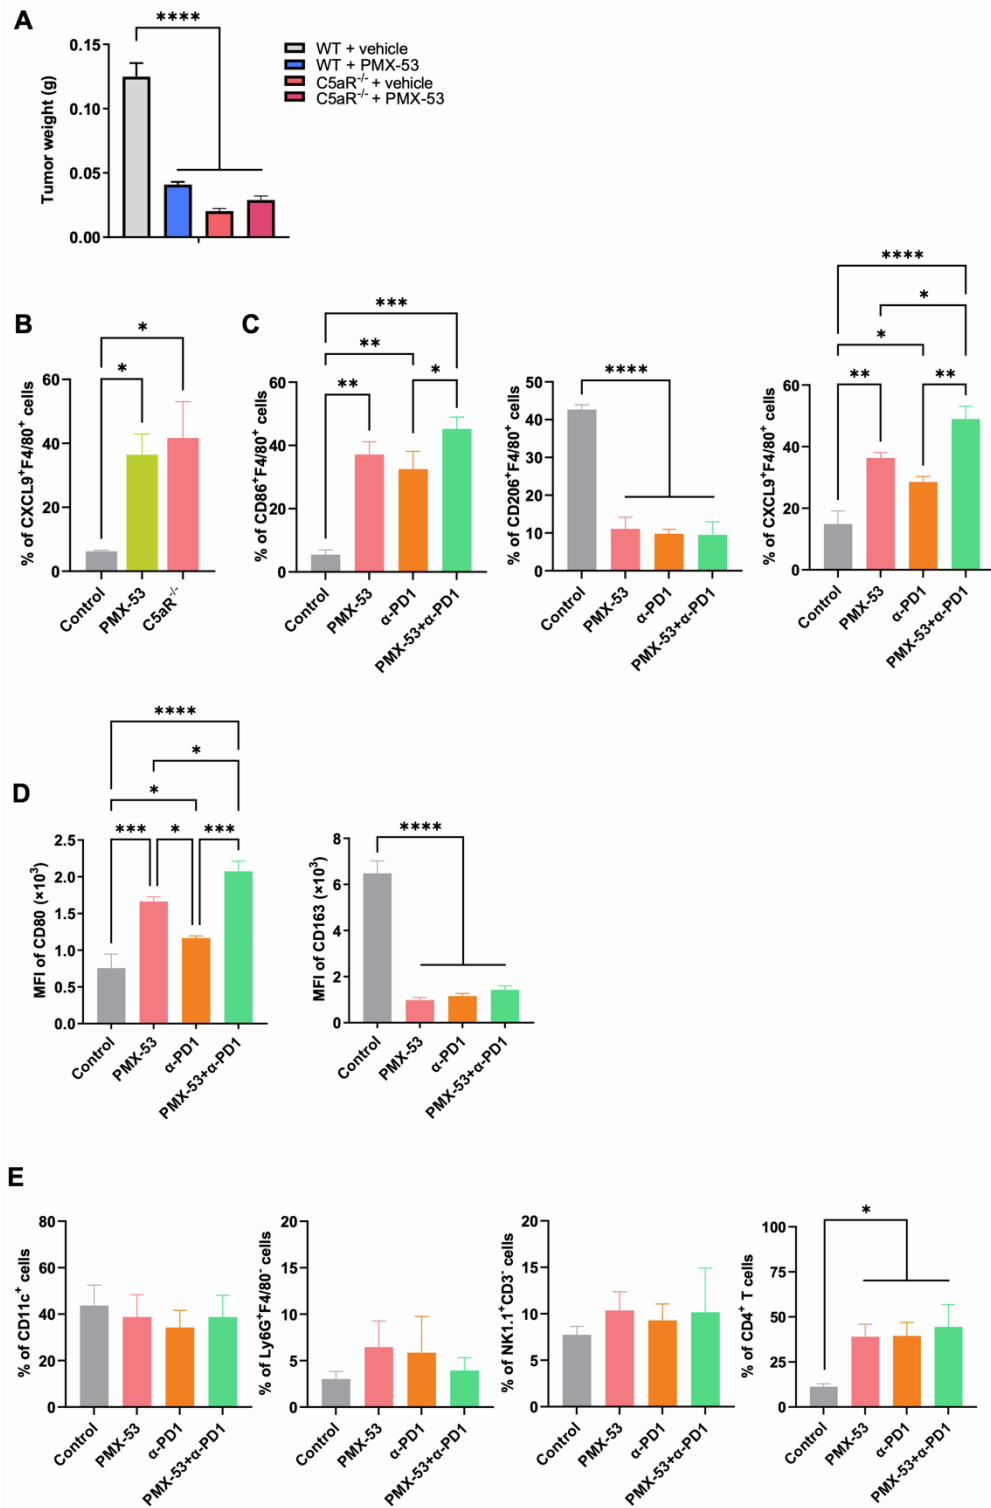

**Fig.S9 C5aR antagonist and PD-1 immune checkpoint blockade therapy promotes anti-tumor immunity (related to Fig.7)**

**A** Weight of tumors on day 60 from WT and C5aR<sup>-/-</sup> mice receiving PBS or PMX-53 treatment (n = 3 mice; one-way ANOVA). **B** Proportion of tumor-infiltrating CXCL9<sup>+</sup>F4/80<sup>+</sup> cells from WT mice receiving PMX-53 or Vehicle treatment and C5aR<sup>-/-</sup> mice was measured by flow cytometry (n = 3 mice; one-way ANOVA). **C** Proportion of tumor-infiltrating CD86<sup>+</sup>F4/80<sup>+</sup>, CD206<sup>+</sup>F4/80<sup>+</sup> and CXCL9<sup>+</sup>F4/80<sup>+</sup> cells from WT mice receiving treatment of αPD-1 or PMX-53 alone or in combination was measured by flow cytometry (n = 3 mice; one-way ANOVA). **D** Flow cytometry analysis of expression of CD80 and CD163 on F4/80<sup>+</sup> TAM from WT mice receiving treatment of αPD-1 or PMX-53 alone or in combination (n = 3 mice; one-way ANOVA). **E** Proportion of tumor-infiltrating DC (CD11c<sup>+</sup>), neutrophil (Ly6G<sup>+</sup>F4/80<sup>+</sup>), NK (NK1.1<sup>+</sup>CD3<sup>+</sup>) and CD4<sup>+</sup> T cells from WT mice receiving treatment of αPD-1 or PMX-53 alone or in combination was measured by flow cytometry (n = 3 mice; one-way ANOVA). Results are representative of three independent experiments. Data are represented as the mean ± SEM. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001, ns represents no significance.

Table S1. Clinicopathological characteristics in ovarian cancer patients

| Characteristic                    | Cases, n (%) |
|-----------------------------------|--------------|
| <b>Age (years)</b>                |              |
| ≥55                               | 8(53.3)      |
| <55                               | 7(46.7)      |
| <b>FIGO stage</b>                 |              |
| I                                 | 6(40.0)      |
| II                                | 5(33.3)      |
| III                               | 4(26.7)      |
| IV                                | 0            |
| <b>Histological type</b>          |              |
| Serous adenocarcinoma             | 12(80.0)     |
| Mucoid adenocarcinoma             | 2(13.3)      |
| Endometrial adenocarcinoma        | 1(6.7)       |
| <b>Intraperitoneal metastasis</b> |              |
| No                                | 11(73.3)     |
| Yes                               | 4(26.7)      |
| <b>Intestinal metastasis</b>      |              |
| No                                | 9(60.0)      |
| Yes                               | 6(40.0)      |
| <b>Ascites</b>                    |              |
| No                                | 4(26.7)      |
| Yes                               | 11(73.3)     |

Table S2. Primer sequences

| Primer                | sequences                   |
|-----------------------|-----------------------------|
| Mouse-TNF $\alpha$ -F | CGCTCTTCTGTCTACTGAACTTCGG   |
| Mouse-TNF $\alpha$ -R | GTGGTTTGTGAGTGTGAGGGTCTG    |
| Mouse-IL-6-F          | CTTCTTGGGACTGATGCTGGTGAC    |
| Mouse-IL-6-R          | AGTGGTATCCTCTGTGAAGTCTCCTC  |
| Mouse-IL-4-F          | TACCAGGAGCCATATCCACGGATG    |
| Mouse-IL-4-R          | TGTGGTGTTCCTTCGTTGCTGTGAG   |
| Mouse-TFG $\beta$ -F  | GCAACAATTCCTGGCGTTACCTTG    |
| Mouse-TFG $\beta$ -R  | GAAAGCCCTGTATTCCGTCTCCTTG   |
| Mouse-IL-10-F         | CTGGACAACATACTGCTAACCGACTC  |
| Mouse-IL-10-R         | ACTGGATCATTTCCGATAAGGCTTGG  |
| Mouse-iNOS-F          | ATCTTGGAGCGAGTTGTGGATTGTC   |
| Mouse-iNOS-R          | TCGTAATGTCCAGGAAGTAGGTGAGG  |
| Mouse-IL-23-F         | GGACTCAAGGACAACAGCCAGTTC    |
| Mouse-IL-23-R         | TGAAGATGTCAGAGTCAAGCAGGTG   |
| Mouse-IL-12-F         | CGTTTATGTTGTAGAGGTGGACTGGAC |
| Mouse-IL-12-R         | ATGTCATCTTCTTCAGGCGTGTCAC   |
| Mouse-PDL2-F          | GCCTCAGCCTAGCAGAACTTCAG     |
| Mouse-PDL2-R          | GACTTTGGGTTCCATCCGACTCAG    |
| Mouse-Arg1-F          | AGACAGCAGAGGAGGTGAAGAGTAC   |
| Mouse-Arg1-R          | AAGGTAGTCAGTCCCTGGCTTATGG   |
| Mouse-FIZZ1-F         | TCGTGGAGAATAAGGTCAAGGAACTTC |
| Mouse-FIZZ1-R         | CAAGCACACCCAGTAGCAGTCATC    |
| Mouse-CD86-F          | TCTGCCGTGCCCATTACAAAGG      |
| Mouse-CD86-R          | TGCCCAAATAGTGCTCGTACAGAAC   |
| Mouse-CD80-F          | GACCCTCCTGATAGCAAGAACACAC   |
| Mouse-CD80-R          | ATGATGACAACGATGACGACGACTG   |
| Mouse-CD206-F         | GTCTGAGTGTACGCAGTGGTTGG     |
| Mouse-CD206-R         | TCTGATGATGGACTTCCTGGTAGCC   |
| Mouse-CCL2-F          | CACTCACCTGCTGCTACTCATTAC    |

|                |                           |
|----------------|---------------------------|
| Mouse-CCL2-R   | CACTCACCTGCTGCTACTCATTAC  |
| Mouse-CCL8-F   | GCTCCAGTCACCTGCTGCTTTC    |
| Mouse-CCL8-R   | ACACAGAGAGACATACCCTGCTTGG |
| Mouse-CCL20-F  | AGGCAGAAGCAAGCAACTACGAC   |
| Mouse-CCL20-R  | ATCGGCCATCTGTCTTGTGAAACC  |
| Mouse-CXCL12-F | CATCGCCAGAGCCAACGTCAAG    |
| Mouse-CXCL12-R | TCGGGTCAATGCACACTTGTCTG   |
| Mouse-CXCL9-F  | CTCGGCAAATGTGAAGAAGCTGATG |
| Mouse-CXCL9-R  | TTCCTTGAACGACGACGACTTTGG  |
| Mouse-CCL4-F   | CGTGTCTGCCCTCTCTCTCCTC    |
| Mouse-CCL4-R   | GCAGGAAGTGGGAGGGTCAGAG    |
| Mouse-PDCD1-F  | GGTATCCCTGTATTGCTGCTGCTG  |
| Mouse-PDCD1-R  | CTTCAGAGTGTCTGTCCTTGCTTCC |
| Mouse-CTLA4-F  | GCGGCAGACAAATGACCAAATGAC  |
| Mouse-CTLA4-R  | CAACAGCTCTCAGTCCTTGGATGG  |
| Mouse-LAG3-F   | GCCATCTCGTTCTCGTTCTCATCC  |
| Mouse-LAG3-R   | TTCTCCACCAGTGAAAGCCAAAGG  |
| Mouse-GZMB-F   | GTGCTGACTGCTGCTCACTGTG    |
| Mouse-GZMB-R   | TTGCTGGGTCTTCTCCTGTTCTTTG |
| Mouse-PRF1-F   | CTCCTCCTATGGCACGCACTTTATC |
| Mouse-PRF1-R   | TTCAGGCAGTCTCCTACCTCATCAG |
| Mouse-IFNG-F   | CTGGAGGAACTGGCAAAAGGATGG  |
| Mouse-IFNG-R   | GACGCTTATGTTGTTGCTGATGGC  |
| Human-C5aR-F   | GGTGTTGTGTGGCGTGGACTAC    |
| Human-C5aR-R   | AACAAATCGTGAGCGTGAGTAGAGG |
| Human-CXCL9-F  | TCTTGCTGGTTCTGATTGGAGTGC  |
| Human-CXCL9-R  | GATAGTCCCTTGGTTGGTGCTGATG |

---

## References

1. Ricklin, D., Hajishengallis, G., Yang, K., and Lambris, J. (2010). Complement: a key system for immune surveillance and homeostasis. *Nature immunology* *11*, 785-797. 10.1038/ni.1923.
2. Schmidt, C., Lambris, J., and Ricklin, D. (2016). Protection of host cells by complement regulators. *Immunological reviews* *274*, 152-171. 10.1111/imr.12475.
3. Leslie, M. (2012). Immunology. The new view of complement. *Science (New York, N.Y.)* *337*, 1034-1037. 10.1126/science.337.6098.1034.
4. Kolev, M., Le Friec, G., and Kemper, C. (2014). Complement--tapping into new sites and effector systems. *Nature reviews. Immunology* *14*, 811-820. 10.1038/nri3761.
5. Nitta, H., Wada, Y., Kawano, Y., Murakami, Y., Irie, A., Taniguchi, K., Kikuchi, K., Yamada, G., Suzuki, K., Honda, J., et al. (2013). Enhancement of human cancer cell motility and invasiveness by anaphylatoxin C5a via aberrantly expressed C5a receptor (CD88). *Clinical cancer research : an official journal of the American Association for Cancer Research* *19*, 2004-2013. 10.1158/1078-0432.Ccr-12-1204.
6. Chen, J., Li, G., Zhang, L., Tang, M., Cao, X., Xu, G., and Wu, Y. (2018). Complement C5a/C5aR pathway potentiates the pathogenesis of gastric cancer by down-regulating p21 expression. *Cancer letters* *412*, 30-36. 10.1016/j.canlet.2017.10.003.
7. Imamura, T., Yamamoto-Ibusuki, M., Sueta, A., Kubo, T., Irie, A., Kikuchi, K., Kariu, T., and Iwase, H. (2016). Influence of the C5a-C5a receptor system on breast cancer progression and patient prognosis. *Breast cancer (Tokyo, Japan)* *23*, 876-885. 10.1007/s12282-015-0654-3.
8. Saito, K., Iioka, H., Maruyama, S., Sumardika, I., Sakaguchi, M., and Kondo, E. (2019). PODXL1 promotes metastasis of the pancreatic ductal adenocarcinoma by activating the C5aR/C5a axis from the tumor microenvironment. *Neoplasia (New York, N.Y.)* *21*, 1121-1132. 10.1016/j.neo.2019.09.003.
9. Nunez-Cruz, S., Gimotty, P., Guerra, M., Connolly, D., Wu, Y., DeAngelis, R., Lambris, J., Coukos, G., and Scholler, N. (2012). Genetic and pharmacologic inhibition of complement impairs endothelial cell function and ablates ovarian cancer neovascularization. *Neoplasia (New York, N.Y.)* *14*, 994-1004. 10.1593/neo.121262.
10. Ding, P., Li, L., Li, L., Lv, X., Zhou, D., Wang, Q., Chen, J., Yang, C., Xu, E., Dai, W., et al. (2020). C5aR1 is a master regulator in Colorectal Tumorigenesis via Immune modulation. *Theranostics* *10*, 8619-8632. 10.7150/thno.45058.
11. Markiewski, M., DeAngelis, R., Benencia, F., Ricklin-Lichtsteiner, S., Koutoulaki, A., Gerard, C., Coukos, G., and Lambris, J. (2008). Modulation of the antitumor immune response by complement. *Nature immunology* *9*, 1225-1235. 10.1038/ni.1655.
12. Vadrevu, S., Chintala, N., Sharma, S., Sharma, P., Cleveland, C., Riediger, L., Manne, S., Fairlie, D., Gorczyca, W.,

- Almanza, O., et al. (2014). Complement c5a receptor facilitates cancer metastasis by altering T-cell responses in the metastatic niche. *Cancer research* 74, 3454-3465. 10.1158/0008-5472.Can-14-0157.
13. Janelle, V., and Lamarre, A. (2014). Role of the complement system in NK cell-mediated antitumor T-cell responses. *Oncoimmunology* 3, e27897. 10.4161/onci.27897.
  14. Wang, Y., Sun, S., Liu, Q., Yu, Y., Guo, J., Wang, K., Xing, B., Zheng, Q., Campa, M., Patz, E., et al. (2016). Autocrine Complement Inhibits IL10-Dependent T-cell-Mediated Antitumor Immunity to Promote Tumor Progression. *Cancer discovery* 6, 1022-1035. 10.1158/2159-8290.Cd-15-1412.
  15. Corrales, L., Ajona, D., Rafail, S., Lasarte, J., Riezu-Boj, J., Lambris, J., Rouzaut, A., Pajares, M., Montuenga, L., and Pio, R. (2012). Anaphylatoxin C5a creates a favorable microenvironment for lung cancer progression. *Journal of immunology (Baltimore, Md. : 1950)* 189, 4674-4683. 10.4049/jimmunol.1201654.
  16. Gunn, L., Ding, C., Liu, M., Ma, Y., Qi, C., Cai, Y., Hu, X., Aggarwal, D., Zhang, H., and Yan, J. (2012). Opposing roles for complement component C5a in tumor progression and the tumor microenvironment. *Journal of immunology (Baltimore, Md. : 1950)* 189, 2985-2994. 10.4049/jimmunol.1200846.
  17. Pollard, J. (2004). Tumour-educated macrophages promote tumour progression and metastasis. *Nature reviews. Cancer* 4, 71-78. 10.1038/nrc1256.
  18. Pyonteck, S., Akkari, L., Schuhmacher, A., Bowman, R., Sevenich, L., Quail, D., Olson, O., Quick, M., Huse, J., Teijeiro, V., et al. (2013). CSF-1R inhibition alters macrophage polarization and blocks glioma progression. *Nature medicine* 19, 1264-1272. 10.1038/nm.3337.
  19. Ostuni, R., Kratochvill, F., Murray, P., and Natoli, G. (2015). Macrophages and cancer: from mechanisms to therapeutic implications. *Trends in immunology* 36, 229-239. 10.1016/j.it.2015.02.004.
  20. Kurahara, H., Shintchi, H., Mataka, Y., Maemura, K., Noma, H., Kubo, F., Sakoda, M., Ueno, S., Natsugoe, S., and Takao, S. (2011). Significance of M2-polarized tumor-associated macrophage in pancreatic cancer. *The Journal of surgical research* 167, e211-219. 10.1016/j.jss.2009.05.026.
  21. Shabo, I., Stål, O., Olsson, H., Doré, S., and Svanvik, J. (2008). Breast cancer expression of CD163, a macrophage scavenger receptor, is related to early distant recurrence and reduced patient survival. *International journal of cancer* 123, 780-786. 10.1002/ijc.23527.
  22. Lee, C., Espinosa, I., Vrijaldenhoven, S., Subramanian, S., Montgomery, K., Zhu, S., Marinelli, R., Peterse, J., Poulin, N., Nielsen, T., et al. (2008). Prognostic significance of macrophage infiltration in leiomyosarcomas. *Clinical cancer research : an official journal of the American Association for Cancer Research* 14, 1423-1430. 10.1158/1078-0432.Ccr-07-1712.
  23. Medler, T., Murugan, D., Horton, W., Kumar, S., Cotechini, T., Forsyth, A., Leyshock, P., Leitenberger, J., Kulesz-

- Martin, M., Margolin, A., et al. (2018). Complement C5a Fosters Squamous Carcinogenesis and Limits T Cell Response to Chemotherapy. *Cancer cell* 34, 561-578.e566. 10.1016/j.ccell.2018.09.003.
24. Piao, C., Cai, L., Qiu, S., Jia, L., Song, W., and Du, J. (2015). Complement 5a Enhances Hepatic Metastases of Colon Cancer via Monocyte Chemoattractant Protein-1-mediated Inflammatory Cell Infiltration. *The Journal of biological chemistry* 290, 10667-10676. 10.1074/jbc.M114.612622.
25. Piao, C., Zhang, W., Li, T., Zhang, C., Qiu, S., Liu, Y., Liu, S., Jin, M., Jia, L., Song, W., and Du, J. (2018). Complement 5a stimulates macrophage polarization and contributes to tumor metastases of colon cancer. *Experimental cell research* 366, 127-138. 10.1016/j.yexcr.2018.03.009.
26. Li, T., Fan, J., Wang, B., Traugh, N., Chen, Q., Liu, J., Li, B., and Liu, X. (2017). TIMER: A Web Server for Comprehensive Analysis of Tumor-Infiltrating Immune Cells. *Cancer research* 77, e108-e110. 10.1158/0008-5472.Can-17-0307.
27. Martinez, F., Gordon, S., Locati, M., and Mantovani, A. (2006). Transcriptional profiling of the human monocyte-to-macrophage differentiation and polarization: new molecules and patterns of gene expression. *Journal of immunology* (Baltimore, Md. : 1950) 177, 7303-7311. 10.4049/jimmunol.177.10.7303.
28. Ruffell, B., Chang-Strachan, D., Chan, V., Rosenbusch, A., Ho, C.M.T., Pryer, N., Daniel, D., Hwang, E.S., Rugo, H.S., and Coussens, L.M. (2014). Macrophage IL-10 blocks CD8<sup>+</sup> T cell-dependent responses to chemotherapy by suppressing IL-12 expression in intratumoral dendritic cells. *Cancer Cell* 26, 623-637. 10.1016/j.ccell.2014.09.006.
29. Funes, S.C., Rios, M., Escobar-Vera, J., and Kalergis, A.M. (2018). Implications of macrophage polarization in autoimmunity. *Immunology* 154, 186-195. 10.1111/imm.12910.
30. Chevrier, S., Levine, J.H., Zanotelli, V.R.T., Silina, K., Schulz, D., Bacac, M., Ries, C.H., Ailles, L., Jewett, M.A.S., Moch, H., et al. (2017). An Immune Atlas of Clear Cell Renal Cell Carcinoma. *Cell* 169. 10.1016/j.cell.2017.04.016.
31. Finch, A., Wong, A., Paczkowski, N., Wadi, S., Craik, D., Fairlie, D., and Taylor, S. (1999). Low-molecular-weight peptidic and cyclic antagonists of the receptor for the complement factor C5a. *Journal of medicinal chemistry* 42, 1965-1974. 10.1021/jm9806594.
32. Jiang, P., Gu, S., Pan, D., Fu, J., Sahu, A., Hu, X., Li, Z., Traugh, N., Bu, X., Li, B., et al. (2018). Signatures of T cell dysfunction and exclusion predict cancer immunotherapy response. *Nature medicine* 24, 1550-1558. 10.1038/s41591-018-0136-1.
33. Wherry, E., and Kurachi, M. (2015). Molecular and cellular insights into T cell exhaustion. *Nature reviews. Immunology* 15, 486-499. 10.1038/nri3862.
34. Tang, Z., Li, C., Kang, B., Gao, G., Li, C., and Zhang, Z. (2017). GEPIA: a web server for cancer and normal gene expression profiling and interactive analyses. *Nucleic acids research* 45, W98-W102. 10.1093/nar/gkx247.

35. Ding, Q., Lu, P., Xia, Y., Ding, S., Fan, Y., Li, X., Han, P., Liu, J., Tian, D., and Liu, M. (2016). CXCL9: evidence and contradictions for its role in tumor progression. *Cancer medicine* 5, 3246-3259. 10.1002/cam4.934.
36. Ben-Neriah, Y., and Karin, M. (2011). Inflammation meets cancer, with NF- $\kappa$ B as the matchmaker. *Nature immunology* 12, 715-723. 10.1038/ni.2060.
37. Poli, V. (1998). The role of C/EBP isoforms in the control of inflammatory and native immunity functions. *The Journal of biological chemistry* 273, 29279-29282. 10.1074/jbc.273.45.29279.
38. van Rooijen, N., Kors, N., ter Hart, H., and Claassen, E. (1988). In vitro and in vivo elimination of macrophage tumor cells using liposome-encapsulated dichloromethylene diphosphonate. *Virchows Archiv. B, Cell pathology including molecular pathology* 54, 241-245. 10.1007/bf02899217.
39. Woehrl, B., Brouwer, M., Murr, C., Heckenberg, S., Baas, F., Pfister, H., Zwinderman, A., Morgan, B., Barnum, S., van der Ende, A., et al. (2011). Complement component 5 contributes to poor disease outcome in humans and mice with pneumococcal meningitis. *The Journal of clinical investigation* 121, 3943-3953. 10.1172/jci57522.
40. House, I., Savas, P., Lai, J., Chen, A., Oliver, A., Teo, Z., Todd, K., Henderson, M., Giuffrida, L., Petley, E., et al. (2020). Macrophage-Derived CXCL9 and CXCL10 Are Required for Antitumor Immune Responses Following Immune Checkpoint Blockade. *Clinical cancer research : an official journal of the American Association for Cancer Research* 26, 487-504. 10.1158/1078-0432.Ccr-19-1868.
41. Reis, E., Mastellos, D., Ricklin, D., Mantovani, A., and Lambris, J. (2018). Complement in cancer: untangling an intricate relationship. *Nature reviews. Immunology* 18, 5-18. 10.1038/nri.2017.97.
42. Roumenina, L., Daugan, M., Petitprez, F., Sautès-Fridman, C., and Fridman, W. (2019). Context-dependent roles of complement in cancer. *Nature reviews. Cancer* 19, 698-715. 10.1038/s41568-019-0210-0.
43. Zha, H., Han, X., Zhu, Y., Yang, F., Li, Y., Li, Q., Guo, B., and Zhu, B. (2017). Blocking C5aR signaling promotes the anti-tumor efficacy of PD-1/PD-L1 blockade. *Oncoimmunology* 6, e1349587. 10.1080/2162402x.2017.1349587.
44. Dunkelberger, J., Zhou, L., Miwa, T., and Song, W. (2012). C5aR expression in a novel GFP reporter gene knockin mouse: implications for the mechanism of action of C5aR signaling in T cell immunity. *Journal of immunology (Baltimore, Md. : 1950)* 188, 4032-4042. 10.4049/jimmunol.1103141.
45. Reichhardt, M., and Meri, S. (2018). Intracellular complement activation-An alarm raising mechanism? *Seminars in immunology* 38, 54-62. 10.1016/j.smim.2018.03.003.
46. Verschoor, A., Karsten, C., Broadley, S., Laumonnier, Y., and Köhl, J. (2016). Old dogs-new tricks: immunoregulatory properties of C3 and C5 cleavage fragments. *Immunological reviews* 274, 112-126. 10.1111/imr.12473.
47. Xi, W., Liu, L., Wang, J., Xia, Y., Bai, Q., Xiong, Y., Qu, Y., Long, Q., Xu, J., and Guo, J. (2016). Enrichment of C5a-C5aR axis predicts poor postoperative prognosis of patients with clear cell renal cell carcinoma. *Oncotarget* 7, 80925-

80934. 10.18632/oncotarget.13108.

48. Magrini, E., Di Marco, S., Mapelli, S., Perucchini, C., Pasqualini, F., Donato, A., Guevara Lopez, M., Carriero, R., Ponzetta, A., Colombo, P., et al. (2021). Complement activation promoted by the lectin pathway mediates C3aR-dependent sarcoma progression and immunosuppression. *Nature cancer* 2, 218-232. 10.1038/s43018-021-00173-0.
49. Galon, J., Costes, A., Sanchez-Cabo, F., Kirilovsky, A., Mlecnik, B., Lagorce-Pagès, C., Tosolini, M., Camus, M., Berger, A., Wind, P., et al. (2006). Type, density, and location of immune cells within human colorectal tumors predict clinical outcome. *Science (New York, N.Y.)* 313, 1960-1964. 10.1126/science.1129139.
50. Gajewski, T., Schreiber, H., and Fu, Y. (2013). Innate and adaptive immune cells in the tumor microenvironment. *Nature immunology* 14, 1014-1022. 10.1038/ni.2703.
51. Moser, B., Wolf, M., Walz, A., and Loetscher, P. (2004). Chemokines: multiple levels of leukocyte migration control. *Trends in immunology* 25, 75-84. 10.1016/j.it.2003.12.005.
52. Harlin, H., Meng, Y., Peterson, A., Zha, Y., Tretiakova, M., Slingluff, C., McKee, M., and Gajewski, T. (2009). Chemokine expression in melanoma metastases associated with CD8<sup>+</sup> T-cell recruitment. *Cancer research* 69, 3077-3085. 10.1158/0008-5472.Can-08-2281.
53. Denkert, C., von Minckwitz, G., Brase, J., Sinn, B., Gade, S., Kronenwett, R., Pfitzner, B., Salat, C., Loi, S., Schmitt, W., et al. (2015). Tumor-infiltrating lymphocytes and response to neoadjuvant chemotherapy with or without carboplatin in human epidermal growth factor receptor 2-positive and triple-negative primary breast cancers. *Journal of clinical oncology : official journal of the American Society of Clinical Oncology* 33, 983-991. 10.1200/jco.2014.58.1967.
54. Pascual-García, M., Bonfill-Teixidor, E., Planas-Rigol, E., Rubio-Perez, C., Iurlaro, R., Arias, A., Cuartas, I., Sala-Hojman, A., Escudero, L., Martínez-Ricarte, F., et al. (2019). LIF regulates CXCL9 in tumor-associated macrophages and prevents CD8 T cell tumor-infiltration impairing anti-PD1 therapy. *Nature communications* 10, 2416. 10.1038/s41467-019-10369-9.
55. Czystowska-Kuzmich, M., Sosnowska, A., Nowis, D., Ramji, K., Szajnik, M., Chlebowska-Tuz, J., Wolinska, E., Gaj, P., Grazul, M., Pilch, Z., et al. (2019). Small extracellular vesicles containing arginase-1 suppress T-cell responses and promote tumor growth in ovarian carcinoma. *Nature communications* 10, 3000. 10.1038/s41467-019-10979-3.
56. Yang, X., Lin, J., Wang, G., and Xu, D. (2022). Targeting Proliferating Tumor-Infiltrating Macrophages Facilitates Spatial Redistribution of CD8 T Cells in Pancreatic Cancer. *Cancers* 14. 10.3390/cancers14061474.
57. Luan, X., Yan, Y., Zheng, Q., Wang, M., Chen, W., Yu, J., and Fang, J. (2020). Excessive reactive oxygen species induce apoptosis via the APPL1-Nrf2/HO-1 antioxidant signalling pathway in trophoblasts with missed abortion. *Life sciences* 254, 117781. 10.1016/j.lfs.2020.117781.

# Supplementary material for: Blockade of C5a receptor unleashes tumor-associated macrophage antitumor response and enhances CXCL9-dependent CD8+ T cell activity
**Source:** Mol Ther. 2023 Dec 14;32(2):469–89. doi: 10.1016/j.ymthe.2023.12.010
**Supplement:** Document S2. Article plus supplemental information

# Blockade of C5a receptor unleashes tumor-associated macrophage antitumor response and enhances CXCL9-dependent CD8<sup>+</sup> T cell activity

Xiaojin Luan,<sup>1,2</sup> Ting Lei,<sup>1,2</sup> Jie Fang,<sup>4</sup> Xue Liu,<sup>1,5</sup> Huijia Fu,<sup>6</sup> Yiran Li,<sup>1,2</sup> Wei Chu,<sup>1,2</sup> Peng Jiang,<sup>7</sup> Chao Tong,<sup>1,2</sup> Hongbo Qi,<sup>1,3</sup> and Yong Fu<sup>1,2</sup>

<sup>1</sup>Chongqing Key Laboratory of Maternal and Fetal Medicine, The First Affiliated Hospital of Chongqing Medical University, Chongqing 400016, China; <sup>2</sup>Department of Obstetrics, The First Affiliated Hospital of Chongqing Medical University, Chongqing 400016, China; <sup>3</sup>Women and Children's Hospital of Chongqing Medical University, Chongqing 401147, China; <sup>4</sup>Department of Gynecology, The Affiliated Hospital of Jiangsu University, Jiangsu University, Zhenjiang 212001, Jiangsu, China; <sup>5</sup>Department of Obstetrics, Yongchuan Hospital of Chongqing Medical University, Chongqing 402160, China; <sup>6</sup>Department of Reproductive Medicine Center, The First Affiliated Hospital of Chongqing Medical University, Chongqing 400016, China; <sup>7</sup>Department of Gynecology, The First Affiliated Hospital of Chongqing Medical University, Chongqing 400016, China

**Macrophages play a crucial role in shaping the immune state within the tumor microenvironment (TME) and are often influenced by tumors to hinder antitumor immunity. However, the underlying mechanisms are still elusive. Here, we observed abnormal expression of complement 5a receptor (C5aR) in human ovarian cancer (OC), and identified high levels of C5aR expression on tumor-associated macrophages (TAMs), which led to the polarization of TAMs toward an immunosuppressive phenotype. C5aR knockout or inhibitor treatment restored TAM antitumor response and attenuated tumor progression. Mechanistically, C5aR deficiency reprogrammed macrophages from a protumor state to an antitumor state, associating with the upregulation of immune response and stimulation pathways, which in turn resulted in the enhanced antitumor response of cytotoxic T cells in a manner dependent on chemokine (C-X-C motif) ligand 9 (CXCL9). The pharmacological inhibition of C5aR also improved the efficacy of immune checkpoint blockade therapy. In patients, C5aR expression associated with CXCL9 production and infiltration of CD8<sup>+</sup> T cells, and a high C5aR level predicted poor clinical outcomes and worse benefits from anti-PD-1 therapy. Thus, our study sheds light on the mechanisms underlying the modulation of TAM antitumor immune response by the C5a-C5aR axis and highlights the potential of targeting C5aR for clinical applications.**

## INTRODUCTION

The complement system has been recognized as a significant component of innate immunity and is also considered to play a role in regulating adaptive immune response for immune surveillance and tissue homeostasis.<sup>1,2</sup> Three distinct canonical pathways are involved in activating the complement system—classical, lectin, and alternative—and after activation, the complement system interacts closely with other components of innate immunity and cellular

receptors (such as pattern recognition receptor and immunoglobulin G [IgG] Fc receptor) to participate in a series of immune responses, including clearance of target cells by membrane attack complex, opsonization of pathogenic microbes by C3b/iC3b, and activation and regulation of the inflammatory response by anaphylatoxins C3a/C5a.<sup>3,4</sup>

Beyond its classical function in innate and adaptive immunity, complement has long been considered to be essential for tumor immune surveillance. However, previous research has demonstrated that complement-derived mediators can also enhance the motility and invasiveness of human colon cancer cells through the abnormal expression of complement receptors.<sup>5</sup> Moreover, accumulating evidence suggests that complement components have been extensively activated in multiple types of human cancer and play a detrimental role in antitumor immunity. Elevated complement levels in the blood or tumors have been found to contribute to tumor initiation and progression, and tightly correlate with poor clinical outcomes in cancer patients.<sup>6–9</sup> Intratumoral C5a-C5aR signaling can induce recruitment of myeloid-derived suppressor cells (MDSCs) to the tumor microenvironment (TME), suppressing cytotoxic T cell response or dampening natural killer (NK) cell activation to promote tumor progression.<sup>10–13</sup> Another report suggests that C5a may directly affect

Received 11 May 2023; accepted 11 December 2023;

<https://doi.org/10.1016/j.ymthe.2023.12.010>.

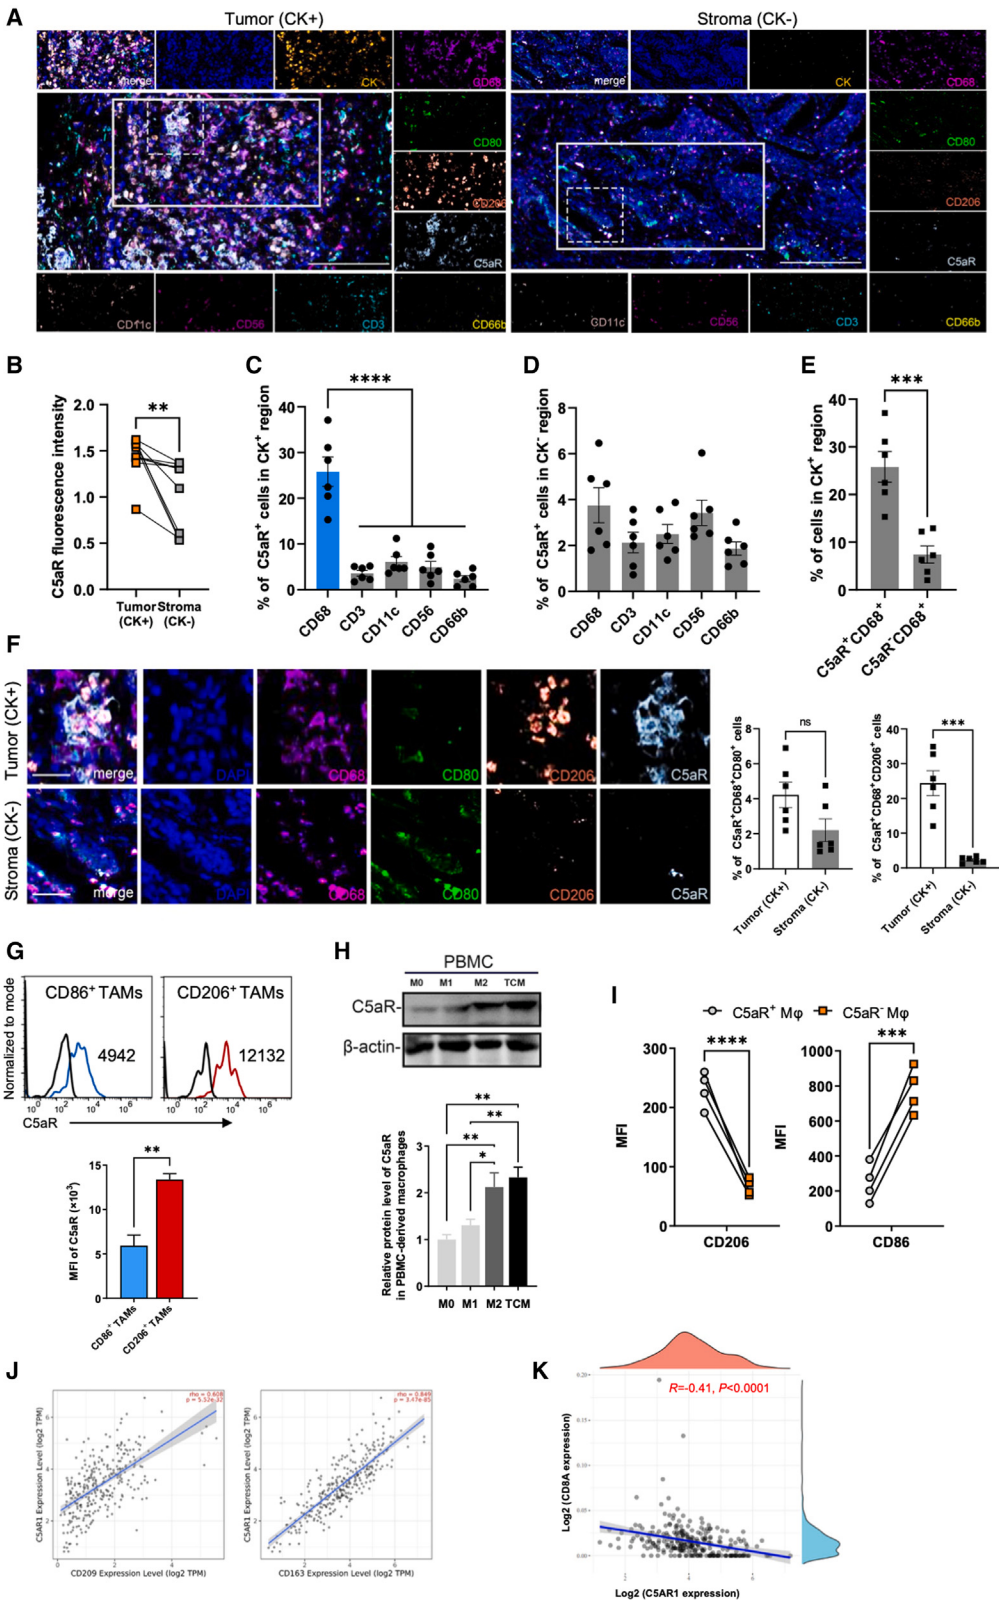

(legend on next page)

CD8<sup>+</sup> T cell function by inhibiting interleukin-10 (IL-10)-dependent T cell-mediated antitumor immunity to promote tumor growth.<sup>14</sup> Additionally, inhibiting complement components such as C3, C4, or C5aR by genetic knockout or using corresponding inhibitors has been shown to prevent tumor growth and metastasis.<sup>11,12,15,16</sup>

Macrophages constitute a major component of the immune infiltrate in the TME and play a crucial role in the host's antitumor immunity.<sup>17</sup> They have been shown to exhibit diverse functions in tumor progression, with some demonstrating an antitumor phenotype that possesses potent tumor-cell-killing ability, evidenced by enhanced phagocytosis or the mediation of T helper cells' antitumor response. Conversely, macrophages with a protumor phenotype exhibit a compromised immune response and contribute to tumor progression.<sup>18,19</sup> Previous research has demonstrated that cancer cells develop multiple evasion strategies to restrain host antitumor immune response by manipulating macrophage activity to form an immunosuppressive microenvironment. Tumor-associated macrophage (TAM) abundance has been found to increase in many human cancers, and increasing evidence indicates a functional intersection between tumor progression and macrophage immune status.<sup>20–22</sup> Therefore, exploring the molecular switch that controls macrophage phenotype conversion might contribute to cancer therapy.

Numerous studies have demonstrated that the C5a-C5aR axis functions to impact macrophage antitumor immunity. In a model of squamous carcinogenesis, C5a regulated mast cells and macrophages expressing C5aR1<sup>+</sup> to exhibit a protumorigenic property, resulting in promoted tumor progression.<sup>23</sup> In addition, previous studies have reported that C5a contributes to M2-like TAM infiltration and secretion of proteases to promote metastasis of colon cancer cells.<sup>24,25</sup> However, the exact mechanisms of how C5aR regulate TAM immune status and whether macrophage C5aR impacts the immune infiltrates and TME have not been fully determined. Thus, in the present study, by combined analysis of human and mouse ovarian cancer (OC) samples, we defined C5aR as a molecular switch that controls TAM anti-tumor activity and investigated its underlying mechanisms; in addition, we evaluated the promising role of C5aR blockade in cancer immunotherapy.

## RESULTS

### High expression of C5aR is correlated with macrophage immunosuppression

Complement is an important component of innate immunity and is overexpressed in various cancer types. Consistent with previous studies, we found a notable increase in C5aR expression in tumor tissues of OC patients relative to adjacent normal tissues (Figures 1A and 1B). C5aR is a receptor for the potent inflammatory mediator C5a and is expressed on various cell types. When determining the cellular origin of C5aR, we did not detect expression of C5aR on the tested human and mouse tumor cell lines (Figure S1A). Instead, we surprisingly found that C5aR exhibited a preferential expression in CD68<sup>+</sup> macrophages in human OC tumors rather than in CD3<sup>+</sup> T cells, CD56<sup>+</sup> NK cells, CD11c<sup>+</sup> dendritic cells (DCs), or CD66b<sup>+</sup> neutrophils (Figures 1C–1E). Flow-cytometry analysis of tumors from mice yielded similar results (Figure S1B). Furthermore, it was observed that C5aR was primarily expressed on immunosuppressive CD206<sup>+</sup> macrophages rather than on CD80<sup>+</sup> macrophages in human OC tumors (Figure 1F) and mouse tumors (Figure 1G), or on naive or M1-polarized macrophages derived from human peripheral blood mononuclear cells (PBMCs) (Figure 1H) or macrophages from mouse spleen (Figure S1C), suggesting a potential correlation between C5aR expression and macrophage immune function. Consistent with this, C5aR<sup>+</sup> macrophages infiltrating mouse tumors expressed higher levels of CD206, transforming growth factor  $\beta$ 1 (TGF- $\beta$ 1), and IL-4 but much lower levels of CD86 compared to their C5aR<sup>−</sup> counterparts (Figures 1I and S1D). Moreover, treatment with tumor-cell-derived conditioned medium (TCM) induced high levels of C5aR expression on macrophages derived from PBMCs (Figure 1H), bone marrow-derived macrophages (BMDMs), and THP-1 cells (Figure S1A), suggesting that tumor cells likely have the potential to polarize C5aR-expressing macrophages.

Findings from the Tumor Immune Estimation Resource (TIMER), a comprehensive resource for systematic analysis of immune infiltrates across diverse cancer types,<sup>26</sup> confirmed that *C5aR* expression was positively correlated with immunosuppressive M2-like macrophages but not correlated with proinflammatory M1-like macrophages (Figure S1E). The expression levels of some well-known immunosuppressive macrophage markers, such as *CD209*, *CD163*, and others,<sup>27</sup>

### Figure 1. Tumor-associated macrophages highly express C5aR

(A) Images of representative multiple immunofluorescence (mIF) results. Ovarian tumor (CK<sup>+</sup>) mIF image on left, ovarian stroma (CK<sup>−</sup>) mIF image on right. Scale bars, 100  $\mu$ m. (B) Comparison of fluorescence intensity between tumoral and stromal C5aR<sup>+</sup> cell (n = 6 samples; two-tailed paired t test). (C and D) Quantification of C5aR<sup>+</sup>CD68<sup>+</sup>, C5aR<sup>+</sup>CD3<sup>+</sup>, C5aR<sup>+</sup>CD11c<sup>+</sup>, C5aR<sup>+</sup>CD56<sup>+</sup>, and C5aR<sup>+</sup>CD66<sup>+</sup> cells in CK<sup>+</sup> or CK<sup>−</sup> region of human OC tissues (n = 6 samples; one-way ANOVA). (E) Quantification of tumoral C5aR<sup>+</sup> and C5aR<sup>−</sup> macrophages (n = 6 samples; two-tailed paired t test). (F) Representative images and quantification of C5aR<sup>+</sup>CD68<sup>+</sup>CD80<sup>+</sup> and C5aR<sup>+</sup>CD68<sup>+</sup>CD206<sup>+</sup> cells in CK<sup>+</sup> or CK<sup>−</sup> region of human OC tissues (n = 6 samples; two-tailed paired t test). Scale bars, 25  $\mu$ m. (G) Flow-cytometry analysis of C5aR expression on CD86<sup>+</sup> TAMs (CD45<sup>+</sup>CD11b<sup>+</sup>Ly6G<sup>−</sup>F4/80<sup>+</sup>CD86<sup>+</sup>) or CD206<sup>+</sup> TAMs (CD45<sup>+</sup>CD11b<sup>+</sup>Ly6G<sup>−</sup>F4/80<sup>+</sup>CD206<sup>+</sup>) in ID8 tumors (n = 3 mice; two-tailed paired t test; representative of three independent experiments). (H) Representative western blot analysis of C5aR expression in PBMC-derived macrophages receiving PBS (M0), LPS (M1), IL-4 (M2), and TCM treatment.  $\beta$ -Actin was used as a loading control (n = 3 independent replicates; one-way ANOVA). (I) Flow-cytometry analysis of CD206 and CD86 expression on C5aR<sup>+</sup> or C5aR<sup>−</sup> macrophages in ID8 tumors (n = 4 mice; two-tailed paired t test). (J) Analysis of correlations between *C5aR* expression and M2-like macrophages related markers (*CD209* and *CD163*) based on the RNA-seq results from TCGA database of OCs using TIMER. The corrected partial Spearman's correlation coefficient and statistical p value are presented. (K) Correlation of *C5aR* expression and *CD8A* based on ESTIMATE algorithm from TCGA database. Data are presented as the mean  $\pm$  SEM. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001; ns, no significance.

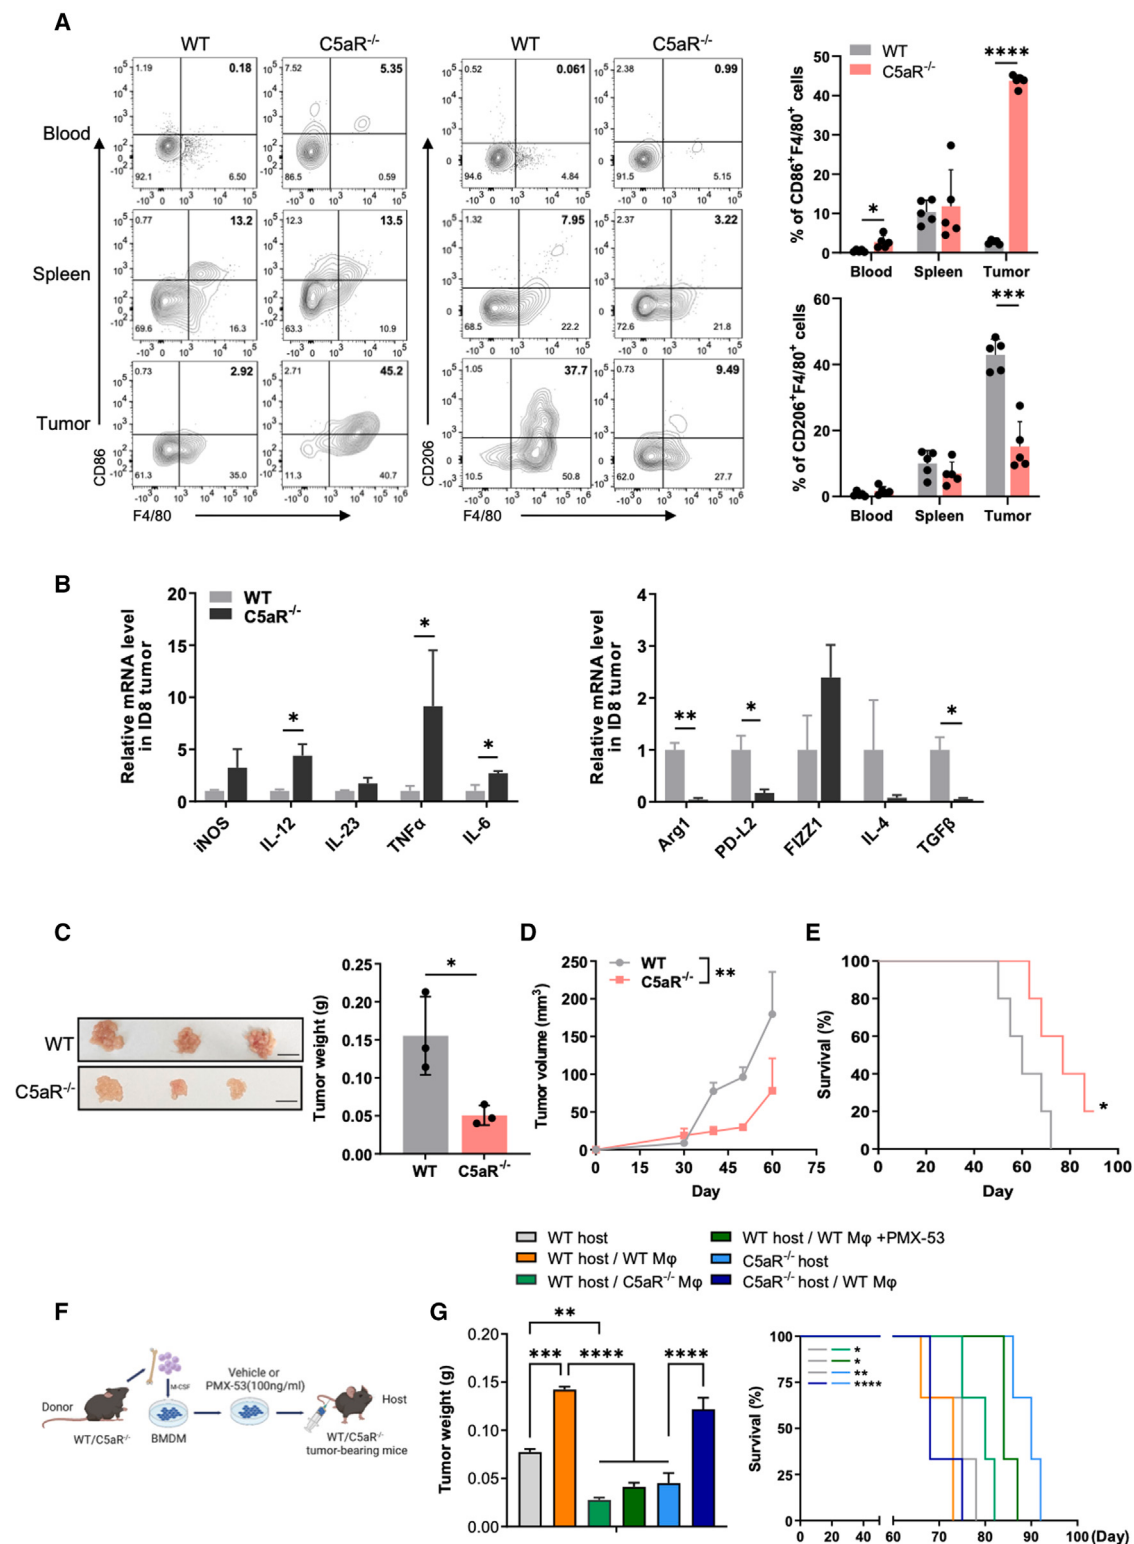

**Figure 2. C5aR deficiency restores TAM antitumor activity and slows tumor growth**

(A) Proportion of peripheral blood, spleen, and tumor-infiltrating CD86<sup>+</sup>F4/80<sup>+</sup> and CD206<sup>+</sup>F4/80<sup>+</sup> macrophages measured by flow cytometry in WT and C5aR<sup>-/-</sup> mice (n = 5 mice; two-way ANOVA). (B) Relative mRNA of M1-like (iNOS, IL-12, IL-23, TNF- $\alpha$ , and IL-6) and M2-like (Arg1, PD-L2, FIZZ1, IL-4, and TGF- $\beta$ ) macrophage-related gene (legend continued on next page)

exhibited a strong positive correlation with the expression of *C5aR* (Figures 1J and S1F). In addition, we detected significantly increased levels of *C5aR* ligand *C5a* in the blood of tumor-bearing mice and *C5a* levels inversely correlated with tumor-infiltrating CD8<sup>+</sup> T cell ratio (Figures S1G and S1H). Consistently, we also observed a notable inverse association between the expression of *C5aR* and *CD8A* in cancer patients (Figure 1K). Taken together, these results indicated that *C5aR* expression was upregulated in immunosuppressive TME and was preferentially expressed on TAMs.

### C5aR deficiency restores TAM antitumor activity and slows tumor growth

To evaluate the role of *C5aR* in regulating TAM function during tumor progression, we employed *C5aR*-deficient (*C5aR*<sup>-/-</sup>) mice. Tumor cells (ID8) were intraperitoneally injected into wild-type (WT) and *C5aR*<sup>-/-</sup> mice. *C5aR* deficiency did not obviously affect the proliferation of macrophages (Figure S2A). However, genetic blockade or pharmacological inhibition of *C5aR* significantly improved the cytotoxicity of macrophages against ID8 tumor cells *in vitro* (Figures S2B and S2C). Moreover, we found that CD80 expression was significantly increased and CD163 was attenuated in TAMs from *C5aR*<sup>-/-</sup> mice compared to those from WT mice (Figure S2D), suggesting increased TAM activation. Additionally, *C5aR*-deficient macrophages exhibited a notable decrease in IL-10 expression (Figure S2D), which may be beneficial, as previous reports suggest a detrimental role for macrophage IL-10 in suppressing CD8<sup>+</sup> T cell-dependent responses to chemotherapy.<sup>28</sup> CD86 and CD206 expression were utilized to assess macrophage polarization status, which typically indicates whether TAMs have antitumor or protumor activities, although this characterization does not capture the full complexity of TAMs.<sup>29,30</sup> Consistent with the above results, *C5aR*<sup>-/-</sup> tumor-bearing mice had increased abundance of CD86<sup>+</sup>F4/80<sup>+</sup> macrophages and decreased frequency of CD206<sup>+</sup>F4/80<sup>+</sup> macrophages in the TME compared to WT tumor-bearing mice, without significant change in the blood and spleen macrophage population between the two groups (Figure 2A). Similar results were obtained from an immunofluorescence assay, which showed an increase in CD11b<sup>+</sup>F4/80<sup>+</sup>CD80<sup>+</sup> cells in the tumors of *C5aR*<sup>-/-</sup> mice (Figure S3A). Additionally, macrophage effector molecular tumor necrosis factor  $\alpha$  (TNF- $\alpha$ ) was also upregulated after *C5aR* blockade (Figure S3B). Quantitative PCR (qPCR) analysis showed that mRNA levels of antitumor molecules, such as *IL-12* and *TNF- $\alpha$* , were significantly increased while in protumor molecules mRNA levels of arginase-1 (*Arg1*) and *TGF- $\beta$*  were markedly inhibited in tumors from *C5aR*<sup>-/-</sup> mice (Figure 2B), suggesting an immunosuppressive role for *C5aR*. More importantly, tumor growth and the number of abdominal metastases were markedly

decreased in *C5aR*<sup>-/-</sup> mice, leading to extended survival compared to WT control mice (Figures 2C–2E and S3C). We further confirmed the improved tumor control resulting from *C5aR* blockade by introducing luciferase-expressing ID8 cells into both WT and *C5aR*<sup>-/-</sup> mice and monitoring tumor size using *in vivo* bioluminescence imaging. The results consistently demonstrated enhanced tumor inhibition in *C5aR*<sup>-/-</sup> mice compared to their WT counterparts (Figure S3D).

Since *C5aR* knockout impacts *C5aR* activities in all cell types, we next evaluated the contribution of macrophage *C5aR* in tumor control. We generated BMDMs from *C5aR*<sup>-/-</sup> and WT mice, treated with or without PMX-53, a *C5aR* antagonist,<sup>31</sup> following their implantation into WT or *C5aR*<sup>-/-</sup> tumor-bearing mice (Figures 2F, S3E, and S3F). Mice that received *C5aR*<sup>-/-</sup> BMDMs showed reduced tumor burden and improved survival compared to the mice that received WT BMDMs (Figure 2G), which phenocopied the results observed in *C5aR*<sup>-/-</sup> tumor-bearing mice. Similarly, transfer of PMX-53-treated WT BMDMs also decreased tumor weight and extended survival in WT recipient mice (Figure 2G). Moreover, implantation of WT BMDMs into either WT or *C5aR*<sup>-/-</sup> recipients aggravated tumor growth, leading to a worse survival in these mice (Figure 2G). Together, these data demonstrated that *C5aR* activation dampens TAM antitumor activity while macrophage *C5aR* promotes tumor progression. In support of the relevance of this mechanism in human OC, we observed that low *C5aR* expression and high M1-like macrophage expression significantly prolonged patient survival (Figure S3G).

### Inhibition of C5aR on macrophage augments CD8<sup>+</sup> T cell antitumor response

Next, we sought to find out whether *C5aR* expression impacts the tumor immune microenvironment. As T cells play a crucial role in limiting tumor growth, we first assessed the correlation between *C5aR* expression and T cell function in cancer patients. By using the Tumor Immune Dysfunction and Exclusion computational framework (TIDE),<sup>32</sup> we evaluated the effects of *C5aR* expression on T cell dysfunction in patient samples obtained from The Cancer Genome Atlas (TCGA). As expected, *C5aR* expression was found to result in high T cell dysfunction scores in various cancer types, surpassing even the well-known T cell exhaustion-inducing markers, programmed cell death 1 (*PDCD1*) and programmed cell death-ligand 1 (*PDL1*) (Figure 3A). In contrast, other complement receptors, such as *CR1*, *CR2*, and *C3aR*, had a comparatively lower effect on T cell dysfunction (Figure 3A). Based on this observation, we hypothesized that inhibition of *C5aR* could restore T cell antitumor

expression level in ID8 tumors from WT and *C5aR*<sup>-/-</sup> mice ( $n = 3$  independent replicates; two-way ANOVA). (C) Representative images and weight analysis of ID8 tumors from WT and *C5aR*<sup>-/-</sup> mice on day 60 ( $n = 3$  mice; two-tailed unpaired t test). Scale bars, 1 cm. (D) ID8 tumor growth in WT and *C5aR*<sup>-/-</sup> mice ( $n = 3$  mice at each time point; two-tailed unpaired t test). (E) Survival curve of WT and *C5aR*<sup>-/-</sup> ID8 tumor-bearing mice ( $n = 5$  mice; log-rank test). (F) Scheme of establishment of WT and *C5aR*-deficient BMDM, following *C5aR* blockade, for sequential adoptive transfer into tumor-bearing mice. (G) Tumor weight ( $n = 3$  mice; one-way ANOVA) and survival curve ( $n = 3$  mice; log-rank test) of tumor-bearing WT and *C5aR*<sup>-/-</sup> mice receiving BMDMs ( $2 \times 10^6$  macrophages; intravenicularly) from WT or *C5aR*<sup>-/-</sup> mice pretreated with TCM containing *C5aR* antagonist (PMX-53; 100 ng/mL) or PBS. Results are representative of three independent experiments. Data are presented as the mean  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ; ns, no significance.

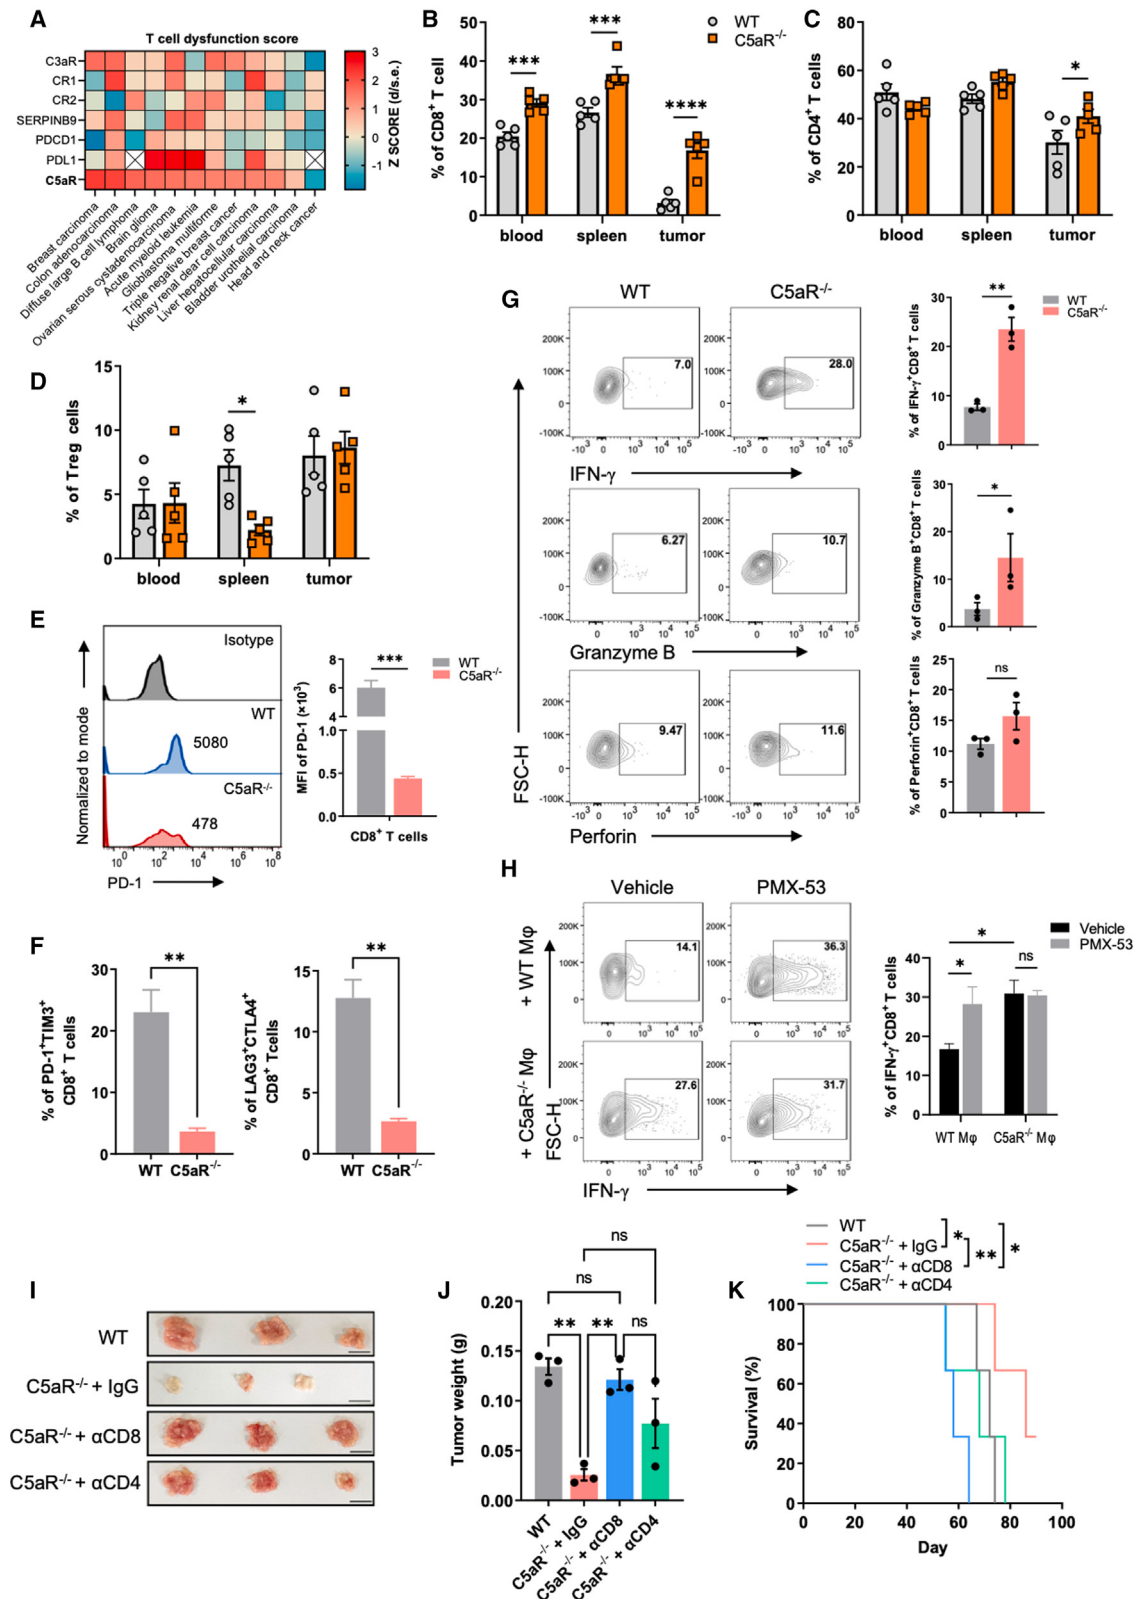

(legend on next page)

activity. Indeed, our study showed that in C5aR-deficient mice, there was a significant increase in the frequency of CD8<sup>+</sup> and CD4<sup>+</sup> T cells in the TME (Figures 3B and 3C), which was confirmed by immunofluorescence assay (Figure S4A). Additionally, we observed an increase in the proliferation of tumor-infiltrating CD8<sup>+</sup> T cells after C5aR depletion as indicated by 5-ethynyl-2'-deoxyuridine (EdU) expression (Figure S4B). We did not detect any change in the abundance of intratumoral regulatory T cells (Tregs) between WT and C5aR<sup>-/-</sup> mice (Figure 3D). As PD-1 (encoded by *PDCD1*), cytotoxic T lymphocyte antigen 4 (CTLA4), thymocyte selection-associated high-mobility group box protein (TOX), T cell immunoglobulin and mucin domain-containing protein 3 (TIM3), and signaling lymphocytic activation molecule family member 6 (SLAMF6) are important immune regulators that impact T cell immune responses,<sup>33</sup> we next examined their expression on cytotoxic T lymphocytes after C5aR blockade. The results showed a significant decrease in the expression of these cell markers in CD8<sup>+</sup> T cells and a reduced frequency of CD8<sup>+</sup> T cells that are double-positive for Tim-3 and PD-1, as well as CTLA4 and LAG3, in tumors from C5aR<sup>-/-</sup> mice compared to WT controls (Figures 3E, 3F, S4C, and S4D), in agreement with gene expression data (Figure S4E). However, higher proportions of interferon- $\gamma$ <sup>+</sup> (IFN- $\gamma$ <sup>+</sup>) and granzyme B<sup>+</sup> (GzmB) CD8<sup>+</sup> T cells were observed in the tumors from C5aR<sup>-/-</sup> mice compared to WT mice (Figure 3G), consistent with results from immunofluorescent staining and qPCR analysis (Figures S5A and S5B), indicating enhanced cytotoxic T lymphocyte responses. Additionally, C5aR deficiency did not induce significant changes in DCs, neutrophils, and NK cells within the TME (Figure S5C).

To assess whether macrophage C5aR directly regulates T cell activation, WT or C5aR<sup>-/-</sup> macrophages were co-cultured with splenic T cells in the presence or absence of PMX-53. We found that C5aR deletion abolished macrophage-mediated T cell suppression, characterized by increased expression of cytotoxic and cytolytic effector molecules in T cells (Figures 3H and S5D). Importantly, PMX-53 treatment of C5aR<sup>-/-</sup> macrophages had no additional effect on T cell activation compared with vehicle-treated C5aR<sup>-/-</sup> macrophages (Figures 3H and S5D), indicating that the effect of the drug on macrophages is mediated by C5aR. Additionally, results from macrophage adoptive transfer experiments demonstrated that implantation of C5aR<sup>-/-</sup> BMDMs or PMX-53-treated WT BMDMs markedly enhanced the activity of tumor-infiltrating CD8<sup>+</sup> T cells,

while transfer of WT BMDMs significantly suppressed CD8<sup>+</sup> T cell activity (Figures S5E and S5F). To further verify that macrophage C5aR controls T cell antitumor response, splenic T cells were co-cultured with WT BMDMs or C5aR<sup>-/-</sup> BMDMs in the presence or absence of PMX-53 and then implanted into recipient mice. Tumor growth was significantly inhibited in the host receiving T cells educated by C5aR<sup>-/-</sup> or PMX-53-treated WT BMDMs compared to those receiving WT BMDM-treated T cells (Figure S5G). To determine whether C5aR deficiency conferred better tumor control depending on enhanced T cell responses, we depleted CD8<sup>+</sup> T cells or CD4<sup>+</sup> T cells in C5aR<sup>-/-</sup> tumor-bearing mice with anti-CD8 or anti-CD4 antibodies. CD8<sup>+</sup> T cell depletion completely abrogated the inhibition of tumor growth in C5aR<sup>-/-</sup> mice, whereas CD4<sup>+</sup> T cells had a partial effect (Figures 3I–3K), indicating that the enhanced antitumor immunity depends on CD8<sup>+</sup> T cells. Together, these data indicated that C5aR activation on macrophage inhibits CD8<sup>+</sup> T cell antitumor activity and promotes tumor progression.

### C5aR activity shapes the transcriptional landscape of macrophages

To further address the mechanisms of C5aR-mediated protumoral phenotype of TAMs, we conducted *in vivo* sorting of TAMs from both WT and C5aR<sup>-/-</sup> mice followed by RNA sequencing (RNA-seq) analysis. Principal component and hierarchical cluster analysis revealed that C5aR<sup>-/-</sup> macrophages were transcriptionally distinct from WT macrophages (Figures 4A and S6A). Pathways related to macrophage antitumor function such as signal transduction, T cell activation, and MAPK (mitogen-activated protein kinase) signaling were significantly upregulated in C5aR<sup>-/-</sup> macrophages (Figures 4B and S6B), concomitant with downregulated immunosuppressive IL-4 and IL-13 signaling pathway (Figure S6C). We also observed upregulation of various proinflammatory cytokine and innate immunity genes in C5aR<sup>-/-</sup> macrophages compared with WT macrophages (Figures 4C and S6D), whereas genes associated with tumorigenesis and anti-inflammation were inhibited (Figures 4D and S6E). These results are consistent with the previously mentioned data that showed an increase in macrophage activity following C5aR deletion (Figure 2), again implying that C5aR controls macrophage antitumor response.

To confirm the results obtained from RNA-seq analysis, we investigated the activity of primary murine macrophages derived from either

### Figure 3. C5aR deficiency alleviates immunosuppression of TME

(A) T cell dysfunction scores of C3aR and C5aR in indicated cancer types assessed by Tumor Immune Dysfunction and Exclusion (TIDE) score. T cell dysfunction score is defined as the Z score of d/standard error (d/s.e.). (B–D) Proportion of peripheral blood, spleen, and tumor-infiltrating CD8<sup>+</sup> T cells (B), CD4<sup>+</sup> T cells (C), and regulatory T cells (Tregs) (D) measured by flow cytometry on day 60 after ID8 tumor inoculation in WT and C5aR<sup>-/-</sup> mice (n = 5 mice; two-way ANOVA). (E) Flow-cytometry analysis of expression of PD-1 in CD8<sup>+</sup> T cells from WT and C5aR<sup>-/-</sup> mice (n = 3 mice; two-tailed unpaired t test). (F) Proportions of PD-1<sup>+</sup>TIM3<sup>+</sup> and LAG-3<sup>+</sup>CTLA4<sup>+</sup> cells of tumor-infiltrating CD8<sup>+</sup> T cells from WT and C5aR<sup>-/-</sup> mice were measured using flow cytometry (n = 3 mice; two-tailed unpaired t test). (G) Proportions of tumor-infiltrating IFN- $\gamma$ <sup>+</sup>CD8<sup>+</sup> T, granzyme B<sup>+</sup>CD8<sup>+</sup> T, and perforin<sup>+</sup>CD8<sup>+</sup> T cells from WT and C5aR<sup>-/-</sup> mice were measured using flow cytometry (n = 3 mice; two-tailed unpaired t test). (H) Proportion of IFN- $\gamma$ <sup>+</sup>CD8<sup>+</sup> T cells of murine splenic lymphocytes culture mixed with WT BMDMs or C5aR<sup>-/-</sup> BMDMs (1:1 ratio) in TCM with or without PMX-53 was measured by flow cytometry (n = 3 independent replicates; two-way ANOVA). (I and J) Representative images (I) and quantification of tumor weight (J) of mice at the endpoint after  $\alpha$ CD4 (200  $\mu$ g; intraperitoneally),  $\alpha$ CD8 (200  $\mu$ g; intraperitoneally), or IgG control therapy (n = 3 mice; one-way ANOVA). Scale bars, 1 cm. (K) Survival curve of tumor-bearing mice receiving antibody treatment (n = 3 mice; log-rank test). Results are representative of three independent experiments. Data are presented as the mean  $\pm$  SEM. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001; ns, no significance.

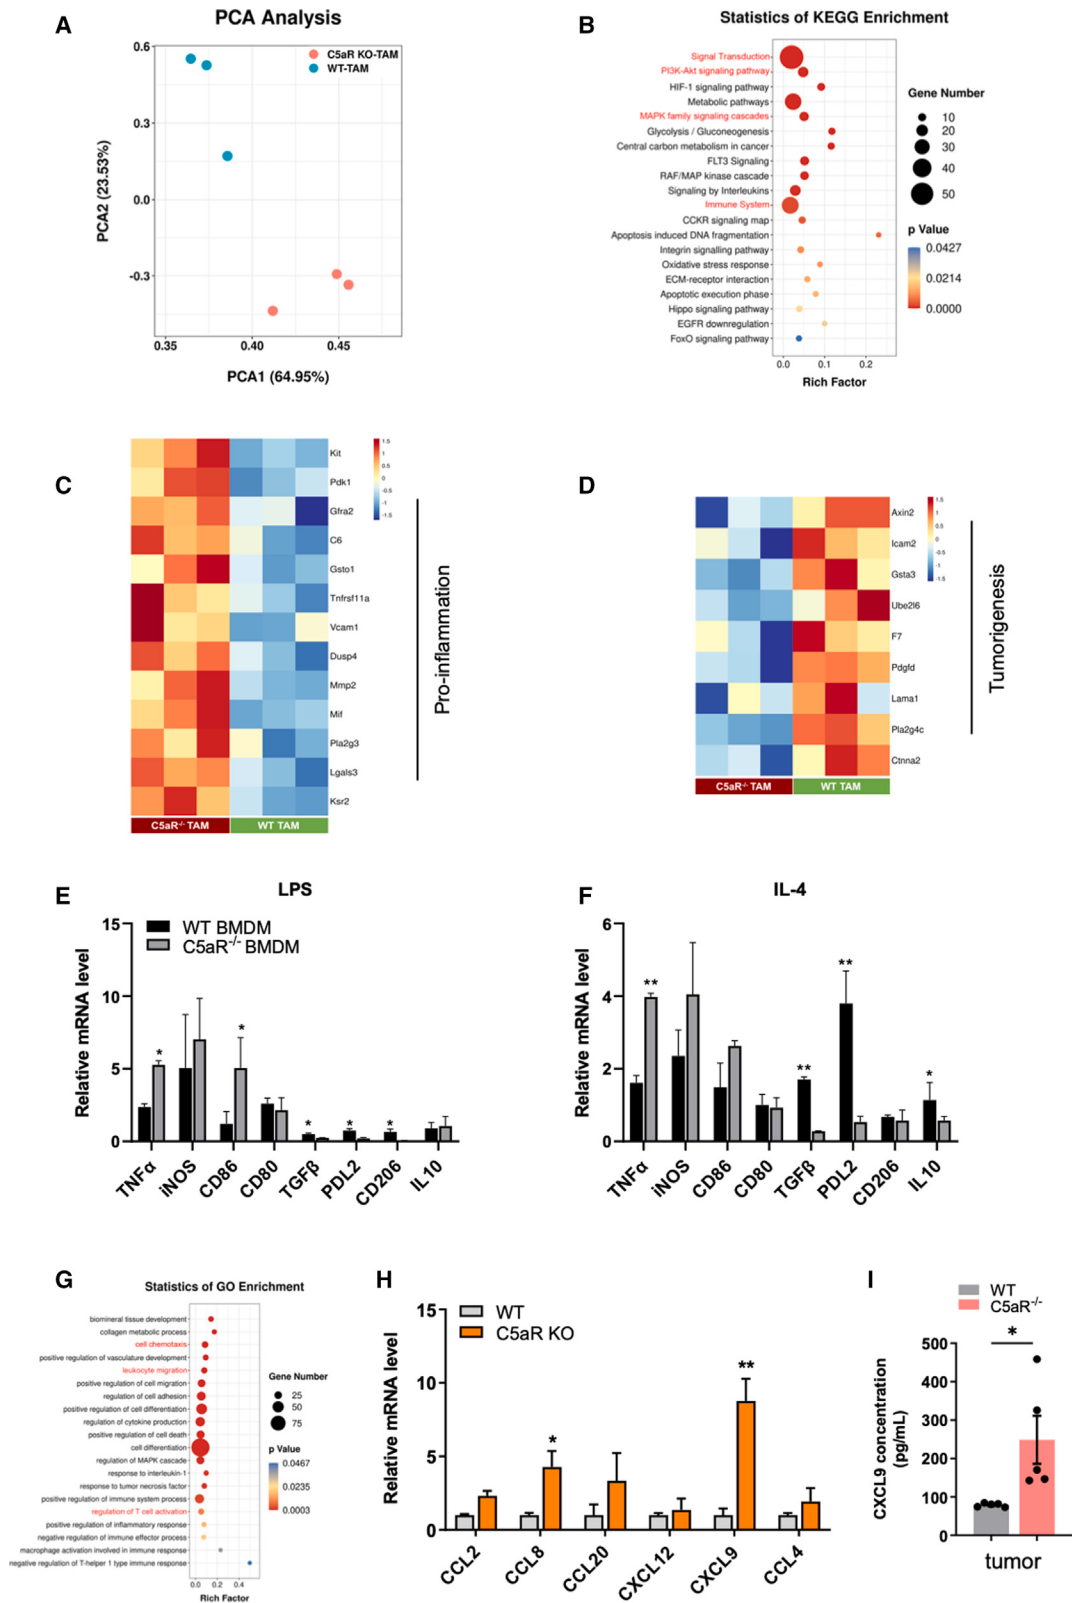

(legend on next page)

WT or C5aR<sup>-/-</sup> mice, which were stimulated *in vitro* with lipopolysaccharide (LPS) or IL-4 under macrophage colony-stimulating factor (M-CSF) conditions. The results showed that genes associated with proinflammatory and M1 polarization were upregulated in C5aR<sup>-/-</sup> macrophages, while genes associated with anti-inflammatory and M2 polarization were inhibited compared to WT macrophages (Figures 4E and 4F). Consistent with this, an increased abundance of M1-like cells was observed in macrophages from C5aR<sup>-/-</sup> mice under proinflammatory stimulation, whereas a decrease in M2-like macrophages was observed under anti-inflammatory stimulation (Figure S6F). Additionally, C5aR<sup>-/-</sup> macrophages showed a significant increase in M1 polarization and a tendency toward decreased M2 polarization under TCM conditions (Figure S6G). Together, these data suggest that C5aR is a key driver of TAM phenotype, and loss of C5aR contributes toward TAM switching from a pro-tumor phenotype to an antitumor phenotype with heightened proinflammatory responses.

In addition, an intriguing result emerged from our analysis of the transcriptional data, indicating that the loss of C5aR led to an upregulation of cell chemotaxis and leukocyte migration response in macrophages (Figure 4G). Since chemokine-mediated recruitment of T cells plays an important role in antitumor immunity, we then asked whether C5aR impacts macrophage chemokine expression. As expected, increased expression of chemokine (C-C motif) ligand 8 (CCL8), chemokine (C-C motif) ligand 2 (CCL2), and chemokine (C-X-C motif) ligand 9 (CXCL9) were found in C5aR<sup>-/-</sup> macrophages, and CXCL9 was the one most affected by C5aR (Figure 4H). In agreement with this, we detected markedly increased protein levels of CXCL9 in the tumors and blood of C5aR<sup>-/-</sup> mice compared with those of WT controls (Figures 4I and S6H).

#### C5aR deficiency enhances TAM-mediated CXCL9 secretion and recruitment of CD8<sup>+</sup> T cells

To confirm the contribution of macrophage C5aR blockade to increased CXCL9 expression, we performed flow-cytometry analysis of TAMs from tumors in both WT and C5aR<sup>-/-</sup> mice. We found that the majority of CXCL9<sup>+</sup> cells were F4/80 positive, and loss of C5aR significantly increased the abundance of CXCL9<sup>+</sup>F4/80<sup>+</sup> macrophages in tumors (Figures 5A and 5B). Notably, immunofluorescence analysis of tumors from OC patients revealed significantly lower levels of CXCL9 in tumor tissues compared to adjacent normal regions (Figure 5C). CXCL9 predominantly exhibited expression within macrophages that are positive for CD68 and CD80, as opposed

to CD68<sup>+</sup>CD206<sup>+</sup> macrophages (Figure 5C), corresponding to a result obtained from Gene Expression Profiling Interactive Analysis (GEPIA)<sup>34</sup> of patient samples from TCGA databases, which showed a tight correlation between M1-like macrophages and CD8<sup>+</sup> T cells (Figure S7A). Additionally, PMX-53 treatment significantly upregulated the protein levels of CXCL9 and TNF- $\alpha$  in the medium of THP-1 cells compared to vehicle-treated control (Figures 5G and S7F). These results suggest that C5aR activation on macrophages suppresses CXCL9 expression.

Since CXCL9 has been reported to attract immune cells,<sup>35</sup> we next determined whether CXCL9 mediates recruitment of CD8<sup>+</sup> T cells *in vitro* and *in vivo*. Transwell assay showed that C5aR<sup>-/-</sup> BMDMs promoted migration of CD8<sup>+</sup> T cells as compared to WT BMDMs (Figure S7B). However, addition of anti-CXCL9 antibodies returned the C5aR<sup>-/-</sup> BMDM-mediated accumulation of CD8<sup>+</sup> T cells to the levels of the WT control (Figure S7B). We next depleted CXCL9 in WT and C5aR<sup>-/-</sup> tumor-bearing mice. Decreased frequency of CD8<sup>+</sup> T cells was observed in tumors from C5aR<sup>-/-</sup> mice that received anti-CXCL9 antibodies, and the expression of IFN- $\gamma$ , GzmB, and perforin in CD8<sup>+</sup> T cells was restored to the levels of WT controls (Figures 5D and S7C). Notably, the inhibition of tumor growth and improved survival in C5aR<sup>-/-</sup> mice was abrogated by depleting CXCL9 (Figure 5E), suggesting that the enhanced antitumor function by C5aR deletion depends on CXCL9-mediated recruitment of CD8<sup>+</sup> T cells. To support this mechanism in human OC, we observed a significant correlation between CXCL9 and the expression of CD8A, IFNG, perforin 1 (PRF1), granzyme A (GZMA), GZMB, and chemokine (C-X-C motif) receptor 3 (CXCR3) (Figure S7D).

To understand how C5aR regulates macrophage CXCL9 secretion, we conducted western blotting analysis to identify the intracellular pathway affected by C5aR signaling. Since nuclear factor  $\kappa$ B (NF- $\kappa$ B) has been previously reported to enhance the expression of proinflammatory cytokines,<sup>36</sup> and CCAAT/enhancer binding protein  $\beta$  (C/EBP $\beta$ ) can stimulate the expression of immunosuppressive molecules,<sup>37</sup> we investigated the activation of NF- $\kappa$ B/p65 and C/EBP $\beta$ . We found that PMX-53 treatment upregulated phosphorylation p65 while it suppressed phosphorylation of C/EBP $\beta$  (Figures 5F and S7E). We next examined the impact of C5aR inhibition on the phosphorylation of proteins associated with NF- $\kappa$ B activation, including extracellular regulated protein kinases and protein kinase B. Our findings revealed that treating TCM-educated THP-1 cells with PMX-53

#### Figure 4. C5aR activity shapes the transcriptional landscape of macrophages

(A) Principal component analysis (PCA) of RNA-seq samples extracted from WT or C5aR<sup>-/-</sup> TAM *in vivo* (n = 4 mice per group). (B) KEGG enrichment analysis of upregulated differentially expressed genes between WT or C5aR<sup>-/-</sup> TAM. (C and D) Heatmap depicting relative expression of proinflammation (C) or tumorigenesis (D) related genes in differentially expressed genes between WT or C5aR<sup>-/-</sup> TAM. (E and F) Relative mRNA expression of *TNF- $\alpha$* , *iNOS*, *CD86*, *CD80*, *TGF- $\beta$* , *PD-L2*, *CD206*, and *IL-10* in WT or C5aR<sup>-/-</sup> BMDM stimulated by 50 ng/mL LPS (E) or 40 ng/mL IL-4 (F) (n = 3 independent replicates; two-way ANOVA). (G) Gene ontology (GO) enrichment analysis of differentially expressed genes between WT or C5aR<sup>-/-</sup> TAM. (H) Relative mRNA of chemokine genes (*CCL2*, *CCL8*, *CCL20*, *CXCL12*, *CXCL9*, and *CCL4*) expression level in ID8 tumors from WT and C5aR<sup>-/-</sup> mice (n = 3 independent replicates; two-way ANOVA). (I) Supernatants of ID8 tumors from WT or C5aR<sup>-/-</sup> mice were harvested for quantification of CXCL9 production by ELISA assay (n = 5 mice; two-tailed unpaired t test). Data are presented as the mean  $\pm$  SEM. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001; ns, no significance.

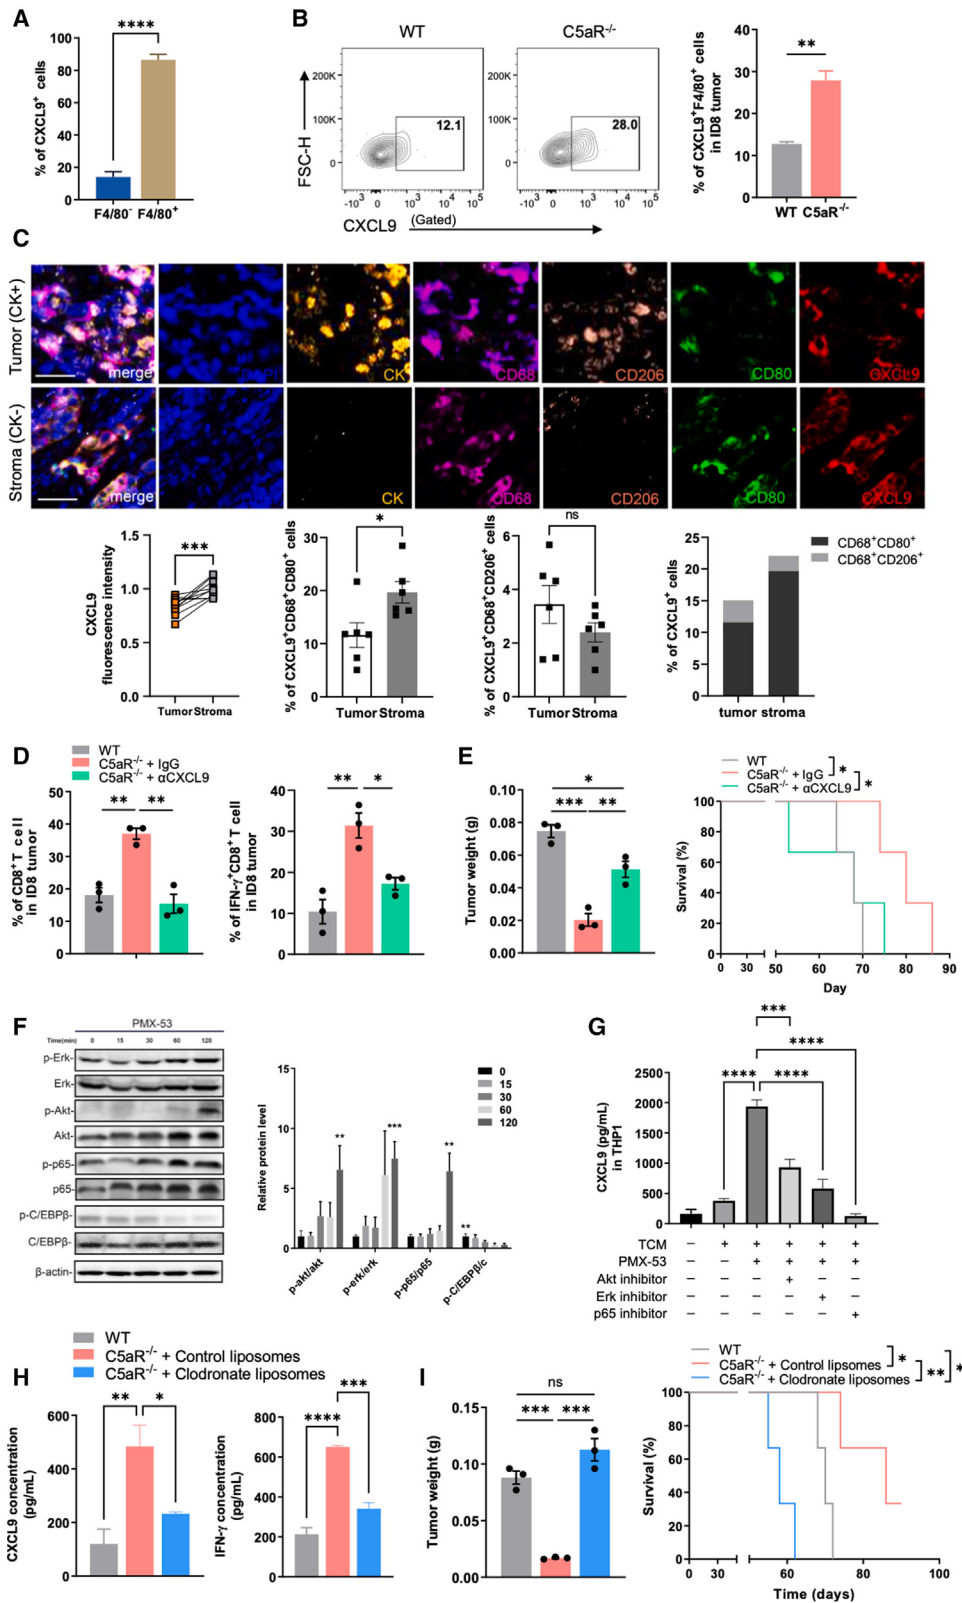

(legend on next page)

resulted in increased phosphorylation of both ERK and AKT (Figures 5F and S7E). To investigate whether the ERK/AKT/NF- $\kappa$ B axis is responsible for the increased expression of CXCL9 observed after blocking C5aR, THP-1 cells were treated with PMX-53 and inhibitors targeting ERK, AKT, or NF- $\kappa$ B/p65, and results showed that the upregulation of CXCL9 expression in THP-1 cells was reversed by the addition of an inhibitor specific to ERK, AKT, or NF- $\kappa$ B (Figures 5G and S7F). We also observed increased activation of signal transducer and activator of transcription 1 (STAT1) and suppression of STAT6 in response to PMX-53 treatment (Figure S7G), two key transcription factors involved in macrophage polarization, echoing the results that C5aR expression modulates macrophage transcription. Therefore, these results indicate that the activation of C/EBP $\beta$  and inhibition of NF- $\kappa$ B signaling by C5aR are responsible for the suppression of macrophage CXCL9 expression.

To further verify that macrophage C5aR controls CXCL9 expression and tumor progression, we treated WT and C5aR<sup>-/-</sup> tumor-bearing mice with clodronate liposomes, which have been widely used to deplete macrophages *in vivo*.<sup>38</sup> After the deletion of macrophages, the protein level of CXCL9 and IFN- $\gamma$  in the serum of C5aR<sup>-/-</sup> mice decreased significantly and was similar to that of the WT control (Figure 5H). Simultaneously, the protein levels of TNF- $\alpha$  also markedly decreased in C5aR<sup>-/-</sup> mice (Figure S7H). In agreement with this, flow-cytometry analysis revealed that the frequency of intratumoral CD8<sup>+</sup> T cells and the CD8<sup>+</sup> T cells expressing IFN- $\gamma$  in C5aR<sup>-/-</sup> mice returned to the levels of WT tumor-bearing mice, along with increased PD-1 expression after macrophage depletion, leading to increased tumor weight and worsening survival in C5aR<sup>-/-</sup> mice (Figures 5I and S7I). Importantly, clodronate liposome treatment effectively inhibited tumor growth in WT tumor-bearing mice, but the combination with C5aR inhibitor had no additional effects, indicating that C5aR in macrophages, and not other cell types, promotes tumor growth (Figure S7J). These data suggest that C5aR regulates CXCL9 expression by macrophages and corroborate the notion that macrophage C5aR blockade enhances T lymphocyte antitumor immunity.

#### C5aR expression correlates with cancer patient outcomes and abundance of CXCL9 and CD8<sup>+</sup> T cells

The findings reported above indicated that C5aR modulates TAM antitumor activities, thereby affecting the recruitment and function

of CD8<sup>+</sup> T cells. To validate these results in cancer patients, we first examined the prognostic value of C5aR. We found that multiple types of cancer exhibited upregulated C5aR expression, and high C5aR expression significantly correlated with poor survival in various types of cancer (Figures 6A, 6B, S8A, and S8B), in agreement with previous reports showing elevated C5a levels linked with poor prognosis in cancer patients.<sup>11,39</sup> Additionally, we observed strong and positive correlation of the C5aR with T cell exhaustion signature genes in OC patients based on TCGA database of RNA-seq data, including lymphocyte activating 3 (LAG3), PDCD1, CTLA4, and T cell immunoreceptor with immunoglobulin and immunoreceptor tyrosine-based inhibition motif domains (TIGIT)<sup>33</sup> (Figure S8C), echoing our findings that C5aR deficiency decreased immune checkpoint molecular expression on cytotoxic T lymphocytes (Figures 3E and S4C). More importantly, we collected sera from both healthy women and OC patients and subsequently measured the levels of C5a and CXCL9 using ELISA. Additionally, we obtained normal ovarian tissues confirmed through pathological examination and tissues confirmed to be OC. We then assessed the protein and mRNA expression levels of C5aR and CXCL9. We observed elevated levels of C5a and C5aR alongside decreased CXCL9 levels in the serum and tissues of OC patients compared to healthy controls (Figures 6C and S8D). Moreover, we identified a negative correlation between C5aR expression and CXCL9 levels (Figures 6C and S8D). Consistent with this, we observed that C5aR plays a role in determining the abundance of CD8<sup>+</sup> T cells in tumor tissues from patients with OC (Figure 6D). Accordingly, CXCL9 strongly correlated with CD8<sup>+</sup> T cell abundance in tumors, and high CXCL9 expression predicted better survival in ovarian and other cancer patients when compared to low CXCL9 expression (Figures 6E, 6F, and S8E). Patients with low C5aR expression and high CD8<sup>+</sup> T cells exhibited better survival than those with high C5aR and low CD8<sup>+</sup> T cells (Figure 6G). Altogether, the data suggest that low C5aR is beneficial for the upregulation of CXCL9 and infiltration of CD8<sup>+</sup> T cells in the TME, thus leading to a better survival in cancer patients.

#### C5aR inhibition synergizes with PD-1 blockade immunotherapy

Considering the crucial role of C5aR in controlling immune infiltrate phenotype and tumor growth, we next investigated whether

#### Figure 5. C5aR deficiency enhances TAM-mediated CXCL9 secretion and recruitment of CD8<sup>+</sup> T cells

How the deposited data were processed for this re-analysis (not part of the article)

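RNA of TAMs sorted from ID8 tumors was measured in 6 libraries, 3 from WT and 3 from C5aR-/- mice, mapped to their groups by the sample labels. The authors trimmed the reads with fastp, aligned them with HISAT2, assembled and merged transcripts with StringTie and gffcompare, and deposited TPM values per gene; versions, genome build and annotation release are not stated. The paper names edgeR and DESeq2 for its calls, which need read counts, so those tests were not run on the TPM values. The deposited table also holds the authors' mean TPM of each group, which equals the mean of the 3 libraries.

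TPM keeps no depth, so the precision of single values is unknown and the spread between libraries is the only error given. A gene listed at 0 can be a failed estimate. The 28003 genes listed at 0 in all 6 libraries were not tested. Gene symbols and the order of neighboring genes were taken from GENCODE M21 (GRCm38), and no coordinates are given because the authors' build is not stated. Of the tested genes, 333 had no symbol.

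The tests used limma 3.58.1 in R 4.3.3 on log2(TPM + 1), over genes with a TPM of at least 1 in at least 3 libraries, with lmFit, eBayes with trend and Benjamini-Hochberg adjustment. Genes were counted at an adjusted p under 0.05 with a fold change of at least 2, and also at an unadjusted p under 0.05 with the same fold change, since the paper's methods state both. Gene lists were tested with camera at a preset correlation of 0.01, adjusted within 8 pathway lists, 12 cell type lists and 4 heat map lists. The 2 polarization lists were adjusted together, as were the mast cell and mesothelial lists and the immediate early and complement lists, and the chromosome 8 list was tested alone, so the adjustment for these lists is small. Values were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and adjustment over single lists used scipy 1.17.1. Where a symbol had several gene IDs, the one with the highest mean TPM was taken.

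The test was tested on simulated data over 14776 genes. With 200 genes changed by a log2 difference of 2, 125 were called at the adjusted threshold together with 4 unchanged genes, and with a log2 difference of 1, 0 were called. Of 100 unchanged lists of 40 genes, camera called 2, and of 100 lists shifted by 0.5 it called 100. The simulated genes varied independently of each other. The simulation therefore cannot give the rate of false calls for lists whose genes vary together, as in the real libraries.

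The tests, the named genes, the pathway, figure and cell type lists and the alternatives were chosen before the data were examined, apart from the exceptions named here. The named genes are C5ar1, the genes of Figures 4C, 4D, S6D and S6E, the 6 chemokines of Figure 4H, the polarization genes the paper names, and up to 5 genes in each direction past the adjusted threshold, of which there were 0. The lists of mast cell and mesothelial genes and the macrophage index covariate (the mean log2(TPM + 1) of 10 macrophage genes) were chosen after the data were examined, and so were the tests of explanations for the chromosome 8 genes, the large peritoneal macrophage and heat shock genes and the fall of macrophage genes. When the mast cell list was written, the values of all 16 of its genes had already been seen. The alternatives were a pseudocount of 0.1, no filter, a TPM of at least 5, quantile normalization, median-of-ratios scaling, the replicate number as a block, array weights, eBayes without trend, leaving out each library in turn, and for lists fry and an estimated correlation.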

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

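The tests in this part were chosen only after the result was seen. While Figure S6A was read, 12 of its genes were noticed as highest in 1 C5aR-/- column, and 11 of them were tested. In the gene order of GRCm38 they lie near each other on chromosome 8. The paper does not discuss the 26 other tested protein-coding genes that lie between them. The median log2 deviation of those 26 genes from the WT mean was 1.56 in C5aR-/- TAM 2 and 1.76 in C5aR-/- TAM 3, above the WT libraries, and -0.26 in C5aR-/- TAM 1. Lonp2, farther along the chromosome and chosen after its values were seen, had a TPM of 54.2, 54.3 and 55.2 in WT TAMs and of 42.6, 49.0 and 35.4 in C5aR-/- TAMs. The genes from Vps35 to Phkb, between the listed genes and Lonp2, were 0.83 to 3.89 above the WT mean in C5aR-/- TAM 2 and 3.

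A candidate explanation is a copy gain of a chromosome segment in cells of C5aR-/- TAM 2 and 3. Of the 26 genes, 61.5% were at least 1 (log2) above the WT mean in both libraries, against 2.91% of all tested protein-coding genes. Among 12194 windows of 20 neighboring genes, 45 had a median of at least 1 in both libraries. Of these, 40 lie on chromosome 8, from Ddx39 to Heatr3. The last genes of this span, Abcc12 to Heatr3 with Lonp2 among them, were not raised (-1.80 to 0.08 in the 2 libraries). The 10 genes before the span had medians of 0.34 in C5aR-/- TAM 2 and 0.70 in C5aR-/- TAM 3, and the next 10 of -0.15 and -0.14. The other 5 windows lie on chromosome 13 and hold mostly histone genes, so the chromosome 8 stretch was not the only 1 raised, contrary to what was set down for a gain of 1 segment alone. Histone genes are near-identical copies whose reads the authors' estimates could have split. A lower share of macrophages in these libraries stays open. The higher of the median deviations of ovarian tumor or mesothelial markers in the 2 libraries was -0.11, but these markers moved both ways, and macrophage identity genes had a median deviation of 0.23 in C5aR-/- TAM 2 and -0.51 in C5aR-/- TAM 3. Whether loss of C5aR raises these genes cannot be told apart from a difference between mice, because the deviation of -0.26 in C5aR-/- TAM 1 rests on 1 library. No DNA was measured, and which cells carry the signal was not tested.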

How the results depend on the processing

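All 25 tested heat map genes and C5ar1 kept their direction under every alternative run. Among the other named genes, Nos2 (main log2 difference -0.07) changed sign with a pseudocount of 0.1 (0.069), quantile normalization (0.18), array weights (0.65) and the macrophage index covariate (0.17), the last chosen after seeing the data. The cause was not tested. Leaving out 1 library each time gave ranges that cross 0 for Nos2 (-0.54 to 0.59), Cxcl9 (-1.05 to 0.15), Il23a (-0.44 to 0.28), Cd86 (-0.66 to 0.12), Cd80 (-0.60 to 0.41), Il10 (-1.57 to 0.58) and Cd209a (-0.15 to 1.25). Cxcl9 was higher in C5aR-/- TAMs only without WT TAM 3 (0.15).

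The count at an adjusted p under 0.05 and fold change 2 was 0, with 2133 genes at an unadjusted p under 0.05 at any fold change. It was 1400 with array weights, 2 with eBayes without trend and 47 with the macrophage index covariate, and from 0 to 356 across the 6 fits that each left out 1 library, the highest without C5aR-/- TAM 1. At the unadjusted threshold the 733 genes became 475 with a TPM of at least 5, where fewer genes were tested, 1410 with array weights, and from 567 to 1266 with 1 library left out. Of the 733 genes, 314 were higher and 419 lower, against 386 and 371 with quantile normalization, 354 and 383 with median-of-ratios scaling and 619 and 647 without C5aR-/- TAM 1. C5ar1 moved most with a pseudocount of 0.1 (-7.24). It passed an adjusted p of 0.05 with array weights (-5.13), with the covariate (-5.24) and without C5aR-/- TAM 1, and its log2 difference was from -5.63 to -4.45 with 1 library left out. Its adjusted p was from 1.2e-04 to 0.329 over all alternatives. The array weights did not converge and rest mostly on C5aR-/- TAM 2 (38.6, against 0.17 to 2.92 for the others).

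Whether the replicate numbers pair the samples stays open. With the group means removed, the correlations of same-numbered libraries were 0.19, -0.01 and 0.27. Those of differently numbered libraries were from -0.23 to 0.09, below 2 of these 3 values. Each number has 1 library per group, so this cannot be decided. With the replicate block, 0 genes passed the adjusted and 811 the unadjusted threshold, and the M1-like (adjusted p = 0.0168) and B cell lists (0.0371) passed.

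For gene lists, 5 of 8 pathway lists passed with camera, 1 under fry, 0 with an estimated correlation, 3 with the covariate, and from 3 to 7 with 1 library left out. Of the cell type lists 2 passed, 0 under fry, 0 with an estimated correlation, and from 2 to 4 with 1 library left out. The median of the MAPK list stayed above 0 but no longer passed under fry and with an estimated correlation (0.10 in both), with no filter (0.094), quantile normalization (0.13) and the covariate (0.087), and was from 0.021 to 0.092 with 1 library left out, not passing without WT TAM 2 (adjusted p = 0.0783), WT TAM 3 (0.114) or C5aR-/- TAM 1 (0.117). The PI3K-Akt list no longer passed with an estimated correlation (0.049) or the covariate (0.061), and was from 0.061 to 0.17 with 1 library left out, not passing without WT TAM 3 (adjusted p = 0.114) or C5aR-/- TAM 1 (0.0527). T cell activation was from -0.10 to 0.15, positive without WT TAM 3 (0.04) and without C5aR-/- TAM 3 (0.15, adjusted p = 0.0484, where its alternatives gave 0.0484 to 0.919). The IL-4 and IL-13 list was from -0.053 to 0.29, negative without WT TAM 3 (-0.01) and C5aR-/- TAM 1 (-0.053), and past the threshold without WT TAM 1 or C5aR-/- TAM 3. Chemokine and receptor genes were at 0.057 with array weights and from -0.37 to 0.058 with 1 library left out. The chromosome 8 list (median 1.29 in each) no longer passed under fry or with an estimated correlation, and was from 0.71 to 1.90 with 1 library left out.

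Among cell type lists, the endothelial list changed sign with no filter (-0.0093) and the erythroid list with array weights (-3.54). With 1 library left out, the ranges crossed 0 for macrophage identity (-0.079 to 0.61), monocyte-derived macrophages (-0.14 to 0.22), T cells (-0.75 to 0.025), B cells (-1.64 to 0.17), NK cells (-0.76 to 0.053) and erythroid cells (-1.33 to 1.42). The 4 heat map lists passed under every alternative run. The study chose their genes on these same samples, so these passes are not independent evidence.

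PC1 held 94.4% and 95.5% with samples as variables (log2 and TPM) and 62.6% without a log, and the groups were then apart on PC3, PC4 and PC3. The first split of the clustering was the same under its 3 settings. Depth is unknown, so its effect on genes of low TPM was not tested.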

Differences from the paper's values

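PC1 held 41.5% of the variance, where the paper's value is about 65% in Fig. 4A, read by eye. Of the alternatives set before the data were examined, TPM without a log gave 62.6%, nearest to that value. Its PC1 mainly set C5aR-/- TAM 1 apart (score -21956.8, against -2069.58 to 12324.5 in the other libraries). Samples as variables gave 94.4% with log2(TPM + 1) and 95.5% with TPM. These were also within 1.5 times of the paper's value, but at such shares this limit is too wide to count as a match. Scaling to unit variance (36.0%) and no filter (37.1%) were not within 1.5 times. PC2 held 29.0% against about 24% in Fig. 4A, read by eye, and 21.1% without a log. With samples as variables it held 2.31% (log2) and 2.87% (TPM), more than 1.5 times away.

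The paper's legends state 4 mice per group, and 3 libraries per group were analysed here. The paper presents the heat map genes as differentially expressed, and 0 of the 25 tested passed an adjusted p of 0.05 with fold change 2 here. With array weights, which did not converge, 19 of them passed, without C5aR-/- TAM 1 11 passed, and with the macrophage index covariate, chosen after seeing the values, 3 passed. Adjusted over the list alone, 9 of Figure 4C, 7 of Figure 4D, 6 of Figure S6D and 5 of Figure S6E passed. At the unadjusted p that the methods also state, 23 of the 25 passed.

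The paper reports T cell activation as higher in C5aR-/- TAMs, and the hand-written list had a median of -0.06 here. It was above 0 without WT TAM 3 (0.04) and without C5aR-/- TAM 3 (0.15, past an adjusted p of 0.05). The paper reports IL-4 and IL-13 signaling as lower, and the list had a median of 0.13, which was below 0 without WT TAM 3 (-0.01) and without C5aR-/- TAM 1 (-0.05). Chemotaxis is reported as higher, and the chemokine and receptor list had a median of -0.15. Its median was above 0 with array weights (0.06), without WT TAM 1 (0.06) and without C5aR-/- TAM 3 (0.05). For the T cell activation and chemokine lists, the direction given by camera was up although the median was below 0 (adjusted p = 0.616 and 0.904). The hand-written lists are not the pathway terms the paper used. The paper presents the 2 genotypes as separate in clustering, and its Figure S6A shows up- and downregulated genes. The clustering here used all tested genes, or all genes listed above 0 in any library. Under the 3 settings run, C5aR-/- TAM 1 joined the WT libraries at the first split. Clustering on the genes of Figure S6A was not run, so the 2 results are not directly comparable.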

Other observations

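Explanations for large peritoneal macrophage and heat shock genes and the fall of macrophage genes were chosen only after the result was seen. For mast cell and mesothelial genes, the lists as well as the explanations were chosen after the data were examined. The 6 libraries can be split into 3 and 3 in 10 ways. The real split gave the most genes at an unadjusted p under 0.05 and fold change 2, with 1 of the 10 splits reaching 733, and the next gave 588. At the adjusted threshold the real split gave 0 genes, which any split reaches, so this count cannot tell the splits apart. The highest count there was 6, in 1 other split. Of the 10 splits, 2 gave at least 5 pathway lists and 10 gave at least 2 cell type lists. With 10 splits the share is never under 0.1.

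Macrophage identity genes fell from replicate 1 to replicate 3 in both groups, with a mean log2(TPM + 1) of 7.47, 6.50 and 6.04 in WT and 7.67, 6.90 and 6.10 in C5aR-/- TAMs. In order in both groups, 8 of the 10 genes fell, against 6.83% of all tested genes. A falling share of macrophages in the libraries may be a cause. It stays open, because the pattern was seen in these same genes, each number has 1 library per group, and the markers of other cells moved both ways, with fibroblast genes rising in WT (4.58, 5.10 and 5.36) and C5aR-/- TAMs (4.01, 5.02 and 5.39) and T cell genes rising in WT (2.28, 3.32 and 3.60) and falling in C5aR-/- TAMs (3.33, 2.64 and 1.83).

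Large peritoneal macrophage genes were lower in C5aR-/- TAMs, 15 of 15 with a median log2 difference of -1.87 (camera, adjusted p = 1.25e-05). Of the 15, 7 had groups that did not overlap, against 21.3% of all tested genes. Genes of 1 list can vary together, so these 7 are not independent. Under fry the adjusted p was 0.418, and under camera with an estimated correlation it was 0.817. Of the 15 genes, 4 (Aldh1a2, Icam2, Prg4 and Slpi) are also in the paper's heat maps. A lower share of all macrophages could lower them, but the lowest log2 difference among the 10 macrophage identity genes was -0.64 (Itgam, standard error 0.67), and 6 of the 10 were higher. A change of macrophage type with the genotype stays open and was not tested.

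Mast cell genes were lower in C5aR-/- TAMs, with a median of -2.27 over 10 tested genes (camera, adjusted p = 2.7e-07). Without the filter on low TPM, the median over all 16 listed genes was -0.77. The pattern was seen in 5 genes, and the list of 16 was written after the values of all of them had been seen, so the list is not independent of the pattern. Of the 11 further genes, 8 had all C5aR-/- libraries below all WT libraries, 5 of them under the filter on low TPM, while Kit, which Figure 4C also holds, and Gata2 were higher. Cma1 was 23.1, 15.2 and 35.3 in WT and 1.68, 4.85 and 2.43 in C5aR-/- TAMs. Fewer mast cells in the C5aR-/- libraries may explain this and cannot be told apart from lower expression, because the genes were chosen for the pattern. A lower share of all leukocytes is argued against by the same lowest macrophage value of -0.64.

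Mesothelial genes were lower, with a median of -1.17 over 14 genes (camera, adjusted p = 1.3e-06; fry 0.0312; estimated correlation 0.139). The 6 genes listed before their values were looked at were all lower, with a median of -1.08, and in 3 of them the groups did not overlap. Fewer mesothelial cells could give this, but Msln was higher (0.88) and Wt1 was little changed (-0.10, standard error 0.16). Of the 14 genes, 7 are also in another marker list and 1 (Aldh1a2) is in the paper's figures. Which cells of these libraries express them is not known, so fewer mesothelial cells cannot be told apart from lower expression of these genes.

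Heat shock genes were higher in WT TAM 2 and WT TAM 3 than in WT TAM 1, by medians of 0.70 and 0.82, and Hspa1b had a TPM of 90.4, 3263 and 2785 in WT and 23.7, 216 and 74.3 in C5aR-/- TAMs. Handling of the cells that also raises immediate early genes might add to this, but these genes were lower than in WT TAM 1, by medians of -0.75 and -0.66. With single libraries this stays open. Over the groups, the immediate early list had a median of -0.22 (adjusted p = 0.227) and the complement list, which holds C5ar1, of -0.47 (adjusted p = 0.14). The immediate early median was above 0 without C5aR-/- TAM 3 (0.10) and with array weights, which did not converge (0.18), and the list passed as lower without C5aR-/- TAM 2 (-0.45, adjusted p = 0.0202) and without WT TAM 3 (-0.45, 0.0311). The complement list passed without WT TAM 2 (0.0284) and without WT TAM 3 (0.0213). Both passed with the macrophage index covariate (0.0213).

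Neutrophil genes were lower in 10 of 10 cases (median -1.99, adjusted p = 2.3e-05; fry 0.418), with 2 of the 11 listed genes also in the paper's heat maps, and no explanation was tested. The median log2 difference was 0.24 for macrophage identity, 0.09 for monocyte-derived macrophages, -0.38 for ovarian tumor or mesothelial cells, -0.38 for fibroblasts, -0.33 for T cells, -0.79 for B cells, -0.42 for NK cells, 0.39 for dendritic cells, 0.27 for endothelial and 0.42 for erythroid genes, with adjusted p from 0.388 to 0.745. Some of these lists passed with 1 library left out: macrophage identity without WT TAM 1 (0.0049) and without C5aR-/- TAM 3 (0.0115), T cells without WT TAM 1 (0.00783) and without C5aR-/- TAM 1 (0.0351), B cells without C5aR-/- TAM 1 (0.0471) and dendritic cells without C5aR-/- TAM 3 (0.0170). B cells also passed with the macrophage index covariate (0.0219).

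The paper measured chemokines and polarization genes by other assays. In these libraries Cxcl9 had a TPM of 1.36, 3.79 and 11.4 in WT and 1.81, 2.24 and 4.68 in C5aR-/- TAMs (log2 difference -0.48, standard error 0.62, adjusted p = 0.76), and its sign depends on WT TAM 3. Ccl2 (0.62), Cxcl12 (1.14) and Ccl4 (-1.14) had groups that overlapped, with ranges of 0.19 to 1.34, 0.50 to 2.27 and -1.83 to -0.50 when 1 library was left out (Cxcl12 passed without C5aR-/- TAM 1, adjusted p = 0.0167), and Ccl20 was under the filter. Of the M2-like genes, 9 of 11 were higher, with a median of 0.47 (camera, adjusted p = 0.0204; fry 0.432; estimated correlation 0.439; without WT TAM 3 0.302, without C5aR-/- TAM 1 0.334, without C5aR-/- TAM 2 0.0547), among them Ms4a4a (2.01), Mrc1 (1.46), Cd163 (1.21) and Arg1 (1.09), while Retnla (-1.74) and Il10 (-0.45) were lower. With 1 library left out, Mrc1 was from 0.67 to 2.17, Cd163 from 0.41 to 2.10 and Retnla from -2.82 to -0.59. The 7 M1-like genes were lower (median -0.15, adjusted p = 0.242; 0.0141 with the macrophage index covariate, chosen after seeing the data), among them Il6 (-2.36), Il12b (-0.96) and Tnf (-0.91). With 1 library left out, the M1-like median was from -0.66 to -0.24. Il6 was then from -3.66 to -1.30, Il12b from -1.29 to -0.51 and Tnf from -1.63 to -0.25. Of the 7 genes, 2 were higher without WT TAM 1 and 3 without C5aR-/- TAM 3. Adjusted over the list alone, 0 genes of either list passed.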
